# Abalone peptide increases stress resilience and cost‐free longevity via SKN‐1‐governed transcriptional metabolic reprogramming in *C. elegans*

**DOI:** 10.1111/acel.14046

**Published:** 2023-11-22

**Authors:** Qiangqiang Wang, Liangyi Wang, Ziliang Huang, Yue Xiao, Mao Liu, Huihui Liu, Yi Yu, Ming Liang, Ning Luo, Kunping Li, Ajay Mishra, Zebo Huang

**Keywords:** detoxification, frailty, life span, oxidative stress, peptide, proteotoxicity, resilience, SKN‐1/Nrf

## Abstract

A major goal of healthy aging is to prevent declining resilience and increasing frailty, which are associated with many chronic diseases and deterioration of stress response. Here, we propose a loss‐or‐gain survival model, represented by the ratio of cumulative stress span to life span, to quantify stress resilience at organismal level. As a proof of concept, this is demonstrated by reduced survival resilience in *Caenorhabditis elegans* exposed to exogenous oxidative stress induced by paraquat or with endogenous proteotoxic stress caused by polyglutamine or amyloid‐β aggregation. Based on this, we reveal that a hidden peptide (“cryptide”)—AbaPep#07 (SETYELRK)—derived from abalone hemocyanin not only enhances survival resilience against paraquat‐induced oxidative stress but also rescues proteotoxicity‐mediated behavioral deficits in *C. elegans*, indicating its capacity against stress and neurodegeneration. Interestingly, AbaPep#07 is also found to increase cost‐free longevity and age‐related physical fitness in nematodes. We then demonstrate that AbaPep#07 can promote nuclear localization of SKN‐1/Nrf, but not DAF‐16/FOXO, transcription factor. In contrast to its effects in wild‐type nematodes, AbaPep#07 cannot increase oxidative stress survival and physical motility in loss‐of‐function *skn‐1* mutant, suggesting an SKN‐1/Nrf‐dependent fashion of these effects. Further investigation reveals that AbaPep#07 can induce transcriptional activation of immune defense, lipid metabolism, and metabolic detoxification pathways, including many SKN‐1/Nrf target genes. Together, our findings demonstrate that AbaPep#07 is able to boost stress resilience and reduce behavioral frailty via SKN‐1/Nrf‐governed transcriptional reprogramming, and provide an insight into the health‐promoting potential of antioxidant cryptides as geroprotectors in aging and associated conditions.

**Abbreviations**
AD: Alzheimer's disease
AUC: area under the curve
Aβ: amyloid‐β peptide
CYP: cytochrome P450
DEG: differentially expressed genes
FC: fold change
FDR: false discovery rate
FUDR: 5‐fluoro‐2′‐deoxyuridine
GC–MS: gas chromatography–mass spectrometry
GFP: green fluorescent protein
GO: gene ontology
GST: glutathione‐S‐transferases
HD: Huntington's disease
IIS: insulin/insulin‐like growth factor signaling
LEA: late embryogenesis abundant
NGM: nematode growth medium
Nrf: nuclear factor erythroid‐2‐related factor
P‐gp: P‐glycoprotein
polyQ: polyglutamine
ROS: reactive oxygen species
S/L: ratio of stress span to life span
SKN‐1: skinhead‐1
UGT: UDP‐glucuronosyltransferases
YFP: yellow fluorescent protein

## 1 INTRODUCTION

A common feature of aging is frailty, which is a state of increased vulnerability across multiple physiological systems due to lifelong accumulation of molecular and cellular deficits as well as metabolic dysregulation, including a progressive decline in the ability to withstand stresses such as excessive reactive oxygen species (ROS), abnormal protein accumulation, and toxicant exposure (Peters et al., 2021; Taylor et al., 2023). Ensued from such cumulative damages are structural alteration and functional deterioration at molecular, cellular and organismal levels, resulting in reduced metabolic and physical fitness. As stress challenges are often persistent throughout the entire life, an organism has to unremittingly respond to such signals and preserve physiological homeostasis to promote adaptation (Huang & Tunnacliffe, 2006; López‐Otín & Kroemer, 2021). For example, ROS is intimately involved in aging and disease during life—homeostatic level of ROS is essential for normal physiological functions but excessive ROS is detrimental (Bazopoulou et al., 2019). Another example is protein aggregation, which involves aberrant accumulation of aggregated proteins during aging and stress. Many of these proteins are, however, physiologically important at normal levels but become pathologically altered upon disruption of protein homeostasis (proteostasis) by intrinsic and extrinsic stress conditions, leading to aging and disease (Santra et al., 2019; Walther et al., 2015).

The ability of an organism to maintain homeodynamics or quickly reach a new homeostasis when experiencing deleterious perturbations is known as resilience, the loss of which manifests much earlier than the onset of frailty (Borras et al., 2020; Ferrucci et al., 2020). In general, the homeostatic resilience of an aging organism degenerates while its vulnerability to metabolic and stress damages increases, leading to increased frailty and eventual mortality (Ferrucci et al., 2020; López‐Otín & Kroemer, 2021). Therefore, strategies that help to orchestrate homeostatic resilience represent a promising approach to enhance damage control during aging and stress. In this regard, Nature has its own wisdom. In response to extreme desiccation, for example, some organisms enter anhydrobiosis (“life without water”), a cryptobiotic state (“hidden life”) of reversible homeostasis characterized by virtually no metabolic activity, avoiding stress‐triggered deterioration (Huang & Tunnacliffe, 2006). Anhydrobiotic organisms can resume normal life from such suspended animation (in theory an unlimited “life”)—almost without cost to their normal life cycle and life span—when conditions become favorable again (Huang & Tunnacliffe, 2006; Kaczmarek et al., 2019). The mechanisms that govern anhydrobiosis implicate, among others, detoxification associated proteins and intrinsically disordered proteins, including late embryogenesis abundant (LEA) proteins in particular (Boothby et al., 2017; Browne et al., 2002; Fu et al., 2020). Nevertheless, whether and how such strategies (e.g., extremely low metabolism) and underlying molecules (e.g., LEA proteins) can be used in other systems or as potential therapeutics are still underexplored and merit further investigation.

Another hidden wisdom from Nature is “cryptides” (cryptic peptides—short amino acid sequences encrypted in natural proteins) and “cryptome” (a repertoire of cryptic peptides)—many such cryptides are inactive when “hidden” in proteins but exert functions upon release (Iavarone et al., 2018; Xiao et al., 2022; Zhang et al., 2021). For example, ~2500 peptides are identified in enzymatically prepared oyster protein hydrolysate, demonstrating the release of a large repertoire of cryptides (Zhang et al., 2021). The peptides are found to increase serum testosterone content in mice and gene level of *Caenorhabditis elegans* LET‐767, a homolog of human 17‐β‐hydroxysteroid dehydrogenases that have important roles in androgen and estrogen metabolism (Zhang et al., 2021). Another example is the proteolytically generated sea cucumber peptide fractions, which also contain >1000 peptides in total and are shown to promote oxidative stress survival, decrease age pigments, and extend life span in *C. elegans* (Guo et al., 2020; Lu et al., 2021). Interestingly, LEA‐derived peptides can function like LEA proteins in bacteria and *C. elegans* to improve proteostasis and desiccation resistance (Hibshman & Goldstein, 2021). Overall, peptides are increasingly reported to have geroprotective properties, including stress resistance, life span extension, and disease alleviation (Muttenthaler et al., 2021; Xiao et al., 2022). However, the vast majority of cryptides have thus far remained largely elusive, lacking clear structural and functional information.

As a rich source of chemically diverse and biologically active molecules, marine organisms have drawn significant attention for biomolecular discovery (Ovchinnikova, 2021; Xiao et al., 2022). One of the most valued marine organisms is abalone, the gastropod belonging to the genus *Haliotis* which has been used for centuries across the globe and widely considered a health‐promoting seafood. For example, various abalones are traditionally used in tonic remedies or to treat ailments, including antifatigue and antistress applications, in East Asia (Shi et al., 2020), while red abalone (*Haliotis rufescens*) is a culturally iconic gastropod native to the west coast of North America (Swezey et al., 2020). Transcriptional studies suggest that disk abalone (*Haliotis discus discus*) can use antioxidant and immune defense mechanisms to tackle physical stresses, including alterations in temperature, salinity, and oxygen levels (De Zoysa et al., 2009). Abalone is also a good source of proteins, which comprises ~50% (dry weight) of its edible part (Boamah et al., 2020; Shi et al., 2020). Interestingly, abalone‐derived peptides are shown to suppress photoaging of keratinocyte cells (Chen et al., 2019) and vasculogenesis of tumor cells (Gong et al., 2019). Recently, two precursors of tachykinins, a class of neuropeptides with rapid response to injury, and two tachykinin receptor isoforms are also found to play a potential role in regulating lipid metabolism in abalone (Lee et al., 2022).

In this study, we first proposed a loss‐or‐gain survival model in *C. elegans* to quantify stress resilience at organismal level and tested the effect of an abalone protein hydrolysate on the survival resilience of *C. elegans* against oxidative stress. A novel antioxidant octapeptide identified from the hydrolysate was then subjected to geroprotective studies, including stress resistance, proteotoxicity, and life span assays, as well as to growth and reproduction examinations. Further investigations were focused on the stress and life span related transcription factors SKN‐1/Nrf and DAF‐16/FOXO. Finally, transcriptomic analysis revealed an association of the abalone peptide with immune defense, lipid metabolism, and metabolic detoxification pathways in *C. elegans*.

## 2 MATERIALS AND METHODS

### 2.1 Bacterial strains

*Escherichia coli* OP50 and NA22 were cultured in Luria Bertani (LB) medium overnight at 37°C. *E. coli* OP50 was spread on nematode growth medium (NGM) plates and allowed to grow overnight before use, while *E. coli* NA22 was concentrated 10‐fold by centrifugation at 8000 × *g* and stored at 4°C. All bacterial preparations were used within 2 weeks.

### 2.2 Nematode strains and maintenance

The following *C. elegans* strains used for this study were obtained from *Caenorhabditis* Genetics Center (University of Minnesota): Bristol N2, AM140 [*rmIs132*(*unc‐54p::Q35::YFP*)], GMC101 [*dvIs100*(*unc‐54p::Abeta‐1‐42::unc‐54 3’‐UTR* + *mtl‐2p::GFP*], LG326 [*skn‐1*(*zu169*)*IV; Is007*(*skn‐1::GFP*)], GR1352 {*daf‐16*(*mgDf47*)*I*; *xrIs87*[*daf‐16*(*alpha*)::*GFP*::*daf‐16B* + *rol‐6*(*su1006*)]}, EU1 {*skn‐1*(*zu67*)*IV*/*nT1*[*unc‐*?(*n754*)*let‐*?]}, and KU25 [*pmk‐1*(*km25*)*IV*]. Nematodes were grown and maintained on NGM agar plates seeded with *E. coli* OP50 as food at 20°C unless otherwise noted, while experiments in liquid culture were performed in S medium with *E. coli* NA22 as food. Synchronization of nematodes was performed using the standard alkaline hypochlorite method.

### 2.3 Peptides

Fresh abalone (*Haliotis diversicolor*) were purchased from Huangsha Seafood Market, Guangzhou, China. Abalone protein hydrolysate was prepared by sequential trypsin–papain enzymatic hydrolysis and fractionated by successive ultrafiltration and gel filtration, and sequences of peptides in antioxidant fractions were identified by liquid chromatography–tandem mass spectrometry with a reverse‐phase nanocolumn (RP‐nano‐LC–MS/MS) coupled with database‐assisted peptide sequencing as previously described (Guo et al., 2020). After in silico analysis of the identified sequences for antioxidant potential using BIOPEP‐UWM database (http://www.uwm.edu.pl/biochemia/index.php/pl/biopep), peptides of interest were synthesized and tested for antioxidant activity using paraquat survival assay in *C. elegans* (Table S3) as detailed previously (Guo et al., 2020; Lu et al., 2021). The peptide AbaPep#07 (SETYELRK) was synthesized by Shanghai Top‐Peptide Biotechnology Co. Ltd (Shanghai, China) with >95% purity as previously (Lu et al., 2021) and used for further studies.

### 2.4 Oxidative stress survival assay

The survival of *C. elegans* under increased oxidative stress was assessed as previously performed (Guo et al., 2020) with modifications. Briefly, ~20 synchronized L4 nematodes were transferred into the wells of a 96‐well plate (>100 nematodes for each treatment) with 100 μL of S medium containing test samples, *E. coli* NA22 (OD_570nm_ of ~0.5) and 75 μg/mL FUDR. After incubation for 24 h, the nematodes were exposed to 50 mM paraquat. The live and dead nematodes were scored microscopically based on their movement and pharyngeal pumping every 12 h until all dead. Data were presented in Kaplan–Meier survival curves, and log‐rank (Mantel‐Cox) method was used to determine the significance difference. To investigate the overall resilience of *C. elegans* to stress, the survival resilience was expressed as the ratio of stress span to life span (S/L), which was quantitated by the area under the survival curve (AUC) of the stress‐exposed animals over that of the control animals under normal condition (Equation 1):

(1) $$\text{Survival resilience}\;\left(S/L\right)={\mathrm{AUC}}_{\text{stress span}}/{\mathrm{AUC}}_{\text{life span}}$$

More specifically, to assess the effect of abalone peptides on the survival resilience of *C. elegans* against oxidative stress, the above equation of survival resilience was adjusted as follows (Equation 2):

(2) $$\text{Survival resilience}={\mathrm{AUC}}_{\text{treatment}}/{\mathrm{AUC}}_{\text{life span}}$$

where AUC_treatment_ is the survival AUC of the paraquat‐exposed nematodes with or without peptide pretreatment, and AUC_life span_ is the AUC of the control nematodes with neither paraquat exposure nor peptide treatment (i.e., normal life span).

### 2.5 Assessment of polyQ‐ and Aβ‐mediated behavioral dysfunction

Approximately 200 synchronized L4 nematodes were transferred to each well of a 48‐well plate with 0.5 mL of S medium containing test sample, *E. coli* NA22 (OD_570 nm_ of ~0.5), 75 μg/mL FUDR, and 100 μg/mL ampicillin (3 replicate wells for each treatment). The plates were placed in a shaking incubator at 20°C (recorded as Day 0) for further culture. For the AM140 strain, the plates were incubated at 20°C for 5 or 10 days. For the GMC101 model, the plates were incubated at 20°C for ~12 h, and then, the temperature was upshifted to 25°C (to induce Aβ expression) for a further culture period of 3 or 5 days. Then, the nematodes in each condition were harvested, respectively, at the indicated times into 1.5 mL microcentrifuge tubes and washed 3 times with M9 buffer prior to test. To measure proteotoxicity‐associated directional shifts and paralysis rate, ~30 nematodes from each condition were transferred to a food‐free 3.5 cm NGM plate and allowed to acclimatize for 10 min. Tracking videos were subsequently recorded for 30 s by using a stereomicroscope at 4× magnification with a CMOS camera (Chongqing Optical Instrument Co., Ltd., Chongqing, China) and analyzed by the Movement Tracker software as described (Mouchiroud et al., 2016). The parameters of “Direction” and “Fraction Paralyzed” in the movement data were used to calculate average number of directional shifts and fraction of paralyzed nematodes, respectively. The readouts of directional shifts of nematodes in each treatment were compared with the average number in the control and thus normalized as a direction rescue index, which was calculated as follows (Equation 3):

(3) $$\text{Direction rescue index}={\text{Nematode}}_{\text{below}-\text{mean}}/{\text{Nematode}}_{\text{total}}$$

where, in a treatment group, Nematode_below‐mean_ is the number of nematodes whose directional shifts are less than the average number of directional shifts in the untreated control group (i.e., “control mean”), and Nematode_total_ is the total number of nematodes in the same treatment group. If more than 80% of the instantaneous speeds measured during the tracking were less than 0.015 mm/s, the nematodes were regarded as paralyzed (Ramot et al., 2008).

### 2.6 Quantification of polyQ aggregation

PolyQ aggregation assay was performed as previously (Zhang et al., 2012) using *C. elegans* AM140, a strain expressing Q35::YFP fusion protein in body wall muscle cells. In brief, synchronized L4 nematodes were incubated and collected at 20°C as above. The nematodes were immobilized with 20 mM sodium azide on 2% agarose pads on glass slides. Fluorescent images were taken using an Mshot MF31‐LED fluorescence microscope (Guangzhou Micro‐shot Technology Co. Ltd.) fitted with a 10× objective lens and FITC filter. The number of Q35::YFP aggregates was counted manually (>30 nematodes for each treatment).

### 2.7 Life span assay

Strict temperature, food abundance, and population density were controlled for life span assays, which were conducted in liquid culture as previously described (Zhang et al., 2012). Concisely, synchronized L4 nematodes were transferred into 96‐well plates (~20 nematodes/well, >100 nematodes for each treatment) with the addition of test sample, *E. coli* NA22 (OD_570 nm_ of ~0.65), 75 μg/mL FUDR and 100 μg/mL ampicillin. The plates were sealed with parafilm and then incubated in a 20°C shaker at 120 rpm. The live and dead nematodes were counted microscopically every 2 days based on their movement and pharyngeal pumping until all dead. Data were presented in Kaplan–Meier survival curves, and log‐rank (Mantel‐Cox) method was used to determine the significant difference. All life span experiments were repeated independently at least three times.

### 2.8 Fecundity assay

Synchronized wild‐type L4 nematodes were individually placed on 3.5 cm NGM plates seeded with OP50 in the presence or absence of abalone peptide (1 nematode per plate, 15 nematodes per treatment) and allowed to lay eggs for 24 h. The parent nematodes were transferred to freshly seeded plates every day until egg laying ceased. The plates containing eggs were incubated at 20°C for 48 h, and the number of progeny was counted for brood size determination.

### 2.9 Size and motility analysis

Wild‐type N2 nematodes with or without abalone peptide treatment in 48‐well plates were collected on Day 1 and Day 10 as indicated. For measurement of *C. elegans* movements on solid agar media, motility videos were recorded and analyzed by the Movement Tracker software as described above. The parameters of “SizeAverage,” “Direction,” and “SpeedMean” in the output data were used to calculate body size, number of directional shifts and crawling speed, respectively (Mouchiroud et al., 2016). The normalized body size was expressed as a ratio of the body size mean in each treatment to that of the control nematodes. For measurement of swimming speed and thrashing rate in liquid media, approximately 10 nematodes for each treatment were placed in a drop of M9 buffer and their swimming movements were recorded for 30 s after a 10 s recovery period. The video files were then processed and analyzed using wrMTrck plugin in ImageJ software as described (Nussbaum‐Krammer et al., 2015), and the parameters of “avgSpeed” and “BBPS” (body bends per second) in the output data were used to measure swimming speed and thrashing frequency, respectively. The results of size and motility analysis are presented as a radar chart for multiple metrics using OriginPro software as previously described (Wang et al., 2021). To assess the effect of abalone peptide on the overall physical health of *C. elegans*, the fitness landscape represented by multiple distinct metrics was integrated into a single “total fitness,” which was an average value of all ratios of the treated nematodes to the control nematodes for each individual fitness metrics and calculated as follows (Equation 4):

(4) $$\text{Total fitness}=\left({\text{M1}}_{t}/{\text{M1}}_{c}+{\text{M2}}_{t}/{\text{M2}}_{c}+{\text{M3}}_{t}/{\text{M3}}_{c}+{\text{M4}}_{t}/{\text{M4}}_{c}+{\text{M5}}_{t}/{\text{M5}}_{c}\right)/5$$

where M_t_ and M_c_ represent a fitness metric of treated and control nematodes, respectively, while a number indicates a specific fitness metric.

### 2.10 Nuclear localization assay of SKN‐1 and DAF‐16

SKN‐1 nuclear localization was analyzed using the transgenic LG326 nematode that expresses a fusion protein of SKN‐1 tagged with a GFP reporter (Bishop & Guarente, 2007). DAF‐16 nuclear localization assay was performed using the transgenic GR1352 strain expressing DAF‐16::GFP fusion protein (Oh et al., 2005). Briefly, synchronized L1 larvae in each experiment were incubated with or without abalone peptide to L4 stage at 20°C. The nematodes were then harvested and transferred into 24‐well plates, immobilized with 2 mM sodium azide, and covered with 12 mm round coverslips for image acquisition as previously described (Zhang et al., 2016). Fluorescent images were captured by using an ImageXpress Micro System (Molecular Devices) with a FITC filter and 20× magnification. For quantification, the LG326 nematodes were categorized into three groups (i.e., “low,” “medium,” and “high”) depending on the levels of SKN‐1::GFP nuclear accumulation in the intestinal nuclei as described (An & Blackwell, 2003). “Low” represents that SKN‐1::GFP nuclear accumulation is barely detectable through the intestine, “medium” refers to the nematodes in which SKN‐1::GFP nuclear accumulation is partially present in intestine, and “high” indicates that a strong SKN‐1::GFP signal is observed in almost all intestinal nuclei. Similarly, the GR1352 nematodes in each treatment were classified as “cytoplasmic,” “intermediate,” and “nuclear” groups based on DAF‐16::GFP subcellular distribution as previously described (Oh et al., 2005). “Cytoplasmic” indicates that DAF‐16::GFP signal is diffusely and predominantly localized in the cytoplasm, “intermediate” represents that a small amount of DAF‐16::GFP is distributed in the nuclei but most DAF‐16::GFP is in cytoplasm in some tissues, and “nuclear” means that DAF‐16::GFP localization is present in the nuclei throughout the entire body. Approximately 30 nematodes per condition in each experiment were randomly selected to score subcellular localization of GFP‐fused proteins, and the percentage of nematodes in each category was calculated. All experiments were repeated independently at least two times with similar results.

### 2.11 RNA sequencing

Wild‐type N2 nematodes with or without abalone peptide treatment from L4 were collected at Day 10 of adulthood, washed with M9 buffer at least 3 times, and immediately flash‐frozen in liquid nitrogen. Pellets of nematodes were stored at −80°C and then sent to BGI Genomics (Shenzhen, China) for RNA sequencing (RNA‐seq) analysis. Briefly, total RNA was extracted from whole nematodes using TRIzol kit (Invitrogen) according to the manufacturer's instruction. Then, RNA quality and quantity were evaluated by using a Nanodrop and Agilent 2100 bioanalyzer (Agilent Technologies). The mRNA was purified from the total RNA using oligo(dT)‐attached magnetic beads and sheared into small fragments. Then, cDNA was generated using random hexamer‐primed reverse transcription, amplified by PCR, purified by AMPure XP beads, and qualified using the Agilent Technologies 2100 bioanalyzer. Double stranded PCR products were heat‐denatured and circularized, and amplified with phi29 polymerase (Thermo Fisher Scientific) to make DNA nanoballs (DNBs), which were subsequently loaded into patterned nanoarray and sequenced on the BGIseq500 platform as previously described (Zhang et al., 2022).

### 2.12 RNA‐seq data analysis

The raw sequencing data were subjected to quality control with SOAPnuke (v1.5.2) software (Li et al., 2008). The clean reads were aligned to the *C. elegans* reference genome WBcel235 using HISAT2 (v2.0.4) (Kim et al., 2015). Ericscript (v0.5.5) was subsequently used to detect fusion genes (Benelli et al., 2012), and rMATS (v3.2.5) was used to identify differential splicing genes (Shen et al., 2014). Bowtie2 (v2.2.5) was applied to align the clean reads to the reference coding gene set (Langmead & Salzberg, 2012), and the expression level of genes was calculated by RSEM (v1.2.12) (Li & Dewey, 2011). Differential expression analysis was performed using PossionDis (Audic & Claverie, 1997) with a significance threshold of false discovery rate (FDR) ≤0.05 and fold change (FC) ≥2 (i.e., |log_2_(fold change)| ≥1), and log‐transformed data were used in subsequent analyses. Gene ontology (GO) enrichment analysis of annotated differentially expressed genes (DEG) was performed by Phyper function in R software based on the Hypergeometric test. The significant levels of GO terms were corrected by *Q*‐value with a rigorous threshold (*Q*‐value ≤0.05) by Bonferroni. Protein functional classifications of DEG were based on the InterPro and GO annotations (Wu et al., 2019). To identify genes that may be direct targets of SKN‐1, 1.5 kb upstream of each DEG was analyzed for the presence of consensus SKN‐1 binding motifs TTDTCATC or WWTRTCAT (D = A/G/T, W = A/T, R = A/G) as previously described (Ewald et al., 2015) by using the program matrix‐scan in Regulatory Sequence Analysis Tools (RSAT) (Turatsinze et al., 2008). Graphs were generated using WebLogo (Crooks et al., 2004).

### 2.13 Quantitative real‐time PCR

Total RNA of Day 10 nematodes treated as above was extracted using TransZol Up Kit (TransGen Biotech) and reverse‐transcribed with EasyScript® All‐in‐One First‐Strand cDNA Synthesis Kit (TransGen Biotech) according to the manufacturer's instructions. Quantitative real‐time PCR was carried out on a StepOnePlus Real‐Time PCR Instrument (Applied Biosystems) using PerfectStart^®^ Green qPCR SuperMix Kit (TransGen Biotech) with *act‐1* as a reference gene. All reactions were performed in three technical replicates from three biological repeats. The primers of gene transcripts used for the PCR analysis are listed in Table S9.

### 2.14 Fatty acid profiling analysis by GC–MS

Wild‐type N2 nematodes were treated with or without abalone peptide and collected as above on Day 10 of adulthood. Pellets of nematodes were suspended in 0.5 mL of 2:1 chloroform: methanol (v/v) solution and sonicated on ice. Samples were centrifuged at 14000 rpm for 5 min, and 300 μL of the bottom organic layer was transferred to a new microcentrifuge tube and mixed with an equal volume of ultrapure water. After vortexing for 1 min, the mixture was centrifuged again at 14000 rpm for 5 min. Then, 50 μL of the bottom organic layer, which contained the extracted lipids, was derivatized by 40 μL of Meth‐Prep II reagent (Grace) for 1 h at room temperature to generate fatty acid methyl esters (FAME). Fatty acid profiling analysis was carried out on GC–MS (Agilent 7890B GC/5977B MSD) equipped with a DB‐23 column (60 m × 0.25 mm × 0.15 μm) as previously described (Li et al., 2018). The fatty acids were identified by comparison with FAME Mix C4‐C24 standard (Supelco), and their relative abundance was determined by dividing each fatty acid by the total fatty acid pool (Anderson et al., 2019).

### 2.15 Statistical analysis

Statistical analysis was performed by GraphPad Prism (version 9.1.1 for macOS, GraphPad Software). Statistical significance was assessed by two‐tailed unpaired *t* test between two groups and by one‐way analysis of variance (ANOVA) and Dunnett's multiple comparisons test among multiple groups. Survival data of *C. elegans* were plotted as Kaplan–Meier curves by GraphPad Prism and analyzed using the log‐rank test by SPSS software (version 24.0 for macOS, IBM Corp.). Radar charts of motility analysis were created by OriginPro (version 9.8.5.204 for Windows, OriginLab Corp.,). Transcriptomic data were analyzed using the BGI Dr. Tom online work platform (https://biosys.bgi.com, accessed on September 1, 2022).

## 3 RESULTS

### 3.1 Abalone peptide promotes survival resilience against increased oxidative stress

The overall resilience of an organism will by nature decrease with increasing age and stress, and the resilient homeodynamics may collapse when aging or stress approaches a tipping point, ultimately leading to death. For example, the ability of *C. elegans* to resist increased oxidative stress induced by paraquat, a potent ROS generator widely used in multiple model organisms, has been shown to decrease with age (Vanfleteren, 1993; Yanase et al., 2002). To investigate the overall resilience of resistance to increasing oxidative stress, we propose a conceptual loss‐or‐gain model based on collective survival competence of *C. elegans*, in which the variability of resilience is defined as the difference in cumulative survival between stress‐exposed and normal populations across their entire life. The survival resilience is therefore expressed as a ratio of stress span to life span (S/L), which is calculated by dividing the area under the curve (AUC) of lifelong survival curve of the stress‐exposed population with that of the control population under normal condition (Equation 1). An S/L ratio of <1, as characterized by a shift of the survival curve to the left, indicates a loss of survival resilience, while a ratio of >1—a shift of the curve toward the right—represents a gain of survival resilience (Figure S1).

To analyze the impact of increasing oxidative stress on the survival resilience of *C. elegans*, specifically in response to different paraquat doses, we collected and aggregated life span and paraquat survival data in wild‐type N2 nematodes from >90 publications (Table S1). Based on the S/L ratio calculated for each publication, the aggregated data clearly show that paraquat increasingly reduces the survival resilience (S/L < 1) of wild‐type *C. elegans* at doses of 1–100 mM (Figure 1a). Interestingly, paraquat can also maintain or even promote the survival resilience (S/L ≥ 1) of *C. elegans* at very low concentrations (0.01–0.6 mM) (Figure S2 and Table S1), reminiscent of a hormetic response of *C. elegans* to paraquat. Of note, the survival resilience is relatively stable for *C. elegans* exposed to 20–50 mM of paraquat. A lethal oxidative stress is generated when paraquat is persistently applied to *C. elegans* at this level of doses, which are often used for tolerance test against oxidative stress. For example, 50 mM of paraquat has been used in survival assays in a number of oxidative stress studies (see examples listed in Table S1), which can be used in the discovery of strategies to prevent oxidative damages.

**FIGURE 1:**
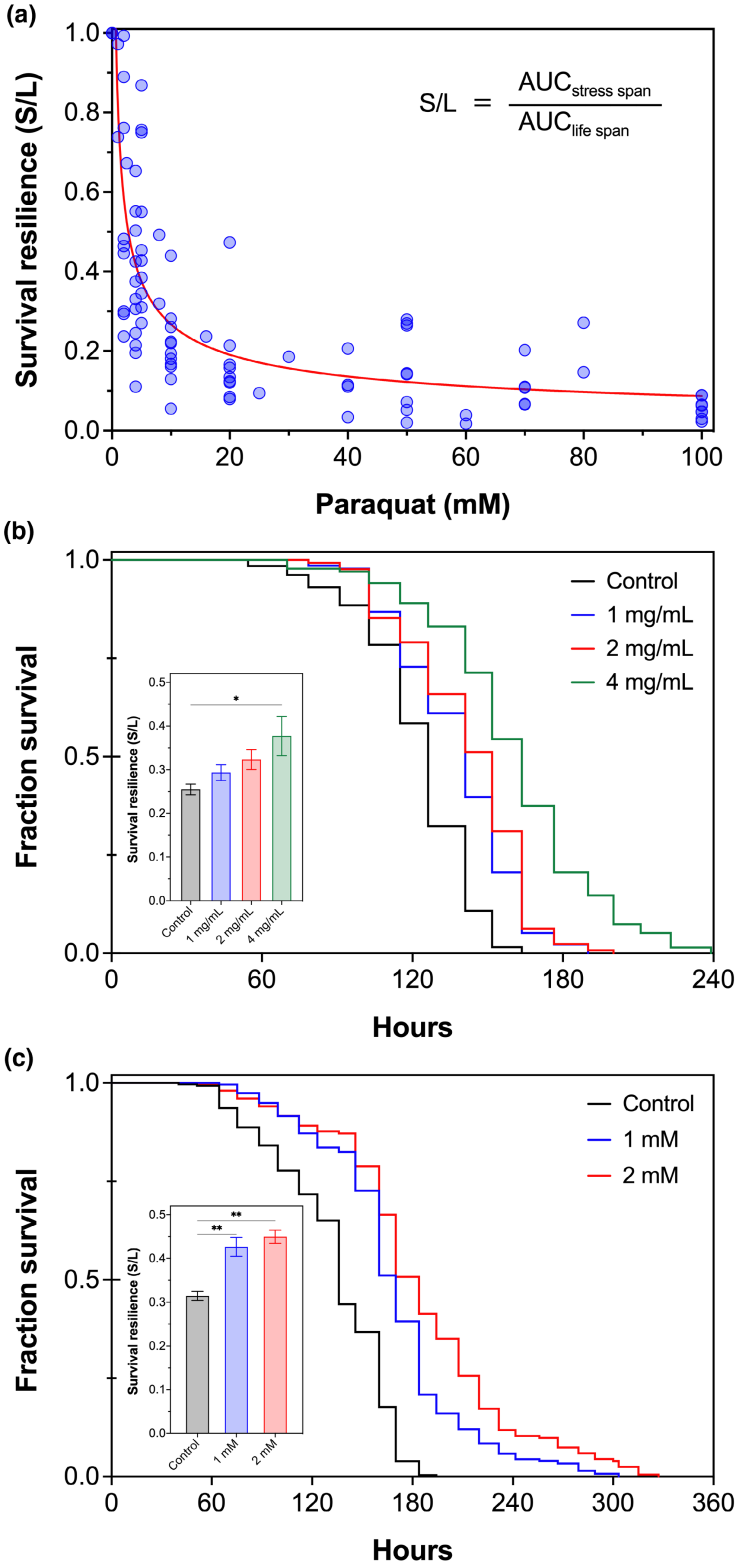
Abalone peptide increases survival resilience of *C. elegans* against oxidative stress. (a) Variability of organismal survival resilience under increasing oxidative stress induced by paraquat. Life span and paraquat survival data of wild‐type nematodes collected from literature (>90 publications; see Table S1) are aggregated and analyzed for survival resilience (Figure S1), which shows that high doses (1–100 mM) decrease the survival resilience while lower doses (see also Figure S2) maintain or even increase the resilience. (b,c) Effect of abalone protein hydrolysate (b) and peptide AbaPep#07 (c) on organismal survival resilience against oxidative stress. Wild‐type L4 nematodes were pretreated with protein hydrolysate or peptide AbaPep#07 for 24 h at 20°C and then exposed to 50 mM paraquat. Live and dead nematodes were scored every 12 h until all dead. Representative results are presented as Kaplan–Meier survival curves. Insets show increase of survival resilience of paraquat‐exposed nematodes by the protein hydrolysate or peptide according to Equation 2. Data are mean ± SEM of three independent experiments. *p < 0.05; **p < 0.01. See Table S2 for further information.

We have recently prepared a number of bioactive protein hydrolysates and peptide‐rich fractions from different marine organisms (e.g., Guo et al., 2020; Zhang et al., 2021). Here, we reveal that an abalone protein hydrolysate enzymatically prepared from *Haliotis diversicolor* was able to substantially increase the cumulative survival, as well as survival resilience, of *C. elegans* under oxidative stress induced by persistent treatment with 50 mM of paraquat (Figure 1b and Table S2; Equation 2). Then, AbaPep#07 (SETYELRK), a novel peptide derived from the protein hydrolysate (Table S3), was also shown to significantly promote *C. elegans* survival under paraquat‐induced oxidative stress (Figure 1c and Table S2). It is worth mentioning that, unlike AbaPep#07—the octapeptide fragment “hidden” in abalone hemocyanin as revealed by BLAST analysis (data not shown), several other abalone and sea cucumber peptides tested were unable to promote survival of *C. elegans* under the same oxidative stress (Figure S3). Interestingly, AbaPep#07 was also found to increase the survival resilience of *C. elegans* under paraquat stress, with the S/L ratio being increased from ~0.31 in the control nematodes (treated with paraquat alone) to ~0.45 in the paraquat‐exposed nematodes pretreated with the peptide, an ~45% increase (Figure 1c inset; Equation 2), demonstrating strong antioxidant and resilience‐promoting effects of the abalone peptide.

### 3.2 Abalone peptide reduces behavioral dysfunction induced by proteotoxic stress

Maintenance of proteostasis is required for organisms to integrate environmental and physiological signals and provide a coordinated global response to protect their survival resilience. However, intrinsic and extrinsic stress conditions, especially persistent perturbations, can make an impact on organismal proteostasis—exacerbating abnormal protein aggregation and causing proteotoxic stress (Hoppe & Cohen, 2020; López‐Otín & Kroemer, 2021). Therefore, stress regulators are likely to help maintain proteostasis and hence promote organismal survival and overall health under proteotoxic stress. In fact it has been established that misfolded and aggregated proteins may arise from oxidative stress and aging but can be prevented by modulation of redox and aging‐related signaling pathways (Wang et al., 2023; Xiao et al., 2022). For example, some antioxidant polysaccharides and peptides are shown to inhibit aggregation of polyglutamine (polyQ), which is involved in several neurodegenerative diseases including Huntington's disease (HD), and thus may have therapeutic potential against neurodegeneration (Ma et al., 2019; Zhang et al., 2012).

In this context, we investigated whether the abalone peptide would have any impact on polyQ‐mediated proteotoxicity. In doing so, we used the transgenic *C. elegans* model AM140 as this strain expresses polyQ expansion tracts with 35 glutamine repeats fused to yellow fluorescent protein (Q35::YFP) in its body wall muscle cells (Morley et al., 2002). When reaching adulthood, AM140 nematodes display a discrete fluorescent aggregate phenotype due to the progressive accumulation of Q35::YFP, a feature that has been used in age‐ and stress‐associated proteotoxicity studies (Haldimann et al., 2011; Hibshman & Goldstein, 2021). Of note, the amount of Q35::YFP aggregates in AM140 nematodes was significantly reduced after treatment with the peptide AbaPep#07 for 5 days as compared to the control (Figure S4). Interestingly, the lifetime survival resilience of AM140 nematodes was ~0.74 relative to the life span of wild‐type or transgenic control nematodes (Table S4), as calculated using the above S/L method (Equation 1).

We then used the Movement Tracker software to analyze the motility of *C. elegans* models, including their shifts of direction, an important indicator of locomotion. As shown in Figure 2a (left panel), the average number of directional shifts of polyQ nematode AM140 on Day 5 of adulthood was much greater than that of the wild‐type nematode N2, consistent with previous reports that the number of directional shifts increases with aging and neurodegeneration (Mouchiroud et al., 2016). Next, to quantify the effect of potential proteostasis regulators on organismal motility deficits in proteotoxically stressed *C. elegans*, we normalized the behavioral data for each experimental group regarding the number of directional shifts. All readouts were compared with the average number of directional shifts in the untreated AM140 nematodes (“control mean”) and thus normalized as a direction rescue index, which was a ratio of the number of *C. elegans* with directional shifts less than the control mean divided by the total number of *C. elegans* in the group (Equation 3). We then analyzed the effect of peptide AbaPep#07 on the behavioral response in the polyQ model AM140 and found that the abalone peptide significantly increased the direction rescue index, with a >1/3 increase (Figure 2b, left panel), demonstrating the potential of peptide‐based stress regulators in the prevention of proteotoxic disorders.

**FIGURE 2:**
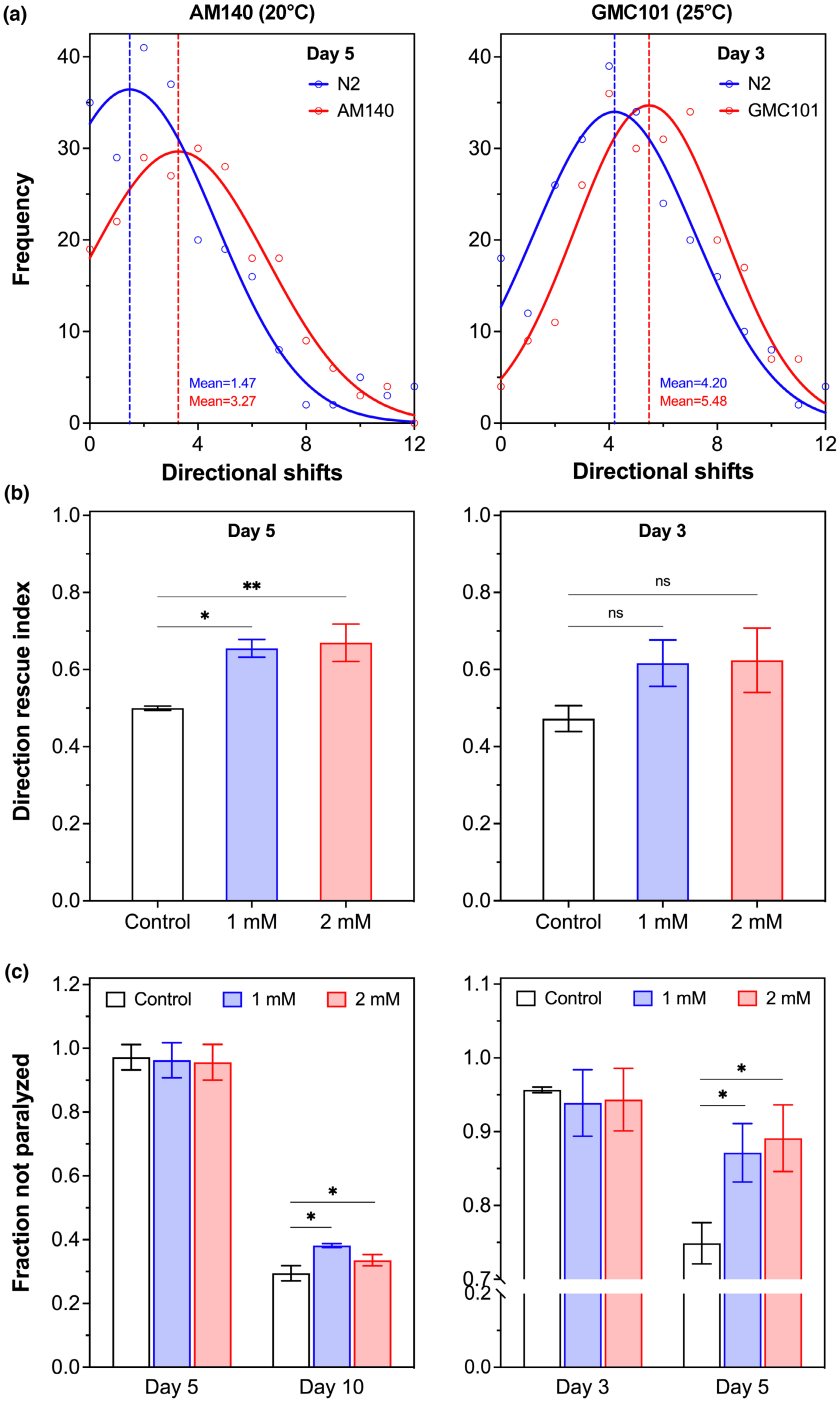
Abalone peptide reduces proteotoxicity‐induced locomotion defects in *C. elegans*. (a) Differential number of directional shifts between wild‐type and proteotoxicity nematodes. Synchronized L4 nematodes were grown at 20°C (N2 and AM140, left panel) or first at 20°C for 12 h and then at 25°C (N2 and GMC101, right panel) for the indicated days. Their movement on agar plates was recorded and analyzed using Movement Tracker to generate average number of directional shifts for wild‐type (N2), polyQ (AM140) and Aβ (GMC101) nematodes, respectively. Data are representative of more than 200 nematodes from five independent experiments for each condition and strain. (b) Rescue of directional defect in *C. elegans* by peptide AbaPep#07. Nematodes were treated with AbaPep#07 and analyzed as in (a). Readouts of directional shifts were compared with the average number of corresponding control (no AbaPep#07) and normalized as direction rescue index (Equation 3) for polyQ (left panel) and Aβ (right panel) nematodes, respectively. Data are mean ± SEM of at least three independent experiments. (c) Increase in fraction of nonparalyzed nematodes by peptide AbaPep#07. Nematodes were treated with AbaPep#07 as above and analyzed with Movement Tracker for paralysis, from which fraction of polyQ (left panel) and Aβ (right panel) nematodes not paralyzed was generated, respectively. Data are mean ± SEM of at least three independent experiments. *p < 0.05; **p < 0.01; ns, not significant.

Since the proteotoxicity induced by polyQ aggregation in *C. elegans* will ultimately cause body paralysis (Haldimann et al., 2011; Williams et al., 2020), we further examined whether AbaPep#07 was effective against paralysis using the polyQ model AM140. Interestingly, the fraction of control AM140 nematodes not paralyzed was >0.9 on Day 5 but decreased to ~0.3 on Day 10 (Figure 2c, left panel), suggesting a late‐onset paralysis phenotype in this polyQ35 model as opposed to the relatively early onset of directionality disorder (Figure 2a, left panel) in response to polyQ‐induced proteotoxic stress. This is in line with previous reports showing severe paralysis of AM140 nematodes on Day 10 of adulthood (Williams et al., 2020). As expected, no effect was observed for AbaPep#07 treatment when examined on Day 5. We then analyzed the paralysis rate on Day 10 and found that the fraction of nematodes not paralyzed was significantly increased by AbaPep#07 (Figure 2c, left panel). Collectively, these results demonstrate that the abalone peptide was able to improve the behavioral performance of polyQ‐induced *C. elegans* proteotoxicity model, including direction rescue index and body paralysis rate.

Amyloid‐β (Aβ) peptide plays a critical role in the pathogenesis of Alzheimer's disease (AD), the most common form of dementia. The abnormal accumulation of Aβ is known to impair global protein quality control system, leading to disruption of proteostasis and alteration of stress response. For example, the lifetime survival resilience of *C. elegans* strains expressing Aβ in body wall muscle cells was on average ~ 0.67, which was calculated using the above S/L method and referenced to the life span of wild‐type or transgenic control nematodes (Table S4). The transgenic *C. elegans* strain GMC101 expresses and deposits human Aβ in its body wall muscle cells after temperature upshift (from 20 to 25°C), and shows age‐progressive behavioral phenotypes, including impaired motility and ultimately severe paralysis (Sorrentino et al., 2017). Therefore, we tested whether the abalone peptide was able to improve Aβ‐mediated behavioral deficits using this AD‐like *C. elegans* model. First, we determined the average number of directional shifts of the nematodes on Day 3 after temperature upshift, and found that the average directional shifts of GMC101 nematodes were much more than that of the wild‐type nematodes (Figure 2a, right panel). We further analyzed the effect of AbaPep#07 on the direction rescue index as above and found that the normalized index of GMC101 nematodes treated with the peptide was markedly higher than that of the control GMC101 nematodes, albeit not statistically significant (*p* ≈ 0.2) (Figure 2b, right panel), suggesting the potential of the abalone peptide in preventing Aβ‐induced proteotoxicity.

Previous studies have revealed that *C. elegans* GMC101 starts to become paralyzed from Day 5 post‐temperature upshift due to deposits of Aβ in its body wall muscle cells (Habchi et al., 2017; Sorrentino et al., 2017). Thus, we further tested the potential protective effect of AbaPep#07 on Aβ‐induced paralysis in GMC101 nematodes. As shown in Figure 2c (right panel), only <5% of control GMC101 nematodes were paralyzed on Day 3 after temperature upshift, but ~25% nematodes were paralyzed on Day 5. Unsurprisingly, AbaPep#07 treatment did not increase the fraction of nematodes not paralyzed on Day 3. However, the fraction of nematodes not paralyzed was significantly increased by AbaPep#07 when analyzed on Day 5 after shifting the temperature. Taken together, our results demonstrate that the abalone peptide AbaPep#07 was able to protect *C. elegans* from polyQ‐ and Aβ‐induced behavioral dysfunction, suggesting its potential as a novel proteostasis regulator to increase stress resilience against proteotoxicity.

### 3.3 Abalone peptide increases cost‐free longevity and age‐related physical fitness

As shown above, peptide AbaPep#07 not only increased survival and resilience of wild‐type *C. elegans* under oxidative stress, which is closely associated with aging, but also reduced behavioral dysfunction of proteotoxicity *C. elegans* models expressing polyQ or Aβ, which manifests in an age‐dependent manner. Therefore, we asked whether the peptide could promote longevity under normal conditions. For this, we performed life span assay using wild‐type *C. elegans* and quantitatively estimated the effect of AbaPep#07 on the cumulative life span using relative total survival gain (ΔAUC%), which was defined previously (Guo et al., 2020; Xiao et al., 2022). As expected, the life span of wild‐type nematodes was markedly increased by AbaPep#07 (Figure 3a and Table S5)—the total survival gain was close to 15% and 30% for 1 mM and 2 mM treatments, respectively (Figure 3a inset)—demonstrating the life span‐extending effect of the abalone peptide.

**FIGURE 3:**
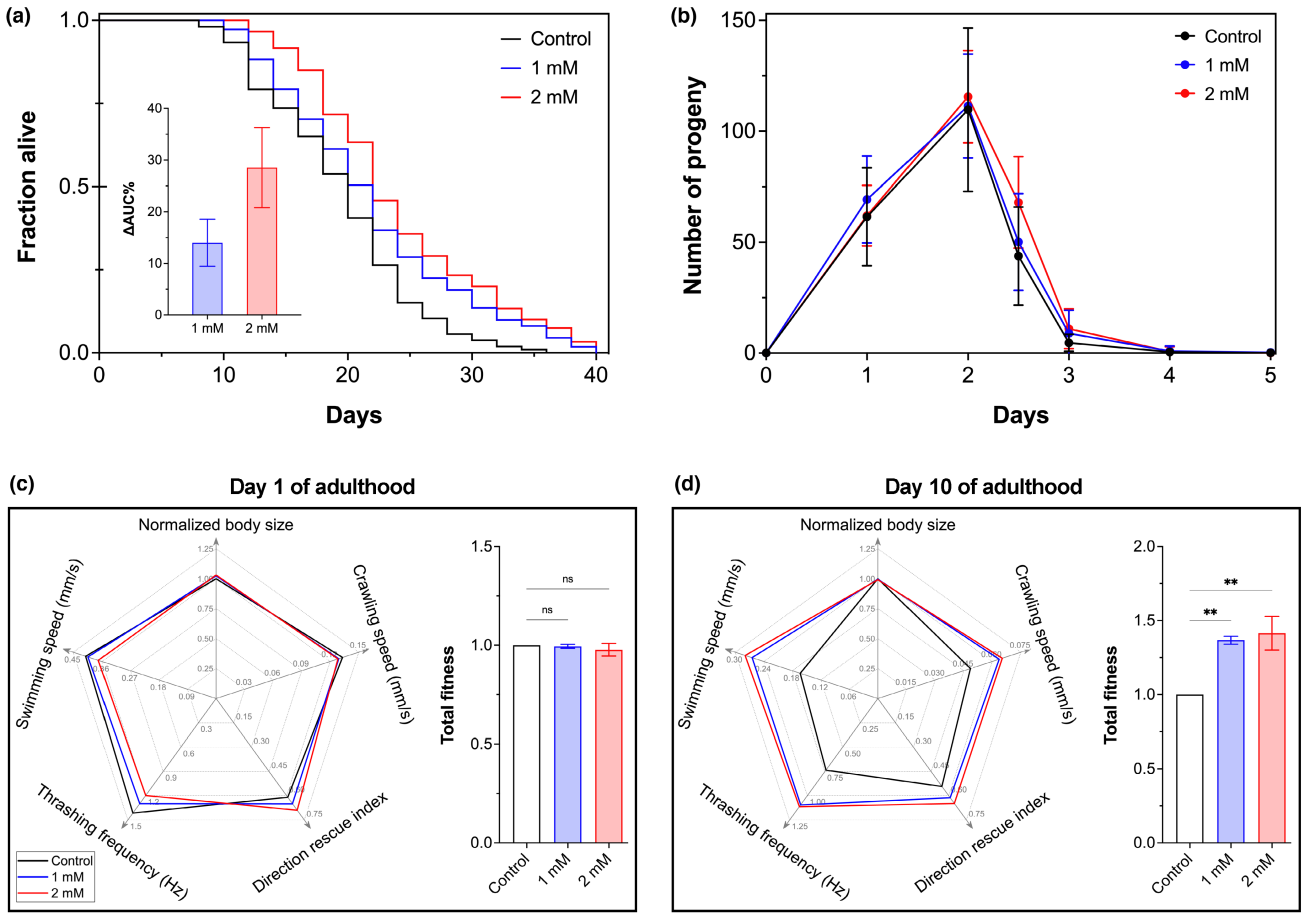
Abalone peptide increases life span and total fitness of aged *C. elegans*. (a) Effect of peptide AbaPep#07 on life span. Wild‐type L4 nematodes were treated with AbaPep#07 at 20°C in 96‐well plates and scored for survival every 2 days. Representative results are presented as Kaplan–Meier survival curves. Inset shows relative life span gain after AbaPep#07 treatment; data are mean ± SEM of three independent experiments. See Table S5 for further information. (b) Effect of peptide AbaPep#07 on brood size. Wild‐type L4 nematodes were treated with AbaPep#07 at 20°C and individually transferred to new NGM plates every day. Progeny was counted 48 h after parent removal. The experiment was performed twice with similar results. (c,d) Effect of peptide AbaPep#07 on total fitness. Wild‐type L4 nematodes were treated with AbaPep#07 until Day 1 (c) or Day 10 (d) of adulthood. To determine body size, crawling speed, and directional shifts, the nematodes were transferred onto solid agar plates for video recording and analysis with Movement Tracker. To determine thrashing frequency and swimming speed, the nematodes were transferred into drops of M9 buffer for video recording and analysis with wrMTrck (ImageJ plugin). The results are presented as a radar chart showing multiple fitness parameters (left panels) and as a single “total fitness” integrating all individual metrics according to Equation 4 (right panels). Data are mean ± SEM of three independent experiments. ns, not significant; **p < 0.01. See Figure S5 and Figure S6 for further information.

Despite a complex relationship between life span and fertility, decline in reproductive function is one of the earliest hallmarks of aging. According to the evolutionary theory of aging, there is a trade‐off between longevity and reproduction. Indeed, such negative correlation has been observed in *C. elegans* and other animals under various conditions, albeit not always consistent (Lind et al., 2021). Regardless, we tested whether the abalone peptide could affect *C. elegans* fertility, which is an important health indicator. We performed fecundity assays using wild‐type *C. elegans*, and found that neither brood size nor reproductive span of the N2 nematodes was affected by AbaPep#07 (Figure 3b). These results demonstrate that the life span‐extending effect of the abalone peptide was not due to reduced fertility, that is, not at the direct cost of *C. elegans* reproduction.

Another health indicator of utmost importance is body size, which is a fundamental attribute governed by genetic predispositions and environmental factors, including food and nutrition in particular (Wang et al., 2022). Body size is important in the assessment of growth, development, and fitness, particularly at early ages of an organism. However, potential trade‐offs may exist between body size and organismal traits such as developmental timing and life span, for example, negative correlation of body size and longevity (Woodruff et al., 2019). Therefore, we examined whether AbaPep#07 would have any effect on the body size of wild‐type *C. elegans*. We found essentially no difference in body size between the control and peptide‐treated nematodes on either Day 1 or Day 10 of adulthood (Figure 3c,d, respectively), suggesting that the increased life span by the abalone peptide did not result from reduced body size and delayed development.

Progressive decline of physiological functions is a universal feature of aging, which is associated with increasing risk of morbidity and mortality. Therefore, health span rather than mere life span has become a focal point in the combat against aging and associated complications (Campisi et al., 2019; Huang et al., 2022; Longo & Anderson, 2022). A number of health indicators have been used for health span studies in *C. elegans*, including behavioral and physiological phenotypes such as body size, pharyngeal pumping, locomotion, and stress resistance (Wang et al., 2022). For example, the health status of *C. elegans* can be assessed both in liquid media and on solid agar using motor‐related parameters (Figure S5) such as travelled distance, direction of movement, crawling speed, thrashing frequency, body bends, and bend amplitude (Koopman et al., 2020; Laranjeiro et al., 2019). Take, for instance, the thrashing frequency in liquid media (aka body bends per minute), which is recommended as a primary choice to assess health span in *C. elegans* (Koopman et al., 2020). Moreover, the sinusoidal wave‐like crawling movement can provide complementary information about crawling speed on solid agar media. Thus, below we further investigated whether the abalone peptide could improve age‐related physical status of *C. elegans* using the worm tracking systems Movement Tracker (Mouchiroud et al., 2016) and wrMtrck (Nussbaum‐Krammer et al., 2015).

To determine the effect of AbaPep#07 on physical fitness, we compared multiple motility‐related health metrics of wild‐type *C. elegans* treated with or without the peptide. We found almost no difference in all tested locomotory fitness indices between AbaPep#07‐treated and control nematodes on Day 1, including crawling speed, direction rescue index, thrashing frequency, and swimming speed (Figure 3c, left panel; Figure S6). For simplicity, we refer to the entirety of fitness landscape as a single “total fitness,” which is the average of ratios of treated to untreated nematodes for all the above health metrics (Equation 4) and represents the overall health status of *C. elegans*. As expected, the total fitness of *C. elegans* on Day 1 was not changed by the peptide (Figure 3c, right panel). We then further examined the same locomotory parameters on Day 10, and found that the locomotory indicators were significantly improved by AbaPep#07, including swimming speed, crawling speed, and thrashing frequency in particular (Figure 3d, left panel; Figure S6), with the total fitness being increased from 1.0 (i.e., the baseline fitness value of the control) to >1.4—an ~40% increase (Figure 3d, right panel). These data demonstrate that the abalone peptide was capable of promoting overall physical fitness and thus reducing age‐related frailty in *C. elegans*.

In summary, the above results show that the abalone cryptide AbaPep#07 not only promotes survival resilience against oxidative stress but also reduces behavioral dysfunction caused by polyQ‐ and Aβ‐induced proteotoxicity, demonstrating its capacity in stress and proteostasis regulation. Further experiments reveal that the peptide is able to extend the life span of *C. elegans* but does not compromise its growth and reproduction, suggesting its cost‐free prolongevity activity. By targeting locomotion‐associated health span indicators, we also demonstrate that the peptide is capable of increasing physical fitness of *C. elegans*, indicating its potential to reduce age‐related frailty and promote healthy aging. Next, as described below, we sought to identify the molecular mechanisms underlying the protective effects of the abalone peptide against stress and frailty.

### 3.4 Abalone peptide activates the transcription factor SKN‐1 but not DAF‐16

Increasing evidence demonstrates that protein hydrolysates and derived peptides are involved in the regulation of signaling pathways associated with stress response and aging process, including nuclear factor erythroid‐2‐related factor (Nrf) and insulin/insulin‐like growth factor signaling (IIS) pathways (Xiao et al., 2022). The transcription factor SKN‐1 (skinhead‐1) is the *C. elegans* ortholog of mammalian Nrf, which is conserved across eukaryotes. SKN‐1/Nrf was originally found to play a pivotal role to maintain redox homeostasis in stress response, but is growingly recognized as a key regulator in many other cellular functions, including proteostasis and life span regulation (Blackwell et al., 2015; Peters et al., 2021). Therefore, to investigate whether SKN‐1 was implicated in the regulatory effect of the abalone peptide on stress resistance and longevity, we used the transgenic *C. elegans* strain LG326, which expresses a SKN‐1::GFP reporter, to visualize nuclear translocation of this transcription factor (An & Blackwell, 2003; Bishop & Guarente, 2007). In response to stimuli, SKN‐1 is translocated from the cytoplasm, where it is in an inactive state, into nucleus and accumulated (Figure 4a, top panel, “low” versus “high”). When the LG326 nematodes were treated with AbaPep#07, an increased relocalization of SKN‐1::GFP fusion proteins to the intestinal cell nucleus was observed (Figure 4a, middle panel)—the percentage of nematodes with high levels of nuclear SKN‐1::GFP was significantly increased as compared to the untreated control (Figure 4a, bottom panel), indicating activation of SKN‐1 by the peptide.

**FIGURE 4:**
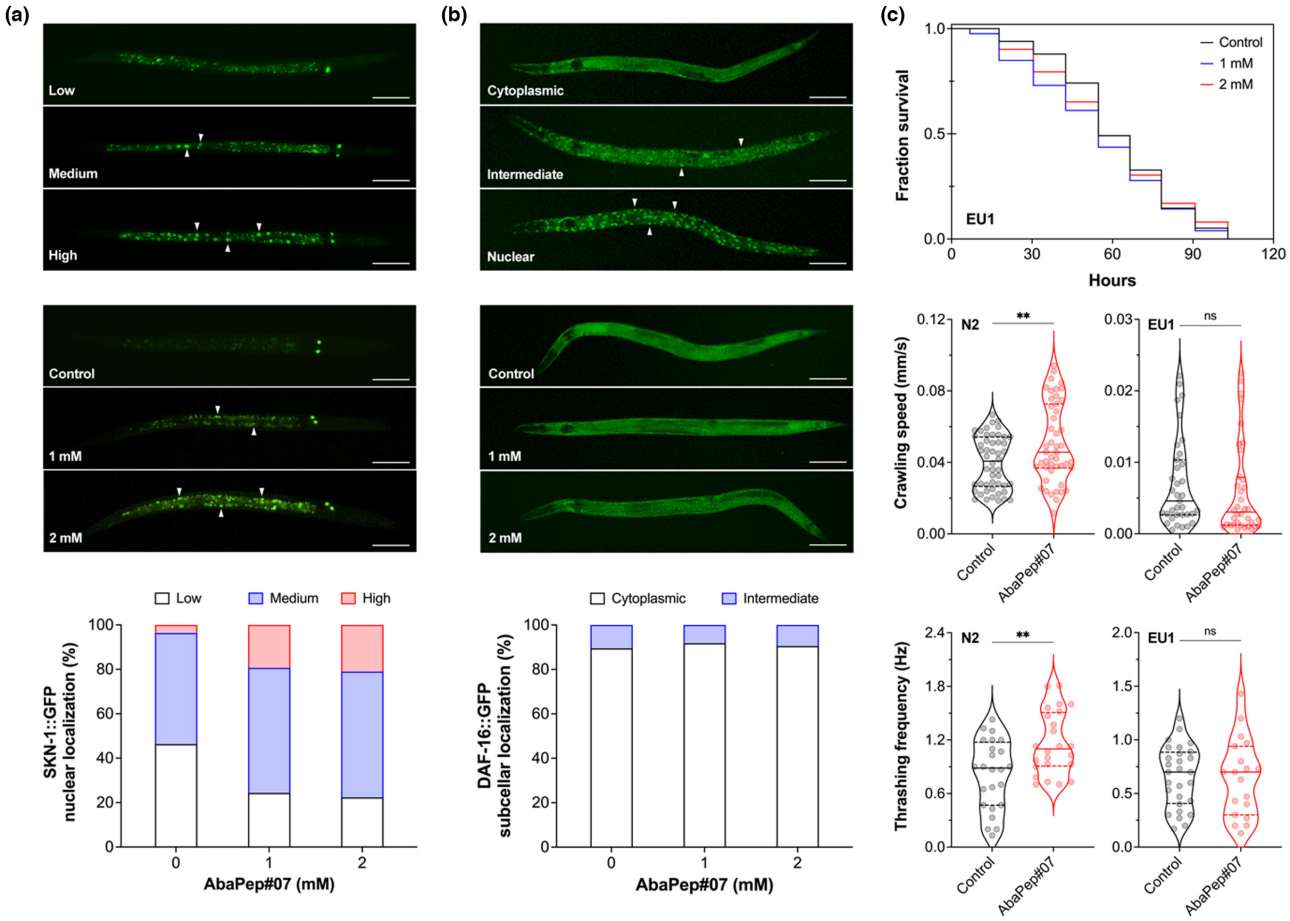
Abalone peptide induces activation of the transcription factor SKN‐1 but not DAF‐16. (a) Effect of peptide AbaPep#07 on nuclear localization of SKN‐1. LG326 nematodes were treated with AbaPep#07 from L1 to L4 and visualized for subcellular localization of SKN‐1::GFP. Top panel: Representative fluorescence micrographs showing “low,” “medium,” and “high” nuclear accumulation of SKN‐1::GFP, respectively. Middle panel: Representative fluorescence micrographs of LG326 nematodes with or without AbaPep#07 treatment. Arrows indicate SKN‐1::GFP aggregated in nuclei. Scale bar, 100 μm. Bottom panel: Percentage of nematodes with “low,” “medium,” and “high” nuclear SKN‐1::GFP accumulation, respectively. Data are from three independent experiments. (b) Effect of peptide AbaPep#07 on nuclear localization of DAF‐16. GR1352 nematodes were treated with AbaPep#07 as in (a) and visualized for subcellular localization of DAF‐16::GFP. Top panel: Representative fluorescence micrographs showing “cytoplasmic,” “intermediate,” and “nuclear” localization of DAF‐16::GFP, respectively. Middle panel: Representative fluorescence micrographs of GR1352 nematodes with or without AbaPep#07 treatment. Arrows indicate DAF‐16::GFP aggregated in nuclei. Scale bar, 100 μm. Bottom panel: Percentage of nematodes with “cytoplasmic,” “intermediate,” and “nuclear” DAF‐16::GFP localization, respectively. Data are from two independent experiments. (c) Effects of peptide AbaPep#07 on oxidative stress survival and physical fitness of *skn‐1* mutant *C. elegans*. Top panel: Representative Kaplan–Meier survival curves for *skn‐1(zu67)* mutant nematodes (strain EU1) treated with or without AbaPep#07 as in Figure 1. See Table S6 for further information. Middle and bottom panels: Violin plots showing physical fitness of wild‐type (N2) and *skn‐1(zu67)* mutant (EU1) nematodes. After treatment with 2 mM AbaPep#07 from L4 to Day 10 of adulthood, crawling speed and thrashing frequency were determined as in Figure 3. Data are representative of three experiments. Solid and dashed lines indicate the median and quartiles, respectively. Statistical significance was analyzed using two‐tailed unpaired *t* test. **p < 0.01; ns, not significant.

DAF‐16 (abnormal dauer formation‐16) is the *C. elegans* ortholog of mammalian FOXO (forkhead box O) transcription factor, a major IIS downstream component that integrates diverse signaling pathways, including stress response and life span regulation (Xiao et al., 2022; Zhang et al., 2012). To address whether DAF‐16/FOXO was involved in the beneficial effect of the abalone peptide, we used the transgenic *C. elegans* strain GR1352, a model that expresses DAF‐16::GFP reporter, to examine nuclear translocation of the transcription factor (Oh et al., 2005). As shown in Figure 4b (top panel), the GR1352 nematodes in each treatment were classified into three categories, that is, cytoplasmic, intermediate, and nuclear, based on DAF‐16 subcellular localization as previously reported (Oh et al., 2005). The peptide AbaPep#07, however, failed to promote nuclear translocation of DAF‐16::GFP (Figure 4b, middle and bottom panels), despite a significant increase of nuclear localization of the transcription factor being observed in heat‐shocked nematodes (data not shown). Taken together, these results suggest that the stress tolerance and health‐promoting capacities of the abalone peptide are independent of DAF‐16/FOXO but involve SKN‐1/Nrf.

To further investigate the role of SKN‐1/Nrf on the stress resistance and health‐promoting effects of AbaPep#07, we then used *C. elegans* EU1, a loss‐of‐function strain carrying a *skn‐1(zu67)* mutant allele (An & Blackwell, 2003), to examine whether the abalone peptide could increase survival of *skn‐1* mutants under oxidative stress. As shown in Figure 4c (top panel) and Table S6, the survival rate of the *skn‐1* mutant nematodes was not increased by AbaPep#07 when exposed to paraquat, suggesting involvement of SKN‐1 in the above observed antioxidant effect of the peptide (Figure 1c). In addition, treatment with AbaPep#07 was unable to improve physical fitness of aged *skn‐1* mutant *C. elegans* (Day 10 of adulthood), including crawling speed and thrashing frequency, but did increase these health indices in aged wild‐type nematodes (Figure 4c, middle and bottom panels), indicating importance of the transcription factor. Furthermore, in response to stress, PMK‐1, a *C. elegans* homolog of the mammalian mitogen‐activated protein kinase p38, is known to activate SKN‐1 by direct phosphorylation, leading to nuclear translocation and accumulation of the transcription factor (Inoue et al., 2005). Using *C. elegans* KU25, a *pmk‐1(km25)* mutant strain, we found that survival of the mutant nematodes against paraquat‐induced oxidative stress was not increased by AbaPep#07 (Figure S7 and Table S6), further suggesting implication of PMK‐1 and thereby SKN‐1. Collectively, these results demonstrate that the abalone peptide is able to promote stress resistance and physical fitness of *C. elegans* in an SKN‐1‐dependent manner.

### 3.5 Abalone peptide stimulates transcriptional regulation of stress and immune responses

As demonstrated above, the abalone cryptide AbaPep#07 was able to promote organismal health and extend life span of *C. elegans* in a SKN‐1/Nrf‐dependent manner. Therefore, we further asked what other mechanisms were involved in and what genes mediated by SNK‐1/Nrf were associated with the activity of the peptide. To identify genes responsive to the peptide, we performed global transcriptomic analysis using RNA sequencing (RNA‐seq) to compare aged *C. elegans* (Day 10 of adulthood) with and without AbaPep#07 treatment. 

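The RNA-seq data analysed here hold 1 library of untreated wild-type nematodes (Control, 0 mM) and 1 library of nematodes given 2 mM AbaPep#07 from L4, the last larval stage. Both were collected at Day 10 of adulthood and are of strain N2, the standard wild type of *C. elegans*. Total RNA was taken from whole nematodes, polyadenylated RNA was selected with oligo(dT) beads, and the cDNA was sequenced on the BGISEQ-500. The authors cleaned the reads with SOAPnuke, aligned them to the coding gene set with Bowtie2 and estimated the reads of each gene with RSEM, which divides reads that match several genes among them. For that reason the estimated read count was not a whole number for 2039 genes in Control and for 2046 genes with AbaPep#07. Their deposited table gives each of 18510 genes an estimated read count, FPKM (fragments scaled by transcript length and library total) and TPM in each library. The reads summed to 19409907 in Control and to 19241145 with AbaPep#07, a ratio of 0.991. The 10 genes with the most reads took 14.3% of the Control reads and 13.9% of the AbaPep#07 reads. Over the 14119 genes with at least 20 reads in both libraries together, the median log2 ratio of AbaPep#07 FPKM to Control FPKM was -0.03, so the libraries needed no large rescaling. With 1 library per condition there is no replicate error, and no difference given below has a replicate check. The 95% intervals of read ratios are exact intervals for a ratio of counts. They cover counting error only, not the variation between cultures, and PCR copies of a molecule were not told apart, so the true error is larger. Gene positions are on WBcel235, the build named in the methods.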

The genes with fold change (FC) ≥2 and false discovery rate (FDR) ≤0.05 were defined as differentially expressed genes (DEG). 

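These thresholds were applied to the result of PossionDis, a test that asks how often a count as far from that of the other library would arise if both libraries held the gene at 1 shared level and differed only by Poisson sampling. It therefore compares the 2 libraries sequenced, not the 2 conditions. The test was recomputed from the deposited read counts, with Benjamini-Hochberg adjustment over all genes, and the fold change was taken as the ratio of the FPKM values, with 0.01 in place of an FPKM of 0. The recomputed p-values lay within 4.5e-06 of those in the authors' deposited table, and 0 genes changed sides of the thresholds. The form of the tails and the value of 0.01 had been worked out from the authors' own p-values and ratios in Table S7. The match is therefore no independent check of the calls. In all, 4716 genes passed the FDR threshold, of which 2418 were higher with AbaPep#07, and the fold threshold then removed most of them. A further 2557 genes were past 2-fold without passing the FDR threshold. Against 0 reads in the other library, 7 reads were the fewest that passed in either direction, and 16024 genes had enough reads to pass. Counts simulated from these libraries were tested with 200 genes changed 4-fold. With Poisson sampling alone, 193 of 200 were recovered and 5 unchanged genes were called, with 18150 genes tested. The changed genes were drawn among those with at least 20 reads, and the fold was taken from reads. The recovery therefore does not cover calls on fewer reads or the FPKM ratio. When the simulated counts also varied between cultures with a coefficient of variation of 0.2, 195 were recovered and 480 unchanged genes were called among 18128 tested. With 0.4 the numbers were 166 and 3478 among 18079.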

By this definition, we found 388 genes were upregulated and 265 genes were downregulated after treatment with the abalone peptide (Figure 5a and Table S7). 

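The same thresholds gave 388 genes higher and 265 genes lower in the AbaPep#07 library here, and these 653 genes are the ones listed in Table S7. Most changes were modest, with 298 of the higher genes between 2-fold and 4-fold and 90 above 4-fold, against 180 and 85 of the lower genes. The read count behind a call had a median of 78 over both libraries, 86 of the genes had fewer than 20 reads, and 37 had 0 reads in 1 library. How many genes passed depended on the variation assumed between cultures, which these data do not measure. With edgeR's exact test and an assumed coefficient of variation of 0.1, 215 genes were called higher and 146 lower, and with 0.2 the numbers were 45 and 40. Among genes with at least 100 reads, the highest FPKM ratios after that of *acdh-1*, which C55B7.3 exceeds by reads, were those of C55B7.3 (chromosome I, 6499978 to 6501410), which went from 1.09 to 586 FPKM on reads partly divided with *acdh-1*, and of *vmo-1* (chromosome V, 20552294 to 20553071), which went from 1 read to 129 reads, a ratio of 128 with a counting interval of 22.9 to 5179. The folate transporter gene *folt-2* had 41 and 3834 reads, and C23H5.8 had 121 and 5577, the latter also divided in part. At the other end, the collagen gene *col-36* (chromosome II, 7167511 to 7168812) fell from 107 to 6 reads and *dpy-5* from 306 to 46. The other genes of lowest ratio were Y46H3C.5, R12E2.15 and Y71F9B.6. The last of these had 627 and 504 reads, so that its log2 ratio was -0.30 by reads and -2.74 by FPKM.

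**Figure D1:**
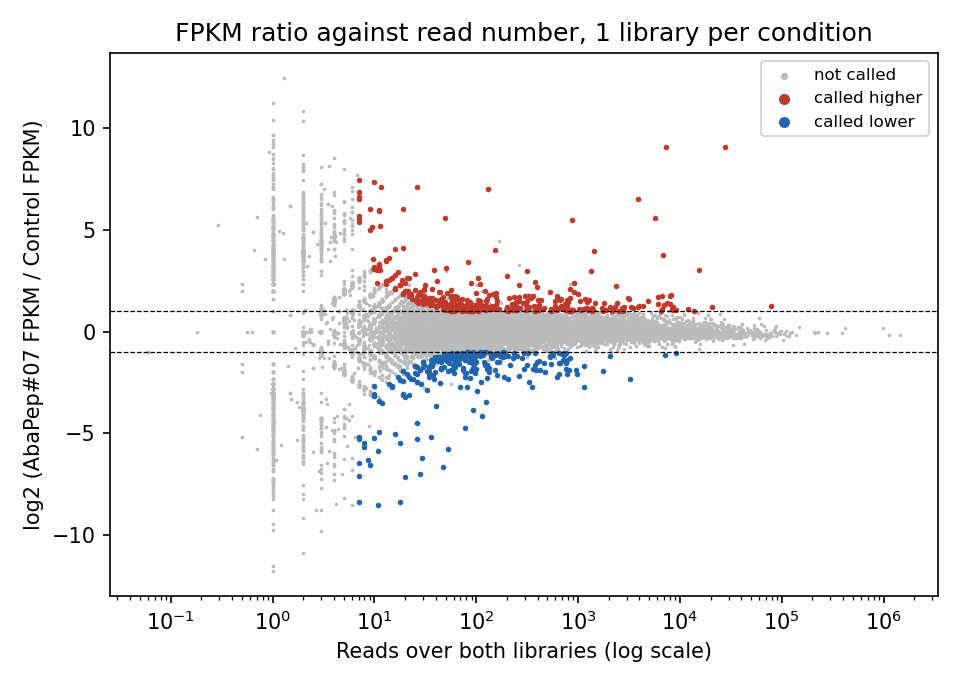
Each point is 1 of 18510 genes, with its reads over both libraries on a log axis and the log2 ratio of its AbaPep#07 FPKM to its Control FPKM, where 0.01 stands in for an FPKM of 0. Genes that met both thresholds are coloured (388 higher, 265 lower), the dashed lines mark 2-fold, and the spread of the other genes widens as reads fall.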

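The annotation in the deposited table was used to count the members of each family that met the thresholds, and the count was set against 10000 random lists of genes with similar read counts, drawn from the genes with enough reads to pass. Of 160 genes annotated as structural constituents of the cuticle, 44 were differentially expressed, 42 of them lower with AbaPep#07, where the random lists held 7.84 on average and at most 19. Oxidoreductase activity had 28 of 454 genes, 20 of them higher, against an average of 15.7 and at most 34 in the random lists. Genes with a CUB-like domain numbered 15 of 42 and C-type lectins 18 of 151, where the random lists held at most 8 and 18, and monooxygenase activity had 11 of 93 against an average of 4.91 and at most 16. With 1 FPKM added to both values, 8 CUB-like, 13 oxidoreductase and 3 monooxygenase genes were left, where the same random lists held 0.920, 8.66 and 2.18 on average, and the last 2 counts lay within the range of these lists. Taken over the 160 cuticle genes with enough reads to pass, of 169 annotated, the median log2 ratio was -0.41 (counting interval -0.57 to -0.31), lower than in all random lists. This median was -0.25 with 1 FPKM added, the alternative that moved it most. The fall was not shared by the whole family. The 133 cuticle genes with fewer than 1000 reads had a median of -0.75, whereas 23 of the 27 with at least 1000 reads were higher, with a median of 0.40. Because the abundant genes dominate, the summed reads of the family rose from 105332 to 121136. The medians for oxidoreductase and monooxygenase activity were 0.04 and 0.13, both small, the first above all random lists and the second above 99.8% of them.

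**Figure D2:**
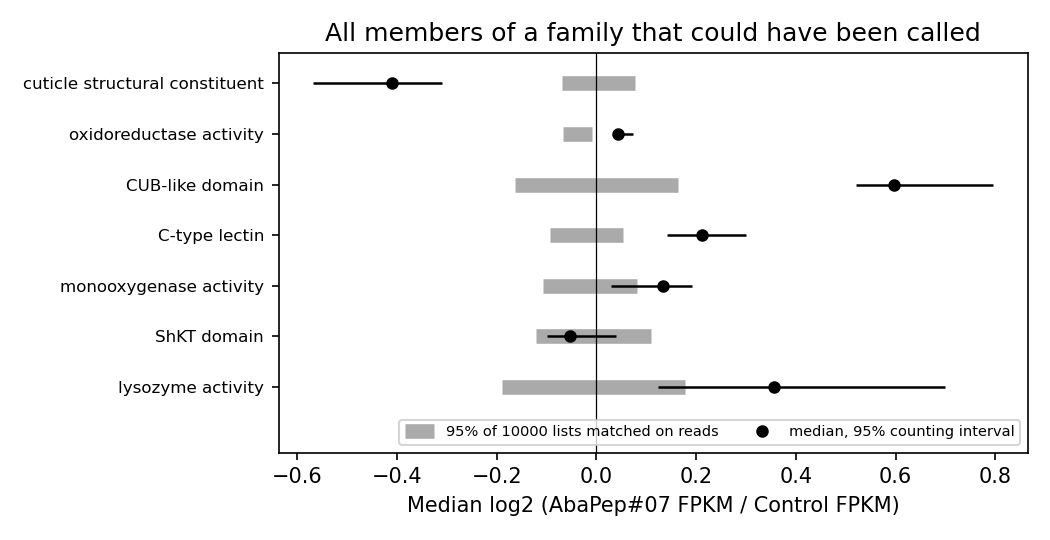
Points are the median log2 ratio of AbaPep#07 FPKM to Control FPKM over all members of a family with enough reads to pass the thresholds, with lines for the 95% counting interval. Grey bars span the middle 95% of the medians of 10000 lists matched on reads. The cuticle median (-0.41) lies to the left of its bar, and the ShKT domain median (-0.05, and above 0 under each other scaling) lies within its bar.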

Gene ontology (GO) enrichment analysis revealed that the top five enriched molecular function terms were “structural constituent of cuticle,” “oxidoreductase activity,” “CUB‐like domain,” “C‐type lectins,” and “monooxygenase activity” (Figure 5b), with a large number of genes that are reported to be involved in immunity, metabolism, and detoxification responses.

**FIGURE 5:**
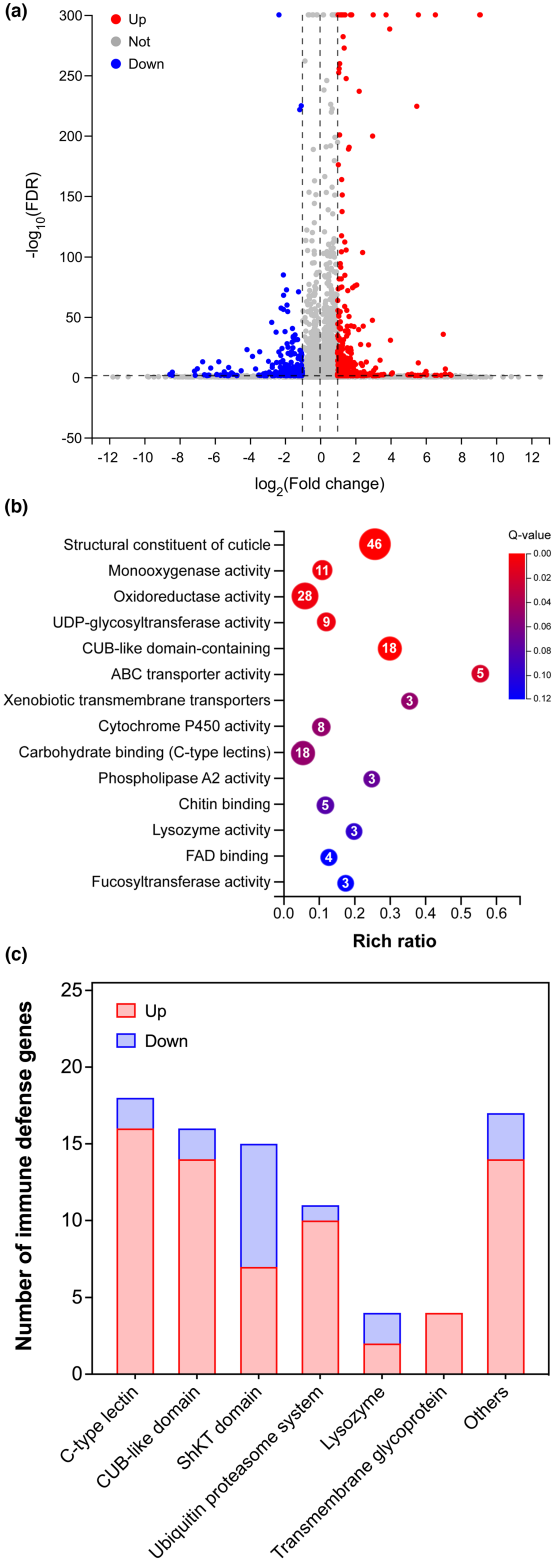
Abalone peptide regulates expression of stress and immune defense genes in *C. elegans*. (a) Volcano plot of genes differentially expressed in control and treated *C. elegans*. Wild‐type L4 nematodes were treated with 2 mM AbaPep#07 until adult Day 10 and used for RNA‐seq analysis. Differential levels of transcripts were defined by FC ≥2 and FDR ≤0.05, which reveals 388 upregulated and 265 downregulated genes (also see Table S7). (b) Top GO terms enriched for biological processes of genes regulated by peptide AbaPep#07. The differentially expressed genes in (a) were used for functional enrichment of GO terms by Phyper with hypergeometric test. The number in a bubble is the number of genes annotated with the corresponding GO term. The bubbles are also color‐coded according to significance; only the terms with *Q*‐value ≤0.05 are considered significant. (c) Innate immune genes identified from the above differentially expressed transcripts. The immune genes regulated by peptide AbaPep#07 are grouped into seven categories based on GO molecular function or InterPro descriptions. Majority of the genes (67/85) are upregulated while the rest are downregulated; many of the genes (26) contain SKN‐1 binding sites (also see Table S7 and Figure S8).

It is known that immune system is a key mediator of homeostasis, resilience, and aging, which can be seen in *C. elegans* within a generation and even across generations (López‐Otín & Kroemer, 2021; Willis et al., 2021). Therefore, we first focused on differentially expressed genes that regulate immune response. 

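All 85 genes that Table S7 places under immune defense met the fold and FDR thresholds in the recomputed comparison of the 2 libraries. For 8 of them the call rested on fewer than 20 reads. Adding 1 FPKM to both values before taking the ratio put 53 of the 85 past the thresholds. Under edgeR's exact test 18 were past them if cultures were assumed to vary by a coefficient of 0.2, the genes of the group being chosen by the paper from these same libraries.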

As shown in Figure 5c, we found that the expression of 85 immune defense genes was regulated by AbaPep#07. Based on InterPro and GO descriptions, these genes were grouped into seven categories, including C‐type lectin, CUB‐like domain, ShKT domain, ubiquitin proteasome system, lysozyme, transmembrane glycoprotein, and other genes. 

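Direction was uneven among the immune defense genes, with 67 higher and 18 lower in the AbaPep#07 library, while over all 653 differentially expressed genes 59.4% were higher. The median change was 2.80-fold among the higher genes and 2.71-fold among the lower genes. Of the 18 immune defense genes called with an assumed coefficient of variation of 0.2, 15 were higher.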

The majority of these genes (67/85) were transcriptionally upregulated. For example, the genes encoding C‐type lectins and CUB‐like domains, which can boost host immune defense against pathogen infections in *C. elegans* (Bolz et al., 2010; Schulenburg et al., 2008), were upregulated. 

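Among the 42 of 47 annotated genes with a CUB-like domain that had enough reads to pass, 34 were higher and 8 lower in the AbaPep#07 library. Their median log2 ratio was 0.60, with a counting interval of 0.52 to 0.80, and it exceeded the medians of all 10000 matched lists, whose middle 95% ran from -0.16 to 0.16. Among the 151 of 201 annotated C-type lectins with enough reads, 92 were higher and 55 lower, and the median of 0.21 (0.14 to 0.30) also exceeded all matched lists. The shift was thus shared by many CUB-like genes, whereas among the lectins it was smaller and went both ways. Of the differentially expressed members, 13 CUB-like genes and 16 lectins were higher and 2 of each were lower. Both medians kept their direction under every scaling tried and fell most with 1 FPKM added, to 0.48 and 0.13. Where members of a family are near-identical, RSEM divides reads among them, and such genes are less certain singly than the family is as a whole.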

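Table S7 records for each differentially expressed gene the number of matches to the motifs TTDTCATC and WWTRTCAT in the 1.5 kb upstream region, and whether an earlier publication reports the gene as a target. These entries are the paper's, and the search was not repeated here. By the paper's entries, 27 of the 85 immune defense genes have at least 1 match (31.8%) and 28 have a reference, with 44 having either. In the recomputed comparison, 24 of the 27 genes with a match were higher with AbaPep#07 and 3 were lower.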

Notably, a number of these immune response genes (26/85) were found to contain SKN‐1 binding sites in their promoters (Figure S8 and Table S7) and thus likely to be its targets (Ewald et al., 2015). These results suggest that the abalone peptide may enhance immune functions via SKN‐1/Nrf, an essential regulator of immune defense response in *C. elegans* and other organisms (Harvey et al., 2011; Papp et al., 2012).

### 3.6 Abalone peptide induces transcriptional activation of metabolic detoxification pathways

Aging and many age‐related diseases are accompanied by progressive loss of metabolic resilience, which can be triggered by intrinsic and extrinsic stress and contributes to organismal frailty (Taylor et al., 2023). Fox example, toxic intermediates, such as the short‐chain fatty acid propionate, may accumulate in lipid metabolism pathway and cause metabolic stress (Zhou et al., 2022). Therefore, maintenance of metabolic homeostasis is of critical importance to health span, whereas *C. elegans* is an emerging model to dissect the underpinning mechanisms of bioactive supplements (Parkhitko et al., 2020; Wang et al., 2022). In this context, we examined the AbaPep#07‐induced genes in *C. elegans* and found that many lipid metabolic genes were regulated by the peptide (Table S7). For example, *acdh‐1* (encoding acyl‐CoA dehydrogenase), *ech‐6* (encoding enoyl‐CoA hydratase 6), *hach‐1* (encoding hydroxyacyl‐CoA hydrolase), and *hphd‐1* (encoding 3‐hydroxypropionate‐oxoacid transhydrogenase), which function in an alternate β‐oxidation‐like propionate breakdown shunt pathway (Nair et al., 2022; Watson et al., 2016), were significantly upregulated, while *alh‐8*—an aldehyde dehydrogenase gene in this pathway—was also slightly upregulated (Figure 6a and Table S7). Likewise, *nhr‐68*, a nuclear hormone receptor gene that is required for propionate shunt activation (Bulcha et al., 2019), was upregulated (Table S7). 

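Of 27 genes placed under lipid metabolism in Table S7, 17 were higher and 10 lower in the AbaPep#07 library. The higher genes had a median ratio of 3.00 and the lower ones a median fall of 3.28-fold. Fewer than 20 reads stood behind 3 of the calls. With 1 FPKM added, 12 of the 27 met the thresholds, and with an assumed coefficient of variation of 0.2 between cultures 7 did.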

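The first gene of the shunt, *acdh-1* (chromosome I, 6497436 to 6499560, plus strand), was close to absent from the Control library, with 19.3 estimated reads and 0.68 FPKM, a level exceeded by 76.9% of the genes in the table. With AbaPep#07 it had 7233 reads and 373 FPKM. The ratio was 548.5 by FPKM and 379 by reads, with a 95% counting interval of 246 to 638. The reads of *acdh-1* are divided in part with its neighbour C55B7.3, as the fractions of the 2 genes add up to whole reads in both libraries (71 and 35008 together), and the counting interval does not cover an error in that division. Its FPKM can also depend on how RSEM weighs its 3 annotated transcripts. The rise was 13.5-fold for *hphd-1* (chromosome II, 12994362 to 12996344), from 471 to 6330 reads. It was 3.31-fold for *ech-6* (chromosome III, 9751552 to 9752883) and 3.40-fold for *hach-1* (chromosome III, 5555450 to 5557318), from 1400 and 1520 reads, and their counting intervals overlapped (3.16 to 3.56 and 3.21 to 3.61). The last gene, *alh-8* (chromosome II, 11729055 to 11731198), was already abundant in Control with 30680 reads. It rose 1.19-fold to 36504 reads, a difference beyond counting error (1.18 to 1.22) but short of the fold threshold. Over these 5 genes the median log2 ratio was 1.76, above all 10000 lists of 5 genes with similar reads, a place to be expected of genes that the paper singled out from these same libraries. The lowest median ratio under any scaling was 3.40.

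**Figure D3:**
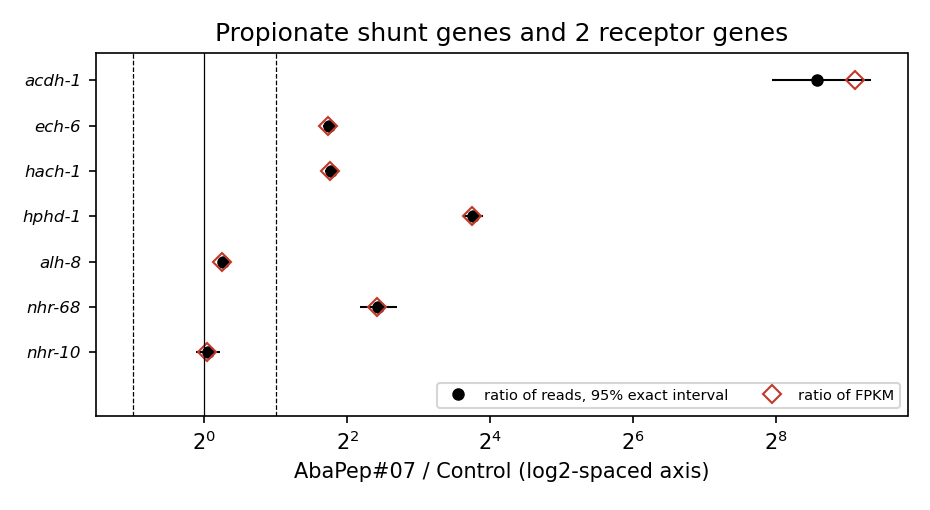
AbaPep#07 over Control on a log2-spaced axis for the propionate shunt genes and the receptor genes *nhr-68* and *nhr-10*. Black points and lines are ratios of reads with 95% exact intervals, red diamonds are ratios of FPKM, and dashed lines mark 2-fold. From *alh-8* at 1.19 to *acdh-1* at 548.5, all shunt genes lie to the right of 1.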

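The receptor gene *nhr-68* lies on chromosome V from 11573440 to 11575709. It had 145 reads (6.84 FPKM) in Control and 776 reads (36.6 FPKM) with AbaPep#07, a 5.35-fold difference with a counting interval of 4.52 to 6.49 by reads. In contrast, *nhr-10*, another nuclear hormone receptor gene added to the comparison here, had 607 and 624 reads, a ratio of 1.03 that counting error covers (0.926 to 1.16).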

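Far fewer reads were available for 3 further genes of fatty acid β-oxidation. With AbaPep#07, *acs-6* (chromosome II, 7062030 to 7064777) went from 13 to 36 reads, a ratio of 2.79 by FPKM with a counting interval of 1.45 to 5.74. For *acdh-2* (chromosome II, 5544778 to 5547492) the reads were 28 and 66 and the interval 1.51 to 3.84, so that neither of these genes is shown to be past 2-fold by its counts alone. The gene *ech-9* (chromosome IV, 10233310 to 10235329) had 15 and 90 reads, and its whole interval of 3.48 to 11.3 lay above 2-fold. All 3 met the thresholds in the comparison of the 2 libraries.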

The expression of other fatty acid β‐oxidation genes, including *acs‐6* (encoding acyl‐CoA synthetase), *acdh‐2* (encoding acyl‐CoA dehydrogenase), and *ech‐9* (encoding enoyl‐CoA hydratase), was also increased (Table S7). 

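In Table S7, 13 of the 27 genes under lipid metabolism have at least 1 match to a SKN-1 motif by the paper's entries (48.1%). Of these 13 genes, 9 were higher and 4 lower with AbaPep#07 in the recomputed comparison.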

Of particular note is the presence of predicted SKN‐1 binding sites in half of the 26 regulated genes, suggesting that these lipid metabolic genes were regulated by the peptide via SKN‐1 signaling in *C. elegans* (Figure 6a and Table S7).

**FIGURE 6:**
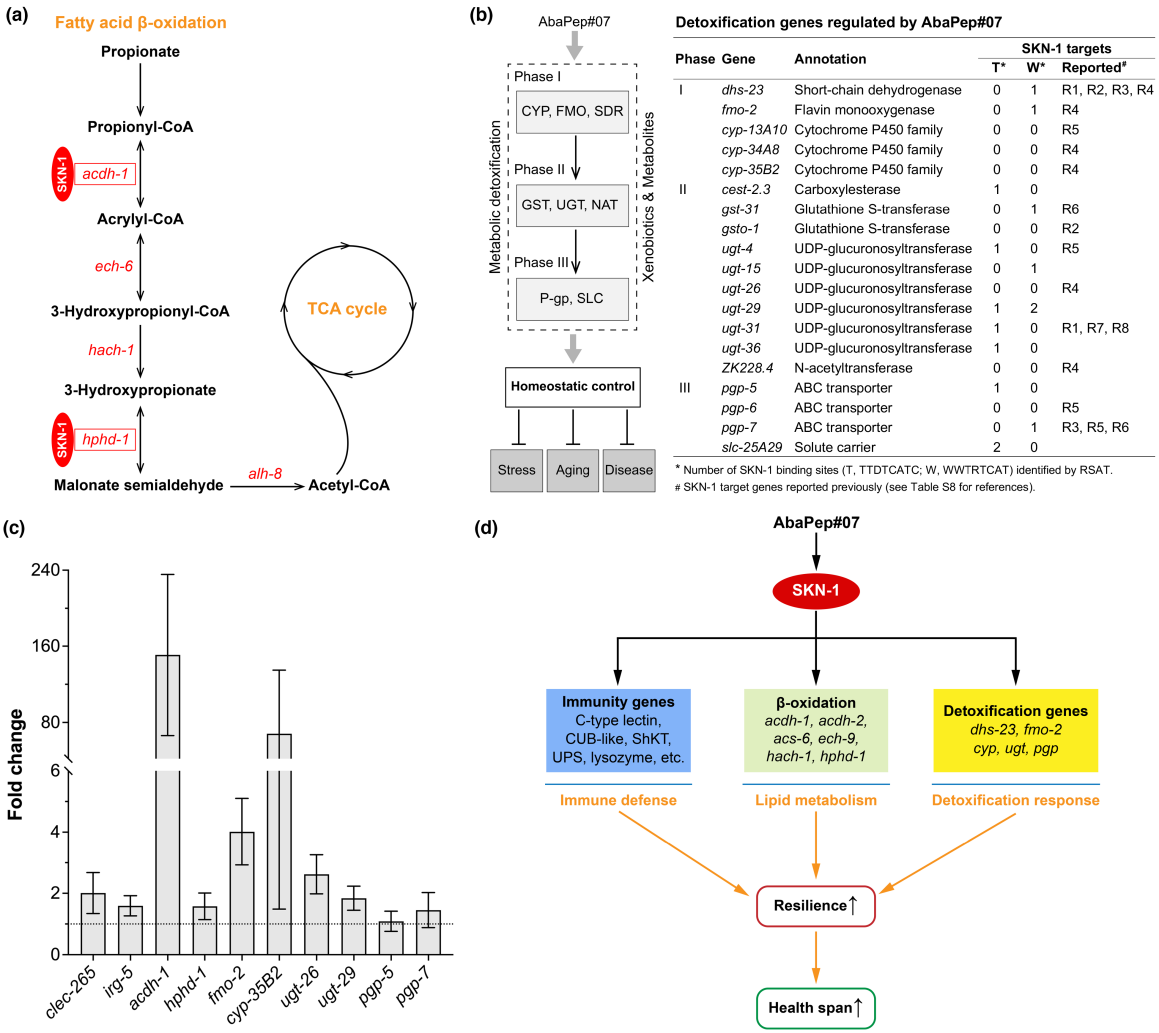
Abalone peptide activates fatty acid metabolism and detoxification genes in *C. elegans*. (a) Schematic of fatty acid metabolism pathways regulated by peptide AbaPep#07. Shown is a summary depiction of mitochondrial β‐oxidation pathway in lipid metabolism involving AbaPep#07‐regulated genes (Table S7). Boxed genes are SKN‐1 targets as predicted by its binding sites (Table S7 and Figure S8). (b) SKN‐1 target and other detoxification genes regulated by peptide AbaPep#07. Left diagram: Overview of phase I, II, and III detoxification enzymes and transporters encoded by genes responsive to AbaPep#07 treatment. Right table: List of AbaPep#07‐regulated genes in the three detoxification phases (also see Table S7). Presence and number of SKN‐1 binding sites for the genes are predicted by RSAT analysis or reported in previous publications (Table S8). (c) Quantitative real‐time PCR analysis of genes selected from transcriptomic data. Wild‐type nematodes were treated as in Figure 5a prior to mRNA preparation and quantitative PCR analysis. Data are presented as mean ± SEM from three independent experiments. (d) Proposed model depicting regulation of SKN‐1‐governed pathways by peptide AbaPep#07. Immune defense, lipid metabolism, and metabolic detoxification are the main pathways identified. Coordinated regulation of these pathways helps to increase stress resilience and health span in *C. elegans*.

As shown in Figure 4a, the abalone peptide was able to induce the nuclear translocation of SKN‐1, which is a major regulator of detoxification pathways in *C. elegans* (Blackwell et al., 2015; Fukushige et al., 2017). Further to this, the above transcriptomic analysis also indicates that many of the immune defense and lipid metabolism genes regulated by the peptide are predicted to be the targets of SKN‐1 (Figure 5, Figure S8 and Table S7). Importantly, activation of metabolic response may help reduce intracellular accumulation of toxic intermediates such as propionate and 3‐hydroxypropionate (Nair et al., 2022; Zhou et al., 2022). Thus, we asked whether and what detoxification genes were regulated by the peptide. Previous studies have demonstrated that SKN‐1/Nrf directly induces expression of detoxification enzymes, including short‐chain dehydrogenases/reductases (SDR) and cytochrome P450 (CYP) enzymes in phase I, glutathione‐S‐transferases (GST) and UDP‐glucuronosyltransferases (UGT) in phase II, and ATP‐binding cassette (ABC) transporters in phase III, in response to endogenous and exogenous stress (Blackwell et al., 2015; Fukushige et al., 2017; Shore et al., 2012). Here, our transcriptomic profiling revealed that more than 40 of the differentially expressed genes are those involved in the above three‐phase detoxification system, and the majority are SKN‐1/Nrf‐dependent detoxification genes, which contain SKN‐1 binding sites in their promoters as predicted by RSAT (Turatsinze et al., 2008) or are reported to be SKN‐1 targets in previous publications (Figure 6b, Table S7 and Table S8). Collectively, it is likely that AbaPep#07 activates SKN‐1, which in turn mounts a detoxification response, leading to stress resistance in *C. elegans*.

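Table S7 places 42 genes under detoxification. All met the thresholds here, 29 higher and 13 lower, with 3 calls resting on fewer than 20 reads. By the paper's entries 16 of the 42 have a predicted SKN-1 site, 14 have a reference, and 24 (57.1%) have either. Those with a predicted site were 10 higher and 6 lower. Figure 6b lists 19 genes, of which 15 were higher and 4 lower in the AbaPep#07 library. The lower genes were *gst-31*, *ugt-4*, *ugt-15* and *ugt-36*, all of phase II, and *ugt-4* (chromosome V, 12793014 to 12795336) had the most reads among them, 347 and 119. Of the higher genes, *fmo-2* (chromosome IV, 10682524 to 10684367) went from 187 to 734 reads and *ugt-31* from 201 to 628. Much weaker is the evidence for *dhs-23*, with 3 and 15 reads and a counting interval of 1.43 to 27.2 around its ratio of 4.90. The ABC transporter genes *pgp-5*, *pgp-6* and *pgp-7* are neighbours on chromosome X between 10854216 and 10877425 with read counts that are not whole numbers in at least 1 library, a sign that reads were divided among genes, and their ratios were 3.15, 2.07 and 2.24. Close to the fold threshold, *slc-25A29* was past it by FPKM (2.01) but not by reads (1.95), and *gsto-1* (chromosome III, 7945542 to 7947018), with 61 and 121 reads, was at 1.96 by FPKM and 2.05 by TPM. With 1 FPKM added, 17 of the 42 genes under detoxification met the thresholds, and with an assumed coefficient of variation of 0.2 between cultures 6 did.

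**Figure D4:**
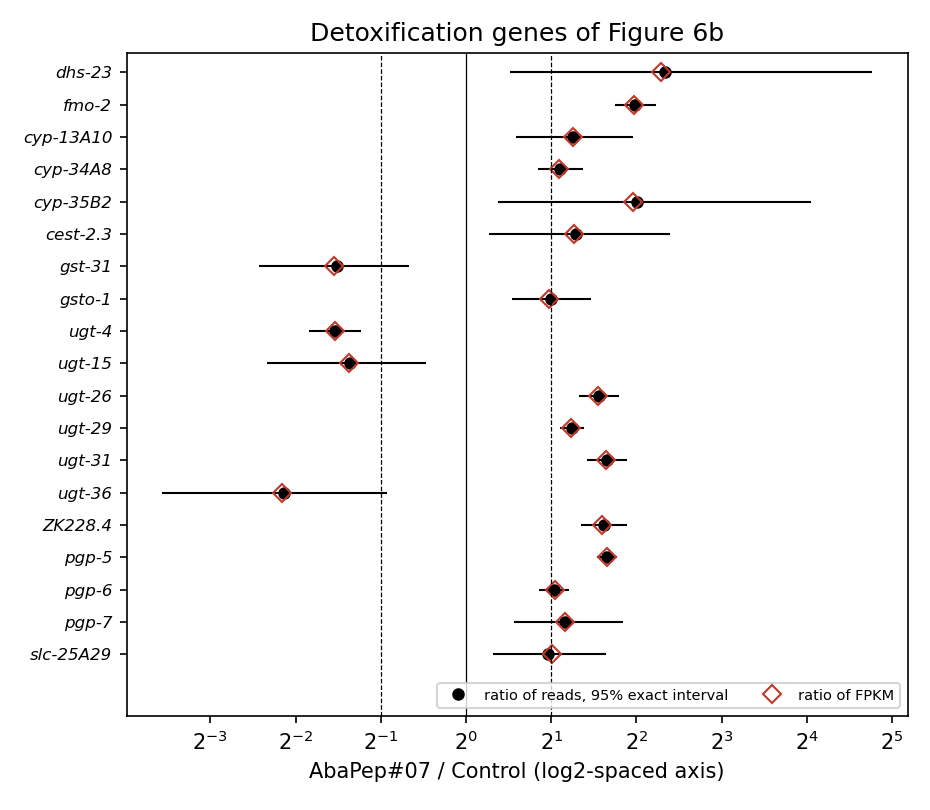
AbaPep#07 over Control on a log2-spaced axis for the 19 genes of Figure 6b. Black points and lines are ratios of reads with 95% exact intervals, red diamonds are ratios of FPKM, and dashed lines mark 2-fold. The 4 genes to the left of 1 are lower with AbaPep#07, and the widest interval is that of *dhs-23*.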

To further verify the genes regulated by the abalone peptide, we performed quantitative real‐time PCR to examine the differentially expressed genes revealed by the above global transcriptomic analysis, particularly those predicted to be the target genes of the transcription factor SKN‐1/Nrf. 

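The genes chosen for quantitative PCR had all been higher in the AbaPep#07 library by RNA-seq, which holds 1 library per condition, with a median log2 ratio of 1.81 over the 10 genes. Among the immune defense genes, *clec-265* (chromosome X, 3031783 to 3033117) had 82 and 260 reads and a ratio of 3.16, and *irg-5* (chromosome V, 13737010 to 13738474) had 44 and 218 reads and a ratio of 4.94. The RNA-seq ratios of *ugt-26* and *ugt-29* were 2.92 and 2.36, from 197 and 608 Control reads. The lowest depth was that of *cyp-35B2* (chromosome V, 3942160 to 3944523), with 4 reads in Control and 16 with AbaPep#07, and its ratio of 3.88 has a counting interval of 1.30 to 16.6.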

As shown in Figure 6c, the transcript levels of several tested genes were increased (>1.5‐fold change) by AbaPep#07, including genes implicated in immune defense (*clec‐265* and *irg‐5*), fatty acid β‐oxidation (*acdh‐1* and *hphd‐1*), and metabolic detoxification (*fmo‐2*, *cyp‐35B2*, *ugt‐26*, *ugt‐29* and *pgp‐7*), consistent with the RNA‐seq transcriptomic data. Since the activation of SKN‐1 has been reported to induce metabolic stress response that drives depletion of somatic lipids and impairs health in *C. elegans* (Nhan et al., 2019), we asked whether AbaPep#07 would have an effect on lipid stores in the nematodes. For this, we performed fatty acid profiling of *C. elegans* by gas chromatography–mass spectrometry (GC–MS) and found that the fraction of a given fatty acid relative to the total fatty acid pool was not significantly changed by the peptide (Figure S9). This is in agreement with the RNA‐seq data, which showed little effect on fat synthesis genes by the peptide—while the Δ9‐fatty acid desaturase *fat‐7* is downregulated, other lipogenesis associated genes are not affected or only slightly regulated by AbaPep#07 (Table S7 and Figure S9).

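The 10 lipogenesis genes of Figure S9 had a median log2 ratio of -0.05, in the middle of 10000 lists with similar reads (percentile 51.6), with 5 genes higher and 5 lower. With TPM, which raised the log2 ratio of all genes by about 0.06, it was 0.0086. Of these genes, *fat-7* (chromosome V, 7151353 to 7153146) alone met the thresholds, at 18 reads in Control and 2 with AbaPep#07. Its fall was 9.33-fold by FPKM, and the counting interval of 2.14 to 79.3 leaves the size of the fall open. Its close homologue *fat-6* (chromosome IV, 11913692 to 11915687) had 39492 and 31861 reads and fell by 0.31 on the log2 scale. Highest among the others was *elo-2*, with a log2 ratio of 0.61 from 485 and 741 reads, followed by *let-767* at 0.44 and *fat-2* at 0.28. The remaining genes, *fat-1*, *fat-3*, *fat-4*, *fat-5* and *elo-1*, lay between -0.29 and 0.04. At this depth the difference of *fat-4* did not exceed counting error, as its interval of 0.971 to 1.03 covers 1. Whether the differences exceed the variation between cultures could not be tested.

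**Figure D5:**
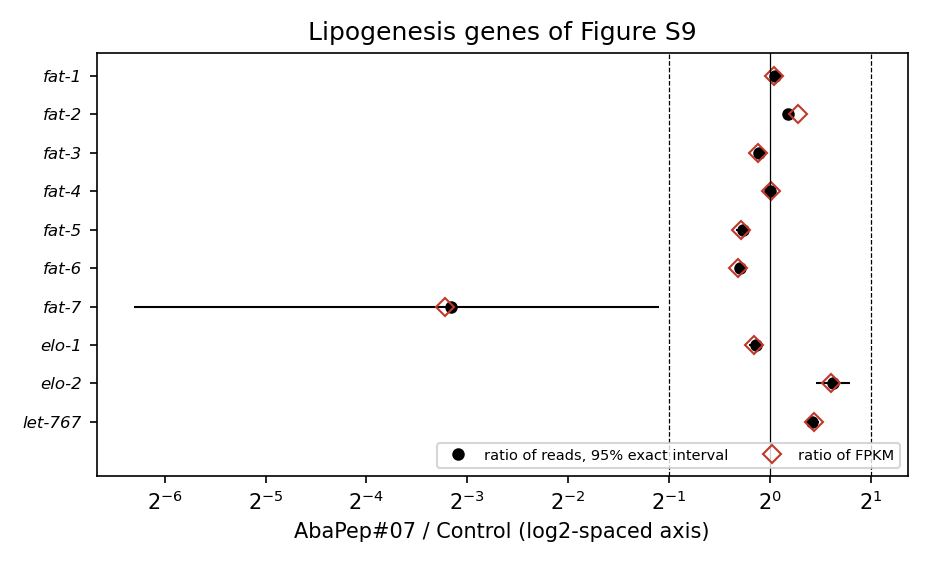
AbaPep#07 over Control on a log2-spaced axis for the 10 lipogenesis genes. Black points and lines are ratios of reads with 95% exact intervals, red diamonds are ratios of FPKM, and dashed lines mark 2-fold. Apart from *fat-7*, whose interval is the widest, the genes lie within 2-fold of 1.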

In summary, a variety of genes associated with immune defense, lipid metabolism, and metabolic detoxification are regulated by the abalone peptide AbaPep#07. Of note, a detailed analysis on the regulated genes points to the transcription factor SKN‐1/Nrf as indicated by motif similarities of binding sites or information from previous studies. Importantly, the peptide is also shown to promote nuclear localization and thus activation of SKN‐1/Nrf, a master regulator of stress response and damage control. Taken together, our results suggest that the novel abalone cryptide is able to reboot defense, metabolic and detoxification genes largely through the transcriptional governance of SKN‐1/Nrf and promote organismal resilience and physical health in aged *C. elegans* (Figure 6d).

## 4 DISCUSSION

Aging is accompanied by declining resilience and increasing frailty of an organism, thereby weakening its response to deleterious damages caused by exogenous and endogenous stressors (López‐Otín & Kroemer, 2021; Taylor et al., 2023). To maintain homeostatic resilience, an organism must constantly sense, integrate and respond to stress signals as various stresses persist throughout its entire life (Costa‐Mattioli & Walter, 2020; Huang & Tunnacliffe, 2006; Kaczmarek et al., 2019). The organism is likely to uphold its homeostatic integrity when challenged by a tolerable stress, but may establish a new homeostasis in response to a persistent severe stress by, for example, recalibrating metabolic balance. Failure of such resilience—the ability to minimize or avoid deleterious stress effect—the organism may lose physiological integrity, leading to functional impairment, severe frailty, and eventual death (Huang et al., 2010; Huang & Tunnacliffe, 2006; Peters et al., 2021). Notably, quantitative modeling of resilience (e.g., “resilience index”) is growingly being recognized as a priority for prediction and measurement of stress resistance and for identification of resilience factors and mechanisms (Hampel et al., 2019; Taylor et al., 2022). For example, transcriptional resilience parameters are used to predict thermotolerance in *C. elegans* (Jovic et al., 2019). However, since the desired endpoint of stress response is survival of organisms, quantitative framework to couple organismal resilience to survival phenotype is of paramount interest.

In this study, we use a conceptual loss‐or‐gain model in *C. elegans* to quantify organismal survival resilience based on its stress resistance capacity, that is, the cumulative survival of stressed population relative to normal population across their entire life (S/L ratio) (Figure S1). In this scenario, an S/L ratio of <1 or >1 indicates a loss or gain, respectively, of the overall survival resilience. This approach avoids the need to quantify individual variables by de facto integration of sometimes evasive resilience properties, including stress tolerance, physiological adaptation, and homeostasis restoration, which are the three main resilience hallmarks (Taylor et al., 2022). When exposed to an increasing dose of paraquat, the survival resilience of *C. elegans* gradually but consistently declines with the increasing oxidative stress triggered by paraquat insult (Figure 1a and Table S1). Interestingly, the survival resilience is also compromised by proteotoxic stress caused by polyQ and Aβ as shown by reduced life span of transgenic AM140 and GMC101 strains, respectively, relative to that of wild‐type *C. elegans* (Table S4). These results clearly establish the feasibility of using this simple loss‐or‐gain model to reflect organismal survival resilience against both external and internal stresses.

Oxidative stress resistance is generally regarded as a likely, albeit not necessarily accurate, predictor of antiaging capability, while life span extension is considered an unequivocal antiaging index (Wang et al., 2014; Xiao et al., 2022). Using the above loss‐or‐gain model, we show that the abalone cryptide AbaPep#07 significantly increases the survival resilience of wild‐type *C. elegans* against oxidative stress (Figure 1c). As expected, AbaPep#07 can increase the life span (up to 30% ΔAUC%) (Figure 3a), boost age‐related physical fitness (Figure 3d), and also rescue HD‐ and AD‐like behavioral deficits of *C. elegans* (Figure 2), demonstrating its antiaging capacity. On the other hand, virtually all hallmarks of aging and decline of age‐related fitness are connected to, or in fact intertwined with, progressive metabolic dysregulation and dysfunction (Finkel, 2015; López‐Otín et al., 2016). For example, altered levels of particular metabolic intermediates during aging are likely to cause intracellular stress and result in toxic outcomes. In this regard, AbaPep#07 is found to increase the expression of genes involved in fatty acid β‐oxidation (e.g., propionate breakdown pathway) (Figure 6 and Table S7), suggesting its potential to recalibrate metabolic integrity and ultimately promote overall health.

The short‐chain fatty acid propionate is a metabolic intermediate of branched‐chain amino acids, odd‐chain fatty acids, and cholesterol. Its excessive accumulation is known to disrupt mitochondrial homeostasis, causing stress toxicity (Na et al., 2020; Revtovich et al., 2019). Interestingly, persistent high level of propionate is found to activate a β‐oxidation‐like propionate breakdown shunt pathway—comprising *acdh‐1*, *ech‐6*, *hach‐1*, *hphd‐1,* and *alh‐8*—in *C. elegans* fed with the standard, but vitamin B12‐deficient, diet *E. coli* OP50 (Na et al., 2020; Nair et al., 2022; Watson et al., 2016). In this study, we find that these genes, together with *nhr‐68*—a gene encoding a nuclear hormone receptor that is required for the propionate shunt activation (Bulcha et al., 2019)—are upregulated by AbaPep#07 (Figure 6a and Table S7). Also upregulated are the genes coding for other fatty acid β‐oxidation enzymes, including *acs‐6*, *acdh‐2,* and *ech‐9* (Table S7). These results demonstrate activation of the fatty acid β‐oxidation pathway by AbaPep#07 and warrant future investigations at metabolic level. Intriguingly, dietary restriction of branched‐chain amino acids is recently reported to have beneficial effects on frailty and life span in mice (Richardson et al., 2021). Consistent with this, AbaPep#07 is shown to promote physical fitness, alleviate neurodegeneration–like symptoms, and extend life span of *C. elegans* (Figure 2 and Figure 3). Together, these findings warrant further investigation to develop AbaPep#07 as potential antiaging and antineurodegenerative therapeutics and to explore the fatty acid β‐oxidation pathway for discovery of interventions against aging‐related disorders.

In addition to lipid metabolism, other metabolic pathways are also enriched by AbaPep#07 (Table S7). For example, >40 enrichments are genes encoding phase I, II, and III detoxification enzymes (Blackwell et al., 2015; Fu et al., 2020; Fukushige et al., 2017). In phase I, the best known enzymes are CYP, which correlate positively with stress resistance and life span in both invertebrates and mammals (Fu et al., 2020; Steinbaugh et al., 2012). In phase II, the multifunctional GST enzymes respond to toxic chemicals and oxidative stress (Ferguson & Bridge, 2019; Fukushige et al., 2017; Shore et al., 2012), while the conserved UGT enzymes target toxic metabolites and xenobiotics, with some UGT isoforms acting in coordination with CYP and GST (Blackwell et al., 2015; Shore et al., 2012). In phase III detoxification, the ABC transporters, for example, the multidrug resistance efflux pump P‐glycoprotein (P‐gp), play a central role to eradicate xenobiotics (Ai et al., 2013; Voss et al., 2020). Of note, several genes in each detoxification phase are differentially regulated by AbaPep#07, including those encoding CYP, GST, UGT, and P‐gp (Figure 6), demonstrating their involvement in AbaPep#07 bioactivities. Adding further intrigue to the metabolic detoxification, mutations in *glct‐3*, a gene encoding a protein of the glucuronosyltransferase family that includes UGT enzymes, are recently shown to modify the sensitivity of *C. elegans* to propionate despite no direct association between UGT and propionate breakdown pathway (Na et al., 2020). Taken together, these findings suggest that a more robust metabolic control system is likely involved in the integration of aging and stress signals but can be manipulated by interventions such as the abalone peptide.

Increasing evidence support the implication of SKN‐1/Nrf in metabolic surveillance, including responses to excessive metabolites, disease proteins, aging stress, and xenobiotic insults, despite being originally discovered as an antioxidant transcription factor (Blackwell et al., 2015; Dodson et al., 2019; Frankino et al., 2022; Peters et al., 2021). In this study, a large number of AbaPep#07‐regulated genes are the reported targets or contain predicted binding sites of SKN‐1/Nrf, including many of the differentially expressed genes in immune defense (26 out of 85) and lipid metabolism (13 out of 26) as well as the majority of the 40 regulated genes in the three phases of metabolic detoxification (Figure 5, Figure 6, and Table S7). 

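The entries of Table S7 cover differentially expressed genes only, so they allow a comparison by direction but none with genes that did not change. By the paper's entries, a predicted SKN-1 site is present in 132 of the 388 genes higher in the AbaPep#07 library, or 34.0% (exact binomial 95% interval 29.3 to 39.0), and in 100 of the 265 lower genes, or 37.7% (31.9 to 43.9). The intervals overlap, so no difference between the directions was detectable. The transcript of *skn-1* itself had 5492 reads in Control and 5830 with AbaPep#07, a ratio of 1.04 by FPKM, and *daf-16* had 4693 and 4362, a ratio of 0.928. From the predicted sites and earlier reports, together with the nuclear translocation of SKN-1 in Figure 4a and the loss of benefit in *skn-1* mutants, the paper proposes that the peptide acts on these genes largely through SKN-1/Nrf.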

Equally important, AbaPep#07 is shown to activate SKN‐1 as indicated by the increased nuclear translocation of SKN‐1::GFP fusion proteins (Figure 4a), while loss‐of‐function *skn‐1* mutation is found to abolish the beneficial effects of AbaPep#07 against oxidative stress and age‐related locomotory fitness as demonstrated in the *skn‐1(zu67)* mutant EU1 (Figure 4c). On the other hand, a recent study has used a low dose of paraquat (75 μM) and a gain‐of‐function mutant [*skn‐1(lax188)*] to induce activation of SKN‐1 and performed RNA‐seq analysis (Nhan et al., 2019). In comparison, 21 AbaPep#07‐regulated genes are found also differentially expressed in the paraquat‐exposed wild‐type nematodes (versus non‐exposed control) and in the *skn‐1(lax188)* mutants (versus wild‐type nematodes). Intriguingly, the majority of these genes (18 out of 21) are in an opposite regulation pattern between AbaPep#07‐treated and paraquat‐exposed nematodes, while about half of these genes (11 out of 21) are regulated in the same direction between AbaPep#07‐treated and *skn‐1(lax188)* mutant nematodes, further supporting the regulation of SKN‐1‐associated genes by AbaPep#07. Together, these findings demonstrate that AbaPep#07 is able to promote stress resistance and physical fitness via SKN‐1/Nrf‐governed regulation of gene expression involving immune defense, lipid metabolism, and metabolic detoxification.

The sequence of AbaPep#07 matches hemocyanins, the oxygen carrier proteins found in arthropod and mollusk hemolymph (Gianazza et al., 2021). Surprisingly, the antioxidant potential of hemocyanins or hemocyanin‐derived peptides is uninvestigated. The present study is, to our knowledge, the first report on the antioxidant activity of peptides derived from hemocyanins. Nevertheless, hemocyanins are known to enhance immune system function against pathogenic attack and environmental stimuli in arthropods and mollusks (Coates & Nairn, 2014; Gianazza et al., 2021). Notably, several peptides derived from abalone and other hemocyanins have shown antimicrobial properties (Zhuang et al., 2015). In a broader context, antimicrobial host peptides isolated from various species, as well as those released from precursor proteins of mammals (including humans) during inflammation, have been found able to combat infections and thus prompted intense development for clinical applications (Mookherjee et al., 2020). Interestingly, plants can also release immunomodulatory peptides by activating proteases upon physical damage and elicit an innate immune‐like defense response (Hander et al., 2019). In this study, AbaPep#07 is shown to regulate 85 immune defense genes (Figure 5c and Table S7), which are reported to play significant roles in *C. elegans* innate immune response (Bolz et al., 2010; Schulenburg et al., 2008). Together, these findings support that peptide fragments encrypted in native proteins can be released and exert bioactive functions, for example, immune defense and homeostatic resilience by AbaPep#07. However, how to crack cryptomes and identify desired peptides from large numbers of such peptides (e.g., Guo et al., 2020; Zhang et al., 2021) remains to be explored.

To cope with a persistent stress, an organism may adopt two distinct but also overlapping metabolic strategies—“caretaker” and “gatekeeper” mechanisms. In response to most stresses, a caretaker regulatory network—the general, cross‐stress responses that maintain overall homeostasis—is initiated (Huang et al., 2010; Huang & Tunnacliffe, 2004; Wu et al., 2020). On the other hand, in a specified context triggered by a persistent and severe stressor, an elaborate gatekeeper resistance program is invoked to control stress damages. Paradoxically, the context‐specific gatekeeper response that is not universally shared by different stresses may prompt a robust, albeit not necessarily optimum, metabolic state in the organism and act like a caregiver to resist other stresses as well. In this regard, anhydrobiosis offers a supreme example. Anhydrobiotic quiescence enables organisms to withstand a variety of prolonged harsh stress conditions—not only extended desiccation per se but also other chemical and physical extremes (Boothby et al., 2017; Huang & Tunnacliffe, 2006; Kaczmarek et al., 2019). Such seemingly passive (e.g., extremely low metabolism) but successful defense strategies mounted by anhydrobiotes, including the underlying molecules (e.g., glycans and peptides), may be used via anhydrobiotic engineering to help instigate proactive combat against stresses in non‐anhydrobiotes (Boothby et al., 2017; Hibshman & Goldstein, 2021; Huang et al., 2010). In this study, AbaPep#07 not only boosts the caretaker mechanisms against oxidative stress but also functions as a gatekeeper inducer to protect against proteostasis disruption. Considering the extensive transcriptional reprogramming observed (Table S7), AbaPep#07 may also have beneficial implications in a broader stress context. Nevertheless, whether it works in more extreme conditions, for example, anhydrobiotic stress, and how to translate such mechanisms into biomedical applications need further investigation.

In conclusion, we have successfully used loss or gain of stress survival, represented by the ratio of cumulative stress span to life span, to quantify organismal resilience. As a proof of concept, this is demonstrated in *C. elegans* exposed to increasing oxidative stress induced by exogenous paraquat and with proteotoxic stress caused by endogenous polyQ and Aβ aggregation, respectively. Based on this, we reveal that the abalone peptide AbaPep#07 not only promotes survival resilience against paraquat‐induced oxidative stress but also confers protection against polyQ‐ or Aβ‐mediated behavioral dysfunction in *C. elegans*, indicating its capacity against stress and neurodegeneration. Importantly, we further show that the peptide increases physical fitness of aged *C. elegans* and extends life span without compromise of growth and reproduction, demonstrating its cost‐free prolongevity activity. Moreover, we reveal that the peptide induces differential expression of a number of genes, including innate immune, lipid metabolism, and metabolic detoxification genes, which are associated with the SKN‐1/Nrf transcription factor. Collectively, our findings demonstrate that the novel abalone cryptide AbaPep#07 increases stress survival resilience and cost‐free longevity via SKN‐1/Nrf‐governed transcriptional reprogramming and provide an insight into the neuroprotective and health‐promoting potential of cryptides as proteostasis regulators.

## AUTHOR CONTRIBUTIONS

Conceptualization: Zebo Huang, Qiangqiang Wang, and Liangyi Wang; methodology: Qiangqiang Wang, Liangyi Wang, Ziliang Huang, Kunping Li, and Ming Liang; investigation and data curation: Qiangqiang Wang, Liangyi Wang, Ziliang Huang, Huihui Liu, Yue Xiao, Yi Yu, Ning Luo, and Ajay Mishra; formal analysis: Qiangqiang Wang, Liangyi Wang, and Yi Yu; writing—original draft: Qiangqiang Wang and Liangyi Wang; writing—review & editing: Zebo Huang, Qiangqiang Wang and Ajay Mishra; supervision: Zebo Huang and Ming Liang. All authors approved the final draft for publication.

## CONFLICT OF INTEREST STATEMENT

The authors declare no competing interests.

## Supporting information

Data S1.
Click here for additional data file.

Table S7.
Click here for additional data file.

## Data Availability

RNAseq data are deposited in the Gene Expression Omnibus (GEO) repository with accession No. GSE246759. The data supporting the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Abalone peptide increases stress resilience and cost‐free longevity via SKN‐1‐governed transcriptional metabolic reprogramming in C. elegans
**Source:** Aging Cell. 2023 Nov 22;23(2):e14046. doi: 10.1111/acel.14046
**Supplement:** Supplementary file 1 — Data S1.

**Abalone peptide increases stress resilience and cost-free longevity via SKN-1-governed transcriptional metabolic reprogramming in *C. elegans***

Qiangqiang Wang<sup>1,2</sup> | Liangyi Wang<sup>1,3</sup> | Ziliang Huang<sup>1,3</sup> | Yue Xiao<sup>1,2</sup> | Mao Liu<sup>1,2</sup> | Huihui Liu<sup>1,3</sup> | Yi Yu<sup>4</sup> | Ming Liang<sup>4</sup> | Ning Luo<sup>5</sup> | Kunping Li<sup>5</sup> | Ajay Mishra<sup>6</sup> | Zebo Huang<sup>1,2,3</sup>

Zebo Huang, School of Food Science and Engineering, South China University of Technology, Guangzhou 510641, China.

Qiangqiang Wang and Liangyi Wang contributed equally to this work.

## List of supplementary data

FIGURE S1 A loss-or-gain model for quantification of stress survival resilience.

FIGURE S2 Survival resilience of *C. elegans* treated with 0–1 mM paraquat.

FIGURE S3 Effect of selected peptides on *C. elegans* survival against oxidative stress induced by paraquat.

FIGURE S4 Effect of abalone peptide on polyQ aggregation in *C. elegans*.

FIGURE S5 Measurement of motility-related health metrics of *C. elegans* using worm tracking systems.

FIGURE S6 Effect of abalone peptide on fitness metrics of *C. elegans*.

FIGURE S7 Effect of abalone peptide on survival of *pmk-1* mutant *C. elegans* against oxidative stress.

FIGURE S8 Consensus SKN-1-binding motifs.

FIGURE S9 Effect of abalone peptide on expression of lipogenesis genes and composition of fatty acids in *C. elegans*.

TABLE S1 Survival resilience of *C. elegans* to exogenous oxidative stress induced by paraquat.

TABLE S2 Statistics for *C. elegans* survival assays under paraquat-induced oxidative stress.

TABLE S3 Peptides identified in abalone protein hydrolysate and tested for antioxidant capacity.

TABLE S4 Survival resilience of *C. elegans* to endogenous proteotoxic stress.

TABLE S5 Statistics for *C. elegans* life span assays.

TABLE S6 Statistics for survival assays of mutant *C. elegans* under paraquat-induced oxidative stress.

TABLE S7 List of differentially expressed genes (separate Excel file).

TABLE S8 References for SKN-1-targeted genes.

TABLE S9 List of primers used for quantitative real-time PCR analysis.

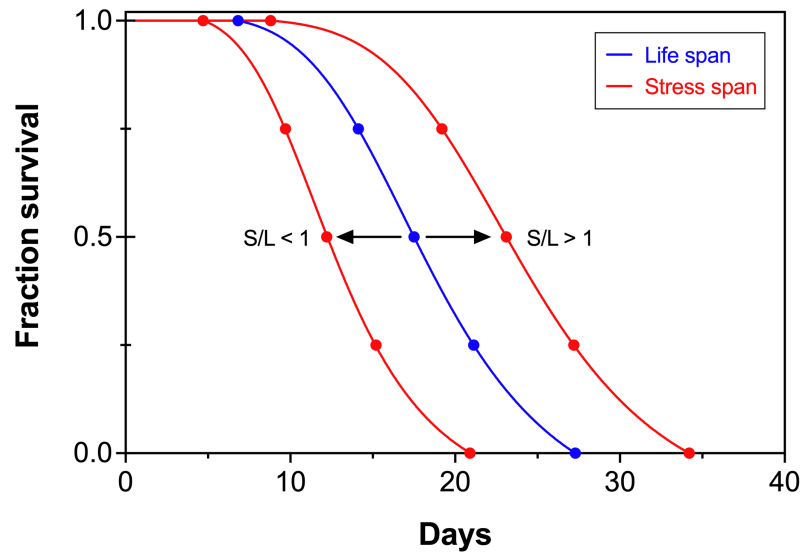

FIGURE S1 A loss-or-gain model for quantification of stress survival resilience. The area under the curve (AUC) is used to quantify the cumulative survival capacity of *C. elegans* against stress. The survival resilience (Equation 1) is defined as AUC ratio of stress span to life span ( $S/L$ ), where  $S/L < 1$  or  $> 1$  indicates a resilience loss or gain, respectively.

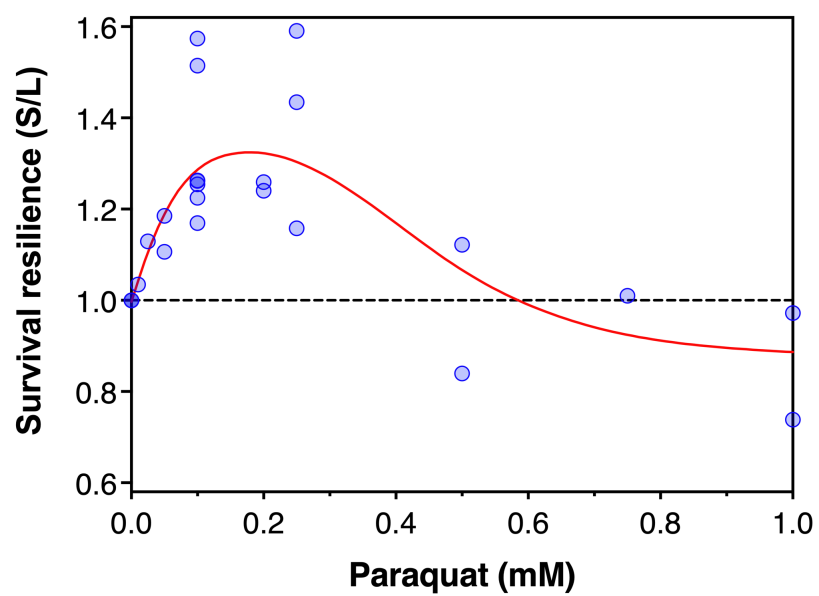

FIGURE S2 Survival resilience of *C. elegans* treated with 0–1 mM paraquat. See [Table S1](#) and also [Figure 1a](#).

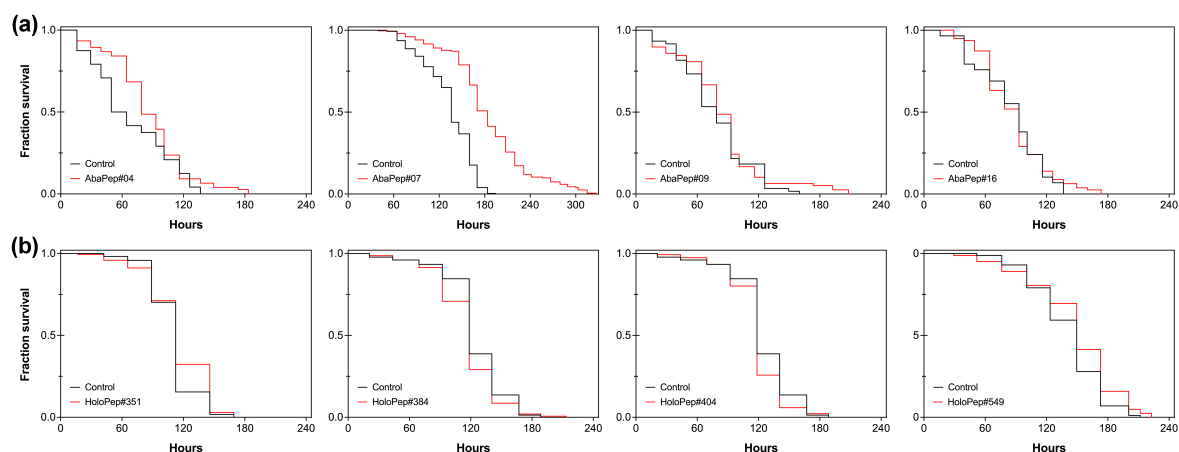

**(c) Information of screened peptides**

| Peptide ID  | Source of origin | Sequence       | Number of amino acids | MW (Da) | Branched-chain amino acids (%) | Aromatic amino acids (%) | GRAVY <sup>*,#</sup> | Theoretical pI <sup>*</sup> |
|-------------|------------------|----------------|-----------------------|---------|--------------------------------|--------------------------|----------------------|-----------------------------|
| AbaPep#04   | Abalone          | IGVNIPWH       | 8                     | 935.1   | 37.5                           | 12.5                     | 0.400                | 6.74                        |
| AbaPep#07   | Abalone          | SETYELRK       | 8                     | 1025.1  | 12.5                           | 12.5                     | -1.800               | 5.86                        |
| AbaPep#09   | Abalone          | KDLELAVISH     | 10                    | 1124.3  | 40.0                           | 0.0                      | 0.320                | 5.32                        |
| AbaPep#16   | Abalone          | VLAYEPVWAIGTGK | 14                    | 1503.8  | 28.6                           | 14.3                     | 0.543                | 5.97                        |
| HoloPep#351 | Sea cucumber     | DLTDYLMK       | 8                     | 998.2   | 25.0                           | 12.5                     | -0.425               | 4.21                        |
| HoloPep#384 | Sea cucumber     | ILHRVPTM       | 8                     | 966.2   | 37.5                           | 0.0                      | 0.550                | 9.76                        |
| HoloPep#404 | Sea cucumber     | NMQTHPTYL      | 9                     | 1104.3  | 11.1                           | 11.1                     | -0.978               | 6.74                        |
| HoloPep#549 | Sea cucumber     | YGNEGALR       | 8                     | 878.9   | 12.5                           | 12.5                     | -1.000               | 6.00                        |

\* These data were obtained by using the ProtParam tool (<https://web.expasy.org/protparam>). # A grand average of hydropathicity (GRAVY) value above 0 indicates hydrophobicity while that below 0 implies hydrophilicity; an increasing positive score suggests a greater hydrophobicity.

**FIGURE S3** Effect of selected peptides on *C. elegans* survival against oxidative stress induced by paraquat. Wild-type L4 nematodes were pretreated with selected abalone (a) and sea cucumber (b) peptides for 24 h and then exposed to 50 mM paraquat. Live and dead nematodes were scored every 12 h or 24 h until all dead. Representative results are presented as Kaplan-Meier survival curves. Information of the tested peptides are shown in (c).

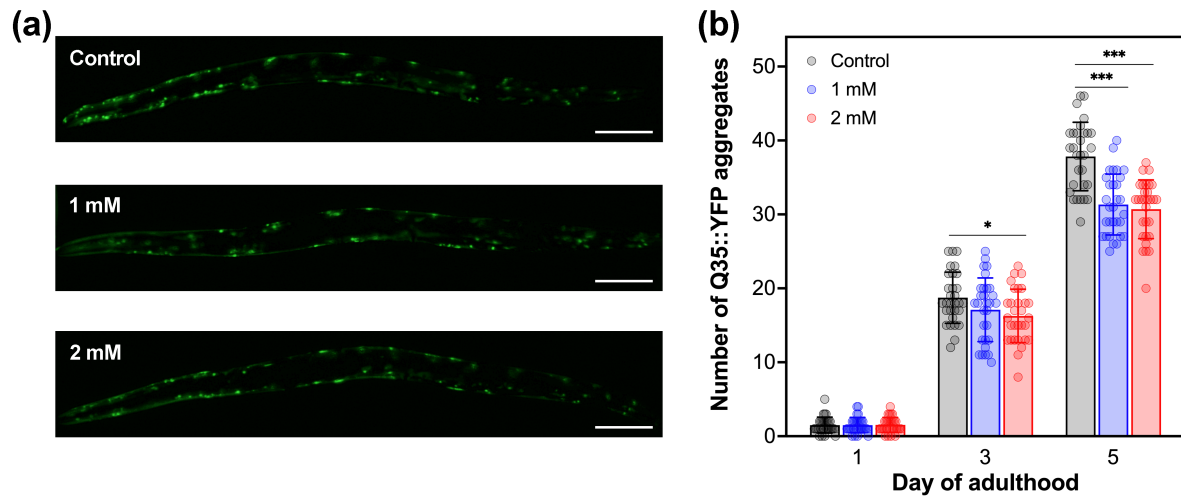

FIGURE S4 Effect of abalone peptide on polyQ aggregation in *C. elegans*. (a) Representative fluorescence micrographs of AM140 nematodes on day 5 of adulthood showing Q35::YFP aggregates in body wall muscle cells. Scale bar, 100  $\mu\text{m}$ . (b) Quantification of Q35::YFP aggregates in body wall muscle cells of AM140 nematodes treated with or without AbaPep#07 at 20°C from L4 stage. Data are representative of three independent experiments and presented as mean  $\pm$  SD ( $n \geq 30$  nematodes for each treatment). \*  $p < 0.05$ ; \*\*\*  $p < 0.001$ .

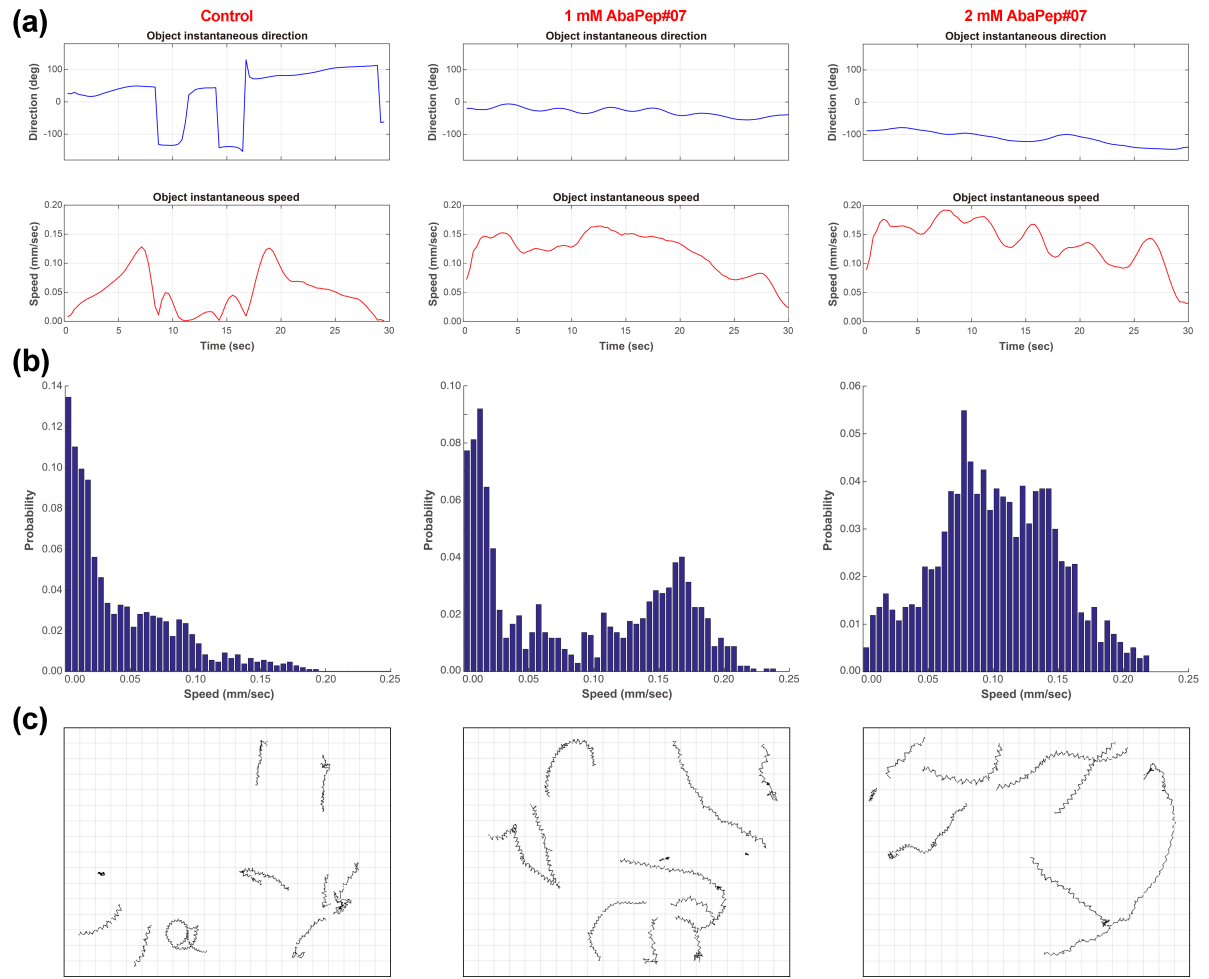

FIGURE S5 Measurement of motility-related health metrics of *C. elegans* using worm tracking systems. (a) Instantaneous direction (upper panels) and instantaneous speed (lower panels) of individual nematode on solid agar plate are measured by Movement Tracker and plotted against time for the duration of tracking. For instantaneous direction, each time the line meets the x axis it is recorded as a shift in direction of the nematode. (b) Distribution of crawling speed is measured on solid agar plate by Movement Tracker. Of note, the speed distribution of nematodes treated with peptide AbaPep#07 markedly shifts toward the right side (larger value) as compared to the control. (c) Shown are representative images of nematode swimming tracks analyzed in a drop of M9 buffer by wrMtrck. In the above experiments, wild-type L4 nematodes with or without AbaPep#07 treatment were grown at 20°C until day 10 of adulthood. The nematodes were then collected and transferred to a food-free NGM agar plate or a drop of M9 buffer for locomotion video acquisition and analysis.

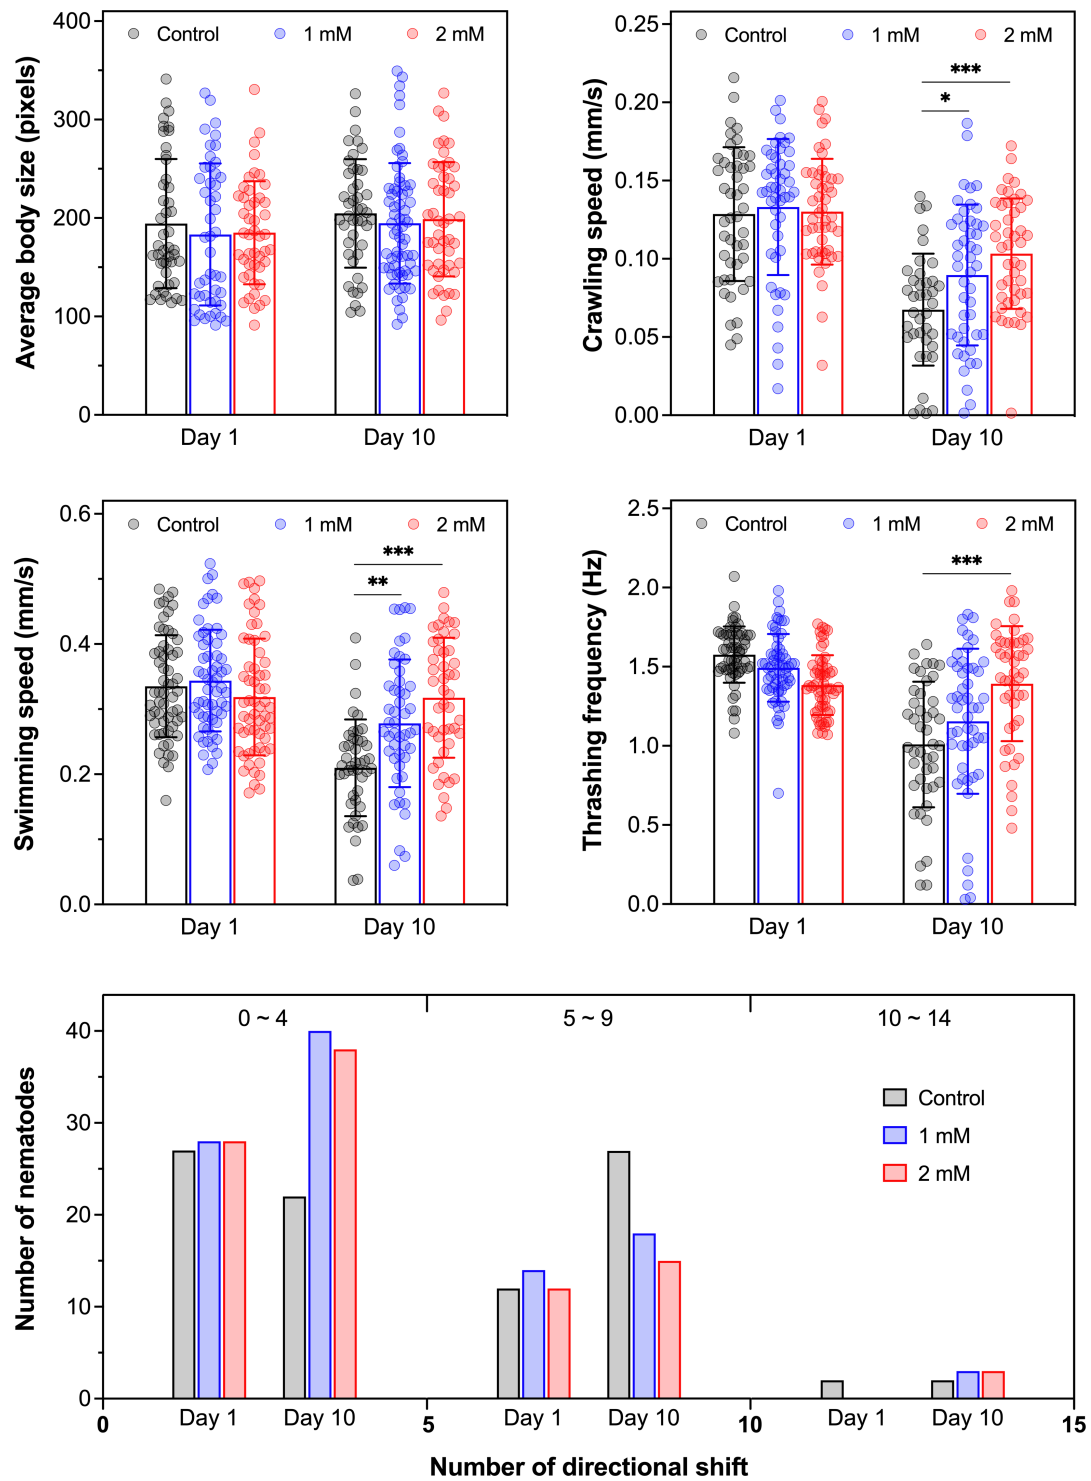

FIGURE S6 Effect of abalone peptide on fitness metrics of *C. elegans*. Wild-type nematodes were treated with AbaPep#07 from L4 until day 1 or day 10 of adulthood as indicated prior to fitness analysis. Body size and motility were analyzed as described in Figure 3. Representative results are shown as bar and scatter plots with mean  $\pm$  SD from at least three independent experiments. \*  $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ .

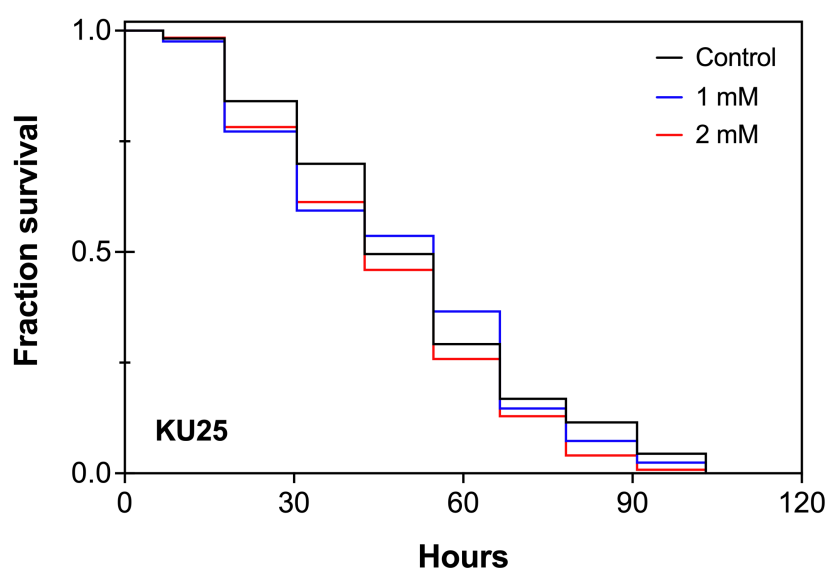

FIGURE S7 Effect of abalone peptide on survival of *pmk-1* mutant *C. elegans* against oxidative stress. The *pmk-1(km25)* mutant nematodes (strain KU25) were treated from L4 stage with the peptide AbaPep#07 at the indicated concentrations for 24 h and then exposed to 50 mM paraquat. Live and dead nematodes were scored every 12 h until all dead. Representative results from three independent experiments are shown as Kaplan-Meier survival curves. See [Table S6](#) for survival statistics.

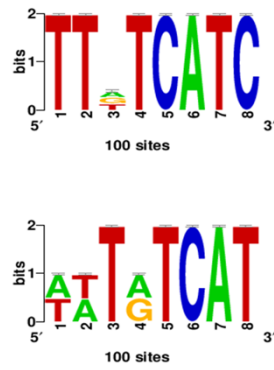

FIGURE S8 Consensus SKN-1-binding motifs. Two consensus sequences of predicted SKN-1 binding sites in *C. elegans*. RSAT and WebLogo are used to identify binding motifs and generate graphs, respectively. See also [Table S8](#).

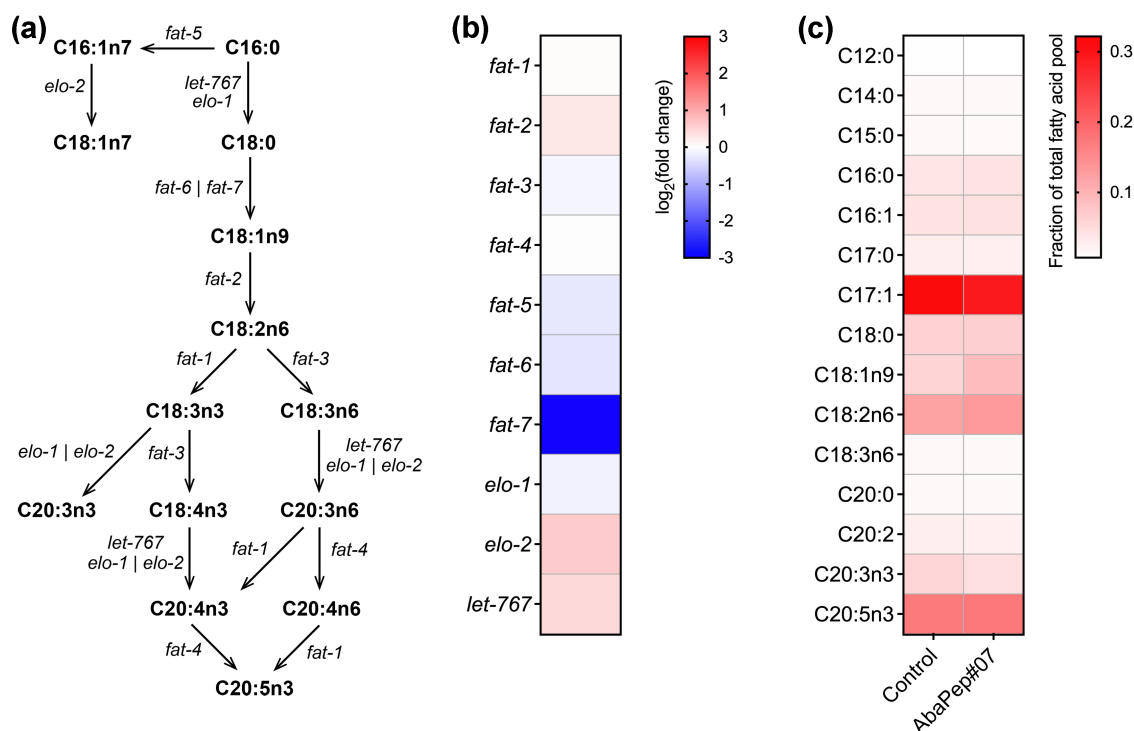

FIGURE S9 Effect of abalone peptide on expression of lipogenesis genes and composition of fatty acids in *C. elegans*. (a) Schematic of lipogenesis pathway in *C. elegans*. (b) Effect of peptide AbaPep#07 on expression of fat synthesis genes. Except *fat-7*, most lipogenesis genes were not significantly regulated by AbaPep#07. Data derived from RNA-seq are shown as a heat map. (c) Profiling of individual fatty acid fraction relative to the total fatty acid pool in *C. elegans*. Wild-type nematodes were incubated with or without AbaPep#07 from L4 to day 10 of adulthood and harvested for fatty acid analysis by GC–MS.

TABLE S1 Survival resilience of *C. elegans* to exogenous oxidative stress induced by paraquat. Stress span is expressed as the area under the curve (AUC) of lifelong survival curves of wild-type *C. elegans* populations exposed to the indicated concentration of paraquat. Life span is the AUC of lifelong survival curves of wild-type *C. elegans* populations under normal conditions in the references corresponding to the stress span. Survival resilience (S/L) is defined as the AUC ratio of stress span to life span. Related to [Figure 1a](#).

| Paraquat (mM) | Stress span (AUC) | Life span (AUC) | Survival resilience (S/L) | Reference |
|---------------|-------------------|-----------------|---------------------------|-----------|
| 0.01          | 2400              | 2320            | 1.034                     | [1]       |
| 0.025         | 2620              | 2320            | 1.129                     | [1]       |
| 0.05          | 1582              | 1430            | 1.106                     | [2]       |
| 0.05          | 2750              | 2320            | 1.185                     | [1]       |
| 0.1           | 2575              | 1700            | 1.515                     | [3]       |
| 0.1           | 1450              | 1240            | 1.169                     | [4]       |
| 0.1           | 2660              | 1690            | 1.574                     | [5]       |
| 0.1           | 1880              | 1490            | 1.262                     | [6]       |
| 0.1           | 1806              | 1430            | 1.263                     | [2]       |
| 0.1           | 2910              | 2320            | 1.254                     | [1]       |
| 0.1           | 2450              | 2000            | 1.225                     | [7]       |
| 0.2           | 1750              | 1390            | 1.259                     | [8]       |
| 0.2           | 2890              | 2330            | 1.240                     | [9]       |
| 0.25          | 2450              | 1540            | 1.591                     | [10]      |
| 0.25          | 2410              | 1680            | 1.435                     | [11]      |
| 0.25          | 1656              | 1430            | 1.158                     | [2]       |
| 0.5           | 1310              | 1560            | 0.840                     | [12]      |
| 0.5           | 1604              | 1430            | 1.122                     | [2]       |
| 0.75          | 1444              | 1430            | 1.010                     | [2]       |
| 1             | 1390              | 1430            | 0.972                     | [2]       |
| 1             | 930               | 1260            | 0.738                     | [13]      |
| 2             | 1040              | 2240            | 0.464                     | [14]      |
| 2             | 680               | 1525            | 0.446                     | [15]      |
| 2             | 820               | 1700            | 0.482                     | [16]      |
| 2             | 637.5             | 2125            | 0.300                     | [17]      |
| 2             | 360               | 1520            | 0.237                     | [18]      |

| Paraquat (mM) | Stress span (AUC) | Life span (AUC) | Survival resilience (S/L) | Reference |
|---------------|-------------------|-----------------|---------------------------|-----------|
| 2             | 1020              | 1340            | 0.761                     | [19]      |
| 2             | 437.5             | 1488            | 0.294                     | [20]      |
| 2             | 1430              | 1440            | 0.993                     | [21]      |
| 2             | 1272              | 1430            | 0.890                     | [2]       |
| 2.5           | 1488              | 2213            | 0.672                     | [22]      |
| 4             | 490               | 1480            | 0.331                     | [23]      |
| 4             | 362.5             | 1688            | 0.215                     | [24]      |
| 4             | 1130              | 1730            | 0.653                     | [25]      |
| 4             | 412.5             | 1680            | 0.246                     | [26]      |
| 4             | 630               | 1680            | 0.375                     | [11]      |
| 4             | 570               | 1860            | 0.306                     | [27]      |
| 4             | 570               | 1340            | 0.425                     | [19]      |
| 4             | 213               | 1930            | 0.110                     | [28]      |
| 4             | 860               | 1560            | 0.551                     | [29]      |
| 4             | 775               | 1540            | 0.503                     | [30]      |
| 4             | 312               | 1595            | 0.196                     | [31]      |
| 5             | 580               | 1870            | 0.310                     | [32]      |
| 5             | 687.5             | 1250            | 0.550                     | [33]      |
| 5             | 650               | 1690            | 0.385                     | [34]      |
| 5             | 630               | 2330            | 0.270                     | [9]       |
| 5             | 600               | 1740            | 0.345                     | [35]      |
| 5             | 1170              | 1560            | 0.750                     | [12]      |
| 5             | 640               | 1410            | 0.454                     | [36]      |
| 5             | 800               | 1870            | 0.428                     | [37]      |
| 5             | 1520              | 1750            | 0.869                     | [38]      |
| 5             | 1150              | 1520            | 0.757                     | [39]      |
| 8             | 540               | 1690            | 0.320                     | [40]      |
| 8             | 886               | 1800            | 0.492                     | [41]      |
| 10            | 430               | 1650            | 0.261                     | [42]      |
| 10            | 300               | 1863            | 0.161                     | [43]      |
| 10            | 380               | 1700            | 0.224                     | [44]      |
| 10            | 535               | 1900            | 0.282                     | [45]      |
| 10            | 70.84             | 1288            | 0.055                     | [46]      |
| 10            | 912.5             | 2075            | 0.440                     | [47]      |

| Paraquat (mM) | Stress span (AUC) | Life span (AUC) | Survival resilience (S/L) | Reference |
|---------------|-------------------|-----------------|---------------------------|-----------|
| 10            | 310               | 1850            | 0.168                     | [48]      |
| 10            | 380               | 1730            | 0.220                     | [49]      |
| 10            | 376               | 2080            | 0.181                     | [50]      |
| 10            | 272               | 2100            | 0.130                     | [51]      |
| 10            | 325               | 1675            | 0.194                     | [52]      |
| 16            | 387.5             | 1638            | 0.237                     | [53]      |
| 20            | 226               | 1680            | 0.135                     | [54]      |
| 20            | 177.4             | 2100            | 0.084                     | [55]      |
| 20            | 440               | 2060            | 0.214                     | [56]      |
| 20            | 775               | 1638            | 0.473                     | [57]      |
| 20            | 260               | 2150            | 0.121                     | [58]      |
| 20            | 154.6             | 1250            | 0.124                     | [59]      |
| 20            | 330               | 1993            | 0.166                     | [60]      |
| 20            | 154.1             | 1930            | 0.080                     | [61]      |
| 20            | 358.2             | 2265            | 0.158                     | [62]      |
| 25            | 99.3              | 1050            | 0.095                     | [63]      |
| 30            | 325               | 1750            | 0.186                     | [64]      |
| 40            | 57.5              | 1700            | 0.034                     | [65]      |
| 40            | 180.6             | 1625            | 0.111                     | [66]      |
| 40            | 314               | 1520            | 0.207                     | [67]      |
| 40            | 195               | 1700            | 0.115                     | [68]      |
| 50            | 475.3             | 1700            | 0.280                     | [69]      |
| 50            | 233.8             | 1650            | 0.142                     | [70]      |
| 50            | 126.6             | 1763            | 0.072                     | [71]      |
| 50            | 475               | 1763            | 0.269                     | [72]      |
| 50            | 453.8             | 3150            | 0.144                     | [73]      |
| 50            | 477.5             | 1805            | 0.265                     | [74]      |
| 50            | 41.15             | 2038            | 0.020                     | [75]      |
| 50            | 96                | 1840            | 0.052                     | [76]      |
| 60            | 30.33             | 1730            | 0.018                     | [77]      |
| 60            | 52.7              | 1350            | 0.039                     | [78]      |
| 70            | 227.7             | 2100            | 0.108                     | [79]      |
| 70            | 231.3             | 2100            | 0.110                     | [80]      |
| 70            | 516.3             | 2550            | 0.202                     | [81]      |

| Paraquat (mM) | Stress span (AUC) | Life span (AUC) | Survival resilience (S/L) | Reference |
|---------------|-------------------|-----------------|---------------------------|-----------|
| 70            | 139.6             | 2070            | 0.067                     | [82]      |
| 70            | 178.2             | 2720            | 0.066                     | [83]      |
| 80            | 388               | 1430            | 0.271                     | [84]      |
| 80            | 270               | 1838            | 0.147                     | [85]      |
| 100           | 170               | 1910            | 0.089                     | [86]      |
| 100           | 83.33             | 1750            | 0.048                     | [87]      |
| 100           | 91.7              | 1460            | 0.063                     | [88]      |
| 100           | 100               | 1530            | 0.065                     | [89]      |
| 100           | 31.66             | 1360            | 0.023                     | [90]      |
| 100           | 171.6             | 1940            | 0.088                     | [86]      |
| 100           | 46.3              | 1570            | 0.029                     | [91]      |
| 100           | 92                | 1960            | 0.047                     | [92]      |

References for Table S1:

- [1] Desjardins, D., Cacho-Valadez, B., Liu, J. L., Wang, Y., Yee, C., Bernard, K., Khaki, A., Breton, L., & Hekimi, S. (2017). Antioxidants reveal an inverted U-shaped dose-response relationship between reactive oxygen species levels and the rate of aging in *Caenorhabditis elegans*. *Aging Cell*, 16(1), 104–112. <https://doi.org/10.1111/accel.12528>
- [2] Meng, J., Lv, Z., Wang, Y., & Chen, C. (2022). Identification of the redox-stress signaling threshold (RST): Increased RST helps to delay aging in *C. elegans*. *Free Radical Biology & Medicine*, 178, 54–58. <https://doi.org/10.1016/j.freeradbiomed.2021.11.018>
- [3] Yee, C., Yang, W., & Hekimi, S. (2014). The intrinsic apoptosis pathway mediates the pro-longevity response to mitochondrial ROS in *C. elegans*. *Cell*, 157(4), 897–909. <https://doi.org/10.1016/j.cell.2014.02.055>
- [4] Abergel, R., Livshits, L., Shaked, M., Chatterjee, A. K., & Gross, E. (2017). Synergism between soluble guanylate cyclase signaling and neuropeptides extends lifespan in the nematode *Caenorhabditis elegans*. *Aging Cell*, 16(2), 401–413. <https://doi.org/10.1111/accel.12569>
- [5] Yang, W., & Hekimi, S. (2010). A mitochondrial superoxide signal triggers increased longevity in *Caenorhabditis elegans*. *PLoS Biology*, 8(12), e1000556. <https://doi.org/10.1371/journal.pbio.1000556>
- [6] Herholz, M., Cepeda, E., Baumann, L., Kukat, A., Hermeling, J., Maciej, S., Szczepanowska, K., Pavlenko, V., Frommolt, P., & Trifunovic, A. (2019). KLF-1 orchestrates a xenobiotic detoxification program essential for longevity of mitochondrial mutants. *Nature Communications*, 10(1), 3323. <https://doi.org/10.1038/s41467-019-11275-w>
- [7] Schaar, C. E., Dues, D. J., Spielbauer, K. K., Machiela, E., Cooper, J. F., Senchuk, M.,

- Hekimi, S., & Van Raamsdonk, J. M. (2015). Mitochondrial and cytoplasmic ROS have opposing effects on lifespan. *PLoS Genetics*, *11*(2), e1004972. <https://doi.org/10.1371/journal.pgen.1004972>
- [8] Gusarov, I., Pani, B., Gautier, L., Smolentseva, O., Eremina, S., Shamovsky, I., Katkova-Zhukotskaya, O., Mironov, A., & Nudler, E. (2017). Glycogen controls *Caenorhabditis elegans* lifespan and resistance to oxidative stress. *Nature Communications*, *8*, 15868. <https://doi.org/10.1038/ncomms15868>
- [9] Xiong, L. G., Chen, Y. J., Tong, J. W., Gong, Y. S., Huang, J. A., & Liu, Z. H. (2018). Epigallocatechin-3-gallate promotes healthy lifespan through mitohormesis during early-to-mid adulthood in *Caenorhabditis elegans*. *Redox Biology*, *14*, 305–315. <https://doi.org/10.1016/j.redox.2017.09.019>
- [10] Lee, S. J., Hwang, A. B., & Kenyon, C. (2010). Inhibition of respiration extends *C. elegans* life span via reactive oxygen species that increase HIF-1 activity. *Current Biology*, *20*(23), 2131–2136. <https://doi.org/10.1016/j.cub.2010.10.057>
- [11] Hwang, A. B., Ryu, E. A., Artan, M., Chang, H. W., Kabir, M. H., Nam, H. J., Lee, D., Yang, J. S., Kim, S., Mair, W. B., Lee, C., Lee, S. S., & Lee, S. J. (2014). Feedback regulation via AMPK and HIF-1 mediates ROS-dependent longevity in *Caenorhabditis elegans*. *Proceedings of the National Academy of Sciences of the United States of America*, *111*(42), E4458–E4467. <https://doi.org/10.1073/pnas.1411199111>
- [12] Zhang, M., Li, Z., Gao, D., Gong, W., Gao, Y., & Zhang, C. (2020). Hydrogen extends *Caenorhabditis elegans* longevity by reducing reactive oxygen species. *PloS One*, *15*(4), e0231972. <https://doi.org/10.1371/journal.pone.0231972>
- [13] Yan, F., Chen, Y., Azat, R., & Zheng, X. (2017). Mulberry anthocyanin extract ameliorates oxidative damage in HepG2 cells and prolongs the lifespan of *Caenorhabditis elegans* through MAPK and Nrf2 pathways. *Oxidative Medicine and Cellular Longevity*, *2017*, 7956158. <https://doi.org/10.1155/2017/7956158>
- [14] Keaney, M., Matthijssens, F., Sharpe, M., Vanfleteren, J., & Gems, D. (2004). Superoxide dismutase mimetics elevate superoxide dismutase activity *in vivo* but do not retard aging in the nematode *Caenorhabditis elegans*. *Free Radical Biology & Medicine*, *37*(2), 239–250. <https://doi.org/10.1016/j.freeradbiomed.2004.04.005>
- [15] Guan, S., Li, P., Luo, J., Li, Y., Huang, L., Wang, G., Zhu, L., Fan, H., Li, W., & Wang, L. (2010). A deuterohemin peptide extends lifespan and increases stress resistance in *Caenorhabditis elegans*. *Free Radical Research*, *44*(7), 813–820. <https://doi.org/10.3109/10715762.2010.485991>
- [16] Dues, D. J., Schaar, C. E., Johnson, B. K., Bowman, M. J., Winn, M. E., Senchuk, M. M., & Van Raamsdonk, J. M. (2017). Uncoupling of oxidative stress resistance and lifespan in long-lived *isp-1* mitochondrial mutants in *Caenorhabditis elegans*. *Free Radical Biology & Medicine*, *108*, 362–373. <https://doi.org/10.1016/j.freeradbiomed.2017.04.004>
- [17] Artal-Sanz, M., & Tavernarakis, N. (2009). Prohibitin couples diapause signalling to

- mitochondrial metabolism during ageing in *C. elegans*. *Nature*, 461(7265), 793–797. <https://doi.org/10.1038/nature08466>
- [18] Princz, A., Pelisch, F., & Tavernarakis, N. (2020). SUMO promotes longevity and maintains mitochondrial homeostasis during ageing in *Caenorhabditis elegans*. *Scientific Reports*, 10(1), 15513. <https://doi.org/10.1038/s41598-020-72637-9>
- [19] Dues, D. J., Andrews, E. K., Schaar, C. E., Bergsma, A. L., Senchuk, M. M., & Van Raamsdonk, J. M. (2016). Aging causes decreased resistance to multiple stresses and a failure to activate specific stress response pathways. *Aging*, 8(4), 777–795. <https://doi.org/10.18632/aging.100939>
- [20] Xu, J., Guo, Y., Sui, T., Wang, Q., Zhang, Y., Zhang, R., Wang, M., Guan, S., & Wang, L. (2017). Molecular mechanisms of anti-oxidant and anti-aging effects induced by convallatoxin in *Caenorhabditis elegans*. *Free Radical Research*, 51(5), 529–544. <https://doi.org/10.1080/10715762.2017.1331037>
- [21] Cooper, J. F., Machiela, E., Dues, D. J., Spielbauer, K. K., Senchuk, M. M., & Van Raamsdonk, J. M. (2017). Activation of the mitochondrial unfolded protein response promotes longevity and dopamine neuron survival in Parkinson's disease models. *Scientific Reports*, 7(1), 16441. <https://doi.org/10.1038/s41598-017-16637-2>
- [22] Garcia, G., Bar-Ziv, R., Averbukh, M., Dasgupta, N., Dutta, N., Zhang, H., Fan, W., Moaddeli, D., Tsui, C. K., Castro Torres, T., Alcalá, A., Moehle, E. A., Hoang, S., Shalem, O., Adams, P. D., Thorwald, M. A., & Higuchi-Sanabria, R. (2023). Large-scale genetic screens identify BET-1 as a cytoskeleton regulator promoting actin function and life span. *Aging Cell*, 22(1), e13742. <https://doi.org/10.1111/ace1.13742>
- [23] Mouchiroud, L., Houtkooper, R. H., Moullan, N., Katsyuba, E., Ryu, D., Cantó, C., Mottis, A., Jo, Y. S., Viswanathan, M., Schoonjans, K., Guarente, L., & Auwerx, J. (2013). The NAD<sup>+</sup>/Sirtuin pathway modulates longevity through activation of mitochondrial UPR and FOXO signaling. *Cell*, 154(2), 430–441. <https://doi.org/10.1016/j.cell.2013.06.016>
- [24] Qian, H., Xu, X., & Niklason, L. E. (2015). PCH-2 regulates *Caenorhabditis elegans* lifespan. *Aging*, 7(1), 1–13. <https://doi.org/10.18632/aging.100713>
- [25] Van Raamsdonk, J. M., & Hekimi, S. (2009). Deletion of the mitochondrial superoxide dismutase *sod-2* extends lifespan in *Caenorhabditis elegans*. *PLoS Genetics*, 5(2), e1000361. <https://doi.org/10.1371/journal.pgen.1000361>
- [26] Ryu, D., Mouchiroud, L., Andreux, P. A., Katsyuba, E., Moullan, N., Nicolet-Dit-Félix, A. A., Williams, E. G., Jha, P., Lo Sasso, G., Huzard, D., Aebischer, P., Sandi, C., Rinsch, C., & Auwerx, J. (2016). Urolithin A induces mitophagy and prolongs lifespan in *C. elegans* and increases muscle function in rodents. *Nature Medicine*, 22(8), 879–888. <https://doi.org/10.1038/nm.4132>
- [27] Harris-Gauthier, N., Traa, A., AlOkda, A., Moldakozhayev, A., Anglas, U., Soo, S. K., & Van Raamsdonk, J. M. (2022). Mitochondrial thioredoxin system is required for enhanced stress resistance and extended longevity in long-lived mitochondrial mutants. *Redox*

- Biology*, 53, 102335. <https://doi.org/10.1016/j.redox.2022.102335>
- [28] Vatner, D. E., Zhang, J., Oydanich, M., Guers, J., Katsyuba, E., Yan, L., Sinclair, D., Auwerx, J., & Vatner, S. F. (2018). Enhanced longevity and metabolism by brown adipose tissue with disruption of the regulator of G protein signaling 14. *Aging Cell*, 17(4), e12751. <https://doi.org/10.1111/ace1.12751>
  - [29] Cooper, J. F., Spielbauer, K. K., Senchuk, M. M., Nadarajan, S., Colaiácovo, M. P., & Van Raamsdonk, J. M. (2018).  $\alpha$ -Synuclein expression from a single copy transgene increases sensitivity to stress and accelerates neuronal loss in genetic models of Parkinson's disease. *Experimental Neurology*, 310, 58–69. <https://doi.org/10.1016/j.expneurol.2018.09.001>
  - [30] Katsyuba, E., Mottis, A., Zietak, M., De Franco, F., van der Velpen, V., Gariani, K., Ryu, D., Cialabrini, L., Matilainen, O., Liscio, P., Giacchè, N., Stokar-Regenscheit, N., Legouis, D., de Seigneux, S., Ivanisevic, J., Raffaelli, N., Schoonjans, K., Pellicciari, R., & Auwerx, J. (2018). De novo NAD<sup>+</sup> synthesis enhances mitochondrial function and improves health. *Nature*, 563(7731), 354–359. <https://doi.org/10.1038/s41586-018-0645-6>
  - [31] Possik, E., Jalali, Z., Nouët, Y., Yan, M., Gingras, M. C., Schmeisser, K., Panaite, L., Dupuy, F., Kharitidi, D., Chotard, L., Jones, R. G., Hall, D. H., & Pause, A. (2014). Folliculin regulates AMPK-dependent autophagy and metabolic stress survival. *PLoS Genetics*, 10(4), e1004273. <https://doi.org/10.1371/journal.pgen.1004273>
  - [32] Shen, P., Yue, Y., Sun, Q., Kasireddy, N., Kim, K. H., & Park, Y. (2017). Piceatannol extends the lifespan of *Caenorhabditis elegans* via DAF-16. *BioFactors*, 43(3), 379–387. <https://doi.org/10.1002/biof.1346>
  - [33] Hahm, J. H., Kim, S., & Paik, Y. K. (2009). Endogenous cGMP regulates adult longevity via the insulin signaling pathway in *Caenorhabditis elegans*. *Aging Cell*, 8(4), 473–483. <https://doi.org/10.1111/j.1474-9726.2009.00495.x>
  - [34] Li, X., Li, J., Zhu, D., Zhang, N., Hao, X., Zhang, W., Zhang, Q., Liu, Y., Wu, X., & Tian, Y. (2022). Protein disulfide isomerase PDI-6 regulates Wnt secretion to coordinate inter-tissue UPRmt activation and lifespan extension in *C. elegans*. *Cell Reports*, 39(10), 110931. <https://doi.org/10.1016/j.celrep.2022.110931>
  - [35] Wan, Q. L., Fu, X., Dai, W., Yang, J., Luo, Z., Meng, X., Liu, X., Zhong, R., Yang, H., & Zhou, Q. (2020). Uric acid induces stress resistance and extends the life span through activating the stress response factor DAF-16/FOXO and SKN-1/NRF2. *Aging*, 12(3), 2840–2856. <https://doi.org/10.18632/aging.102781>
  - [36] Zhang, J., Xue, X., Qiao, Y., Li, D., Wei, Q., Zhang, F., & Qin, X. (2021). Astragaloside IV extends lifespan of *Caenorhabditis elegans* by improving age-related functional declines and triggering antioxidant responses. *Rejuvenation Research*, 24(2), 120–130. <https://doi.org/10.1089/rej.2020.2312>
  - [37] Tawo, R., Pokrzywa, W., Kevei, É., Akyuz, M. E., Balaji, V., Adrian, S., Höhfeld, J., & Hoppe, T. (2017). The ubiquitin ligase CHIP integrates proteostasis and aging by

- regulation of insulin receptor turnover. *Cell*, 169(3), 470–482.e13. <https://doi.org/10.1016/j.cell.2017.04.003>
- [38] Dilberger, B., Baumanns, S., Schmitt, F., Schmiedl, T., Hardt, M., Wenzel, U., & Eckert, G. P. (2019). Mitochondrial oxidative stress impairs energy metabolism and reduces stress resistance and longevity of *C. elegans*. *Oxidative Medicine and Cellular Longevity*, 2019, 6840540. <https://doi.org/10.1155/2019/6840540>
- [39] Kato, M., Kashem, M. A., & Cheng, C. (2016). An intestinal microRNA modulates the homeostatic adaptation to chronic oxidative stress in *C. elegans*. *Aging*, 8(9), 1979–2005. <https://doi.org/10.18632/aging.101029>
- [40] Zhou, B., Kreuzer, J., Kumsta, C., Wu, L., Kamer, K. J., Cedillo, L., Zhang, Y., Li, S., Kacergis, M. C., Webster, C. M., Fejes-Toth, G., Naray-Fejes-Toth, A., Das, S., Hansen, M., Haas, W., & Soukas, A. A. (2019). Mitochondrial permeability uncouples elevated autophagy and lifespan extension. *Cell*, 177(2), 299–314.e16. <https://doi.org/10.1016/j.cell.2019.02.013>
- [41] Yang, F., Gao, Y., Li, Z., Chen, L., Xia, Z., Xu, T., & Qin, Y. (2014). Mitochondrial EF4 links respiratory dysfunction and cytoplasmic translation in *Caenorhabditis elegans*. *Biochimica et Biophysica Acta*, 1837(10), 1674–1683. <https://doi.org/10.1016/j.bbabi.2014.05.353>
- [42] Deng, Y., Liu, H., Huang, Q., Tu, L., Hu, L., Zheng, B., Sun, H., Lu, D., Guo, C., & Zhou, L. (2022). Mechanism of longevity extension of *Caenorhabditis elegans* induced by *Schizophyllum commune* fermented supernatant with added Radix Puerariae. *Frontiers in Nutrition*, 9, 847064. <https://doi.org/10.3389/fnut.2022.847064>
- [43] Zarse, K., Schmeisser, S., Groth, M., Priebe, S., Beuster, G., Kuhlrow, D., Guthke, R., Platzer, M., Kahn, C. R., & Ristow, M. (2012). Impaired insulin/IGF1 signaling extends life span by promoting mitochondrial L-proline catabolism to induce a transient ROS signal. *Cell Metabolism*, 15(4), 451–465. <https://doi.org/10.1016/j.cmet.2012.02.013>
- [44] Urban, N., Tsitsipatis, D., Hausig, F., Kreuzer, K., Erler, K., Stein, V., Ristow, M., Steinbrenner, H., & Klotz, L. O. (2017). Non-linear impact of glutathione depletion on *C. elegans* life span and stress resistance. *Redox Biology*, 11, 502–515. <https://doi.org/10.1016/j.redox.2016.12.003>
- [45] Lin, C., Zhang, X., Su, Z., Xiao, J., Lv, M., Cao, Y., & Chen, Y. (2019). Carnosol improved lifespan and healthspan by promoting antioxidant capacity in *Caenorhabditis elegans*. *Oxidative Medicine and Cellular Longevity*, 2019, 5958043. <https://doi.org/10.1155/2019/5958043>
- [46] Bao, K., Liu, W., Song, Z., Feng, J., Mao, Z., Bao, L., Sun, T., Hu, Z., & Li, J. (2022). Crotamiton derivative JM03 extends lifespan and improves oxidative and hypertonic stress resistance in *Caenorhabditis elegans* via inhibiting OSM-9. *eLife*, 11, e72410. <https://doi.org/10.7554/eLife.72410>
- [47] Li, N., Li, X., Shi, Y. L., Gao, J. M., He, Y. Q., Li, F., Shi, J. S., & Gong, Q. H. (2021).

- Trilobatin, a component from *Lithocarpus polystachyus* Rehd., increases longevity in *C. elegans* through activating SKN1/SIRT3/DAF16 signaling pathway. *Frontiers in Pharmacology*, 12, 655045. <https://doi.org/10.3389/fphar.2021.655045>
- [48] Lin, C., Chen, Y., Lin, Y., Wang, X., Hu, L., Cao, Y., & Chen, Y. (2021). Antistress and anti-aging activities of *Caenorhabditis elegans* were enhanced by *Momordica saponin* extract. *European Journal of Nutrition*, 60(4), 1819–1832. <https://doi.org/10.1007/s00394-020-02338-6>
- [49] Zimmerman, S. M., & Kim, S. K. (2014). The GATA transcription factor/MTA-1 homolog *egr-1* promotes longevity and stress resistance in *Caenorhabditis elegans*. *Aging Cell*, 13(2), 329–339. <https://doi.org/10.1111/accel.12179>
- [50] Philipp, T. M., Gong, W., Köhnlein, K., Ohse, V. A., Müller, F. I., Prieb, J., Steinbrenner, H., & Klotz, L. O. (2022). SEMO-1, a novel methanethiol oxidase in *Caenorhabditis elegans*, is a pro-aging factor conferring selective stress resistance. *BioFactors*, 48(3), 699–706. <https://doi.org/10.1002/biof.1836>
- [51] Zarse, K., Jabin, S., & Ristow, M. (2012). L-Theanine extends lifespan of adult *Caenorhabditis elegans*. *European Journal of Nutrition*, 51(6), 765–768. <https://doi.org/10.1007/s00394-012-0341-5>
- [52] Aman, Y., Erinjeri, A. P., Tataridas-Pallas, N., Williams, R., Wellman, R., Chapman, H., & Labbadia, J. (2022). Loss of MTCH-1 suppresses age-related proteostasis collapse through the inhibition of programmed cell death factors. *Cell Reports*, 41(8), 111690. <https://doi.org/10.1016/j.celrep.2022.111690>
- [53] Walter, L., Baruah, A., Chang, H. W., Pace, H. M., & Lee, S. S. (2011). The homeobox protein CEH-23 mediates prolonged longevity in response to impaired mitochondrial electron transport chain in *C. elegans*. *PLoS Biology*, 9(6), e1001084. <https://doi.org/10.1371/journal.pbio.1001084>
- [54] Seo, K., Choi, E., Lee, D., Jeong, D. E., Jang, S. K., & Lee, S. J. (2013). Heat shock factor 1 mediates the longevity conferred by inhibition of TOR and insulin/IGF-1 signaling pathways in *C. elegans*. *Aging Cell*, 12(6), 1073–1081. <https://doi.org/10.1111/accel.12140>
- [55] Wei, Y., & Kenyon, C. (2016). Roles for ROS and hydrogen sulfide in the longevity response to germline loss in *Caenorhabditis elegans*. *Proceedings of the National Academy of Sciences of the United States of America*, 113(20), E2832–E2841. <https://doi.org/10.1073/pnas.1524727113>
- [56] Lu, M., Tan, L., Zhou, X. G., Yang, Z. L., Zhu, Q., Chen, J. N., Luo, H. R., & Wu, G. S. (2020). Secoisolariciresinol diglucoside delays the progression of aging-related diseases and extends the lifespan of *Caenorhabditis elegans* via DAF-16 and HSF-1. *Oxidative Medicine and Cellular Longevity*, 2020, 1293935. <https://doi.org/10.1155/2020/1293935>
- [57] Liu, Y., Lu, Y. Y., Huang, L., Shi, L., Zheng, Z. Y., Chen, J. N., Qu, Y., Xiao, H. T., Luo, H. R., & Wu, G. S. (2022). Para-hydroxybenzyl alcohol delays the progression of

- neurodegenerative diseases in models of *Caenorhabditis elegans* through activating multiple cellular protective pathways. *Oxidative Medicine and Cellular Longevity*, 2022, 8986287. <https://doi.org/10.1155/2022/8986287>
- [58] Roy, C., Molin, L., Alcolei, A., Solyga, M., Bonneau, B., Vachon, C., Bessereau, J. L., & Solari, F. (2022). DAF-2/insulin IGF-1 receptor regulates motility during aging by integrating opposite signaling from muscle and neuronal tissues. *Aging Cell*, 21(8), e13660. <https://doi.org/10.1111/acel.13660>
- [59] Kew, C., Huang, W., Fischer, J., Ganesan, R., Robinson, N., & Antebi, A. (2020). Evolutionarily conserved regulation of immunity by the splicing factor RNP-6/PUF60. *eLife*, 9, e57591. <https://doi.org/10.7554/eLife.57591>
- [60] Ranjan, M., Gruber, J., Ng, L. F., & Halliwell, B. (2013). Repression of the mitochondrial peroxiredoxin antioxidant system does not shorten life span but causes reduced fitness in *Caenorhabditis elegans*. *Free Radical Biology & Medicine*, 63, 381–389. <https://doi.org/10.1016/j.freeradbiomed.2013.05.025>
- [61] Admasu, T. D., Barardo, D., Ng, L. F., Batchu, K. C., Cazenave-Gassiot, A., Wenk, M. R., & Gruber, J. (2022). A small-molecule Psora-4 acts as a caloric restriction mimetic to promote longevity in *C. elegans*. *GeroScience*, 44(2), 1029–1046. <https://doi.org/10.1007/s11357-021-00374-6>
- [62] Park, S. K., Link, C. D., & Johnson, T. E. (2010). Life-span extension by dietary restriction is mediated by NLP-7 signaling and coelomocyte endocytosis in *C. elegans*. *FASEB Journal*, 24(2), 383–392. <https://doi.org/10.1096/fj.09-142984>
- [63] Wu, M., Kang, X., Wang, Q., Zhou, C., Mohan, C., & Peng, A. (2017). Regulator of G protein signaling-1 modulates paraquat-induced oxidative stress and longevity via the insulin like signaling pathway in *Caenorhabditis elegans*. *Toxicology Letters*, 273, 97–105. <https://doi.org/10.1016/j.toxlet.2017.03.027>
- [64] Huang, Q., Li, R., Yi, T., Cong, F., Wang, D., Deng, Z., & Zhao, Y. L. (2021). Phosphorothioate-DNA bacterial diet reduces the ROS levels in *C. elegans* while improving locomotion and longevity. *Communications Biology*, 4(1), 1335. <https://doi.org/10.1038/s42003-021-02863-y>
- [65] Doonan, R., McElwee, J. J., Matthijssens, F., Walker, G. A., Houthoofd, K., Back, P., Matscheski, A., Vanfleteren, J. R., & Gems, D. (2008). Against the oxidative damage theory of aging: superoxide dismutases protect against oxidative stress but have little or no effect on life span in *Caenorhabditis elegans*. *Genes & Development*, 22(23), 3236–3241. <https://doi.org/10.1101/gad.504808>
- [66] Kumar, S., Dietrich, N., & Kornfeld, K. (2016). Angiotensin converting enzyme (ACE) inhibitor extends *Caenorhabditis elegans* life span. *PLoS Genetics*, 12(2), e1005866. <https://doi.org/10.1371/journal.pgen.1005866>
- [67] Taylor, R. C., & Dillin, A. (2013). XBP-1 is a cell-nonautonomous regulator of stress resistance and longevity. *Cell*, 153(7), 1435–1447. <https://doi.org/10.1016/j.cell.>

2013.05.042

- [68] Warnhoff, K., Murphy, J. T., Kumar, S., Schneider, D. L., Peterson, M., Hsu, S., Guthrie, J., Robertson, J. D., & Kornfeld, K. (2014). The DAF-16 FOXO transcription factor regulates *nate-1* to modulate stress resistance in *Caenorhabditis elegans*, linking insulin/IGF-1 signaling to protein N-terminal acetylation. *PLoS Genetics*, *10*(10), e1004703. <https://doi.org/10.1371/journal.pgen.1004703>
- [69] Sun, M. L., Chen, X. Y., Cao, J. J., Cui, X. H., & Wang, H. B. (2021). *Polygonum multiflorum* Thunb extract extended the lifespan and healthspan of *Caenorhabditis elegans* via DAF-16/SIR-2.1/SKN-1. *Food & Function*, *12*(18), 8774–8786. <https://doi.org/10.1039/d1fo01908b>
- [70] Schulz, T. J., Zarse, K., Voigt, A., Urban, N., Birringer, M., & Ristow, M. (2007). Glucose restriction extends *Caenorhabditis elegans* life span by inducing mitochondrial respiration and increasing oxidative stress. *Cell Metabolism*, *6*(4), 280–293. <https://doi.org/10.1016/j.cmet.2007.08.011>
- [71] Mori, M. A., Raghavan, P., Thomou, T., Boucher, J., Robida-Stubbs, S., Macotela, Y., Russell, S. J., Kirkland, J. L., Blackwell, T. K., & Kahn, C. R. (2012). Role of microRNA processing in adipose tissue in stress defense and longevity. *Cell Metabolism*, *16*(3), 336–347. <https://doi.org/10.1016/j.cmet.2012.07.017>
- [72] Li, H., Yu, X., Li, C., Ma, L., Zhao, Z., Guan, S., & Wang, L. (2021). Caffeic acid protects against A $\beta$  toxicity and prolongs lifespan in *Caenorhabditis elegans* models. *Food & Function*, *12*(3), 1219–1231. <https://doi.org/10.1039/d0fo02784g>
- [73] Guo, K., Su, L., Wang, Y., Liu, H., Lin, J., Cheng, P., Yin, X., Liang, M., Wang, Q., & Huang, Z. (2020). Antioxidant and anti-aging effects of a sea cucumber protein hydrolyzate and bioinformatic characterization of its composing peptides. *Food & Function*, *11*(6), 5004–5016. <https://doi.org/10.1039/d0fo00560f>
- [74] Ke, J. P., Yu, J. Y., Gao, B., Hu, F. L., Xu, F. Q., Yao, G., & Bao, G. H. (2022). Two new catechins from Zijuan green tea enhance the fitness and lifespan of *Caenorhabditis elegans* via insulin-like signaling pathways. *Food & Function*, *13*(18), 9299–9310. <https://doi.org/10.1039/d2fo01795d>
- [75] Tharp, K. M., Higuchi-Sanabria, R., Timblin, G. A., Ford, B., Garzon-Coral, C., Schneider, C., Muncie, J. M., Stashko, C., Daniele, J. R., Moore, A. S., Frankino, P. A., Homentcovschi, S., Manoli, S. S., Shao, H., Richards, A. L., Chen, K. H., Hoeve, J. T., Ku, G. M., Hellerstein, M., Nomura, D. K., Saijo, K., Gestwicki, J., Dunn, A. R., Krogan, N. J., Swaney, D. L., Dillin, A., & Weaver, V. M. (2021). Adhesion-mediated mechanosignaling forces mitohormesis. *Cell Metabolism*, *33*(7), 1322–1341.e13. <https://doi.org/10.1016/j.cmet.2021.04.017>
- [76] Honda, Y., & Honda, S. (2002). Life span extensions associated with upregulation of gene expression of antioxidant enzymes in *Caenorhabditis elegans*; studies of mutation in the *age-1*, PI3 kinase homologue and short-term exposure to hyperoxia. *Journal of the*

- American Aging Association*, 25(1), 21–28. <https://doi.org/10.1007/s11357-002-0003-2>
- [77] Lim, H. J., Han, Y. T., Ahn, J. H., Jeon, Y. D., Jeon, H., & Cha, D. S. (2020). Longevity effects of hispidol in *Caenorhabditis elegans*. *BioFactors*, 46(6), 1041–1048. <https://doi.org/10.1002/biof.1695>
- [78] Kim, Y. S., Seo, H. W., Lee, M. H., Kim, D. K., Jeon, H., & Cha, D. S. (2014). Protocatechuic acid extends lifespan and increases stress resistance in *Caenorhabditis elegans*. *Archives of Pharmacal Research*, 37(2), 245–252. <https://doi.org/10.1007/s12272-013-0183-6>
- [79] Wang, Q., Huang, Y., Qin, C., Liang, M., Mao, X., Li, S., Zou, Y., Jia, W., Li, H., Ma, C. W., & Huang, Z. (2016). Bioactive peptides from *Angelica sinensis* protein hydrolyzate delay senescence in *Caenorhabditis elegans* through antioxidant activities. *Oxidative Medicine and Cellular Longevity*, 2016, 8956981. <https://doi.org/10.1155/2016/8956981>
- [80] Xiang, Y., Zhang, J., Li, H., Wang, Q., Xiao, L., Weng, H., Zhou, X., Ma, C. W., Ma, F., Hu, M., & Huang, Z. (2017). Epimedium polysaccharide alleviates polyglutamine-induced neurotoxicity in *Caenorhabditis elegans* by reducing oxidative stress. *Rejuvenation Research*, 20(1), 32–41. <https://doi.org/10.1089/rej.2016.1830>
- [81] Ruangchuay, S., Wang, Q. Q., Wang, L. Y., Lin, J., Wang, Y. C., Zhong, G. H., Maneenoon, K., Huang, Z. B., & Chusri, S. (2021). Antioxidant and antiaging effect of traditional Thai rejuvenation medicines in *Caenorhabditis elegans*. *Journal of Integrative Medicine*, 19(4), 362–373. <https://doi.org/10.1016/j.joim.2021.03.004>
- [82] Ghosh, B., Guidry, H. J., Johnston, M., & Bohnert, K. A. (2022). A fat-promoting botanical extract from *Artemisia scoparia* exerts geroprotective effects on *Caenorhabditis elegans* life span and stress resistance. *The Journals of Gerontology. Series A, Biological Sciences and Medical Sciences*, 77(6), 1112–1120. <https://doi.org/10.1093/gerona/glac040>
- [83] Zhong, G., Pan, W., Huang, Z., Guo, K., Hu, J., Liu, P., Chen, S., Wang, Y., Ai, L., & Huang, Z. (2021). Physicochemical and geroprotective comparison of *Nostoc sphaeroides* polysaccharides across colony growth stages and with derived oligosaccharides. *Journal of Applied Phycology*, 33(2), 939–952. <https://doi.org/10.1007/s10811-021-02383-6>
- [84] Kim, Y., & Sun, H. (2012). ASM-3 acid sphingomyelinase functions as a positive regulator of the DAF-2/AGE-1 signaling pathway and serves as a novel anti-aging target. *PloS One*, 7(9), e45890. <https://doi.org/10.1371/journal.pone.0045890>
- [85] Saier, C., Storbeck, S., Baier, S., Dietz, H. & Wätjen, W. (2020). Rosemary extract modulates stress resistance and accumulation of reactive oxygen species in the model organism *Caenorhabditis elegans*. *PharmaNutrition*, 14(2020): 100233. <https://doi.org/10.1016/j.phanu.2020.100233>
- [86] Cuong, V. T., Chen, W., Shi, J., Zhang, M., Yang, H., Wang, N., Yang, S., Li, J., Yang, P., & Fei, J. (2019). The anti-oxidation and anti-aging effects of *Ganoderma lucidum* in

- Caenorhabditis elegans*. *Experimental Gerontology*, 117, 99–105. <https://doi.org/10.1016/j.exger.2018.11.016>
- [87] Anderson, R. T., Bradley, T. A., & Smith, D. M. (2022). Hyperactivation of the proteasome in *Caenorhabditis elegans* protects against proteotoxic stress and extends lifespan. *The Journal of Biological Chemistry*, 102415. <https://doi.org/10.1016/j.jbc.2022.102415>
- [88] Chamoli, M., Singh, A., Malik, Y., & Mukhopadhyay, A. (2014). A novel kinase regulates dietary restriction-mediated longevity in *Caenorhabditis elegans*. *Aging Cell*, 13(4), 641–655. <https://doi.org/10.1111/accel.12218>
- [89] An, J. H., & Blackwell, T. K. (2003). SKN-1 links *C. elegans* mesendodermal specification to a conserved oxidative stress response. *Genes & Development*, 17(15), 1882–1893. <https://doi.org/10.1101/gad.1107803>
- [90] Jin, C., Li, J., Green, C. D., Yu, X., Tang, X., Han, D., Xian, B., Wang, D., Huang, X., Cao, X., Yan, Z., Hou, L., Liu, J., Shukeir, N., Khaitovich, P., Chen, C. D., Zhang, H., Jenuwein, T., & Han, J. D. (2011). Histone demethylase UTX-1 regulates *C. elegans* life span by targeting the insulin/IGF-1 signaling pathway. *Cell Metabolism*, 14(2), 161–172. <https://doi.org/10.1016/j.cmet.2011.07.001>
- [91] Budovskaya, Y. V., Wu, K., Southworth, L. K., Jiang, M., Tedesco, P., Johnson, T. E., & Kim, S. K. (2008). An *elt-3/elt-5/elt-6* GATA transcription circuit guides aging in *C. elegans*. *Cell*, 134(2), 291–303. <https://doi.org/10.1016/j.cell.2008.05.044>
- [92] Tullet, J. M. A., Green, J. W., Au, C., Benedetto, A., Thompson, M. A., Clark, E., Gilliat, A. F., Young, A., Schmeisser, K., & Gems, D. (2017). The SKN-1/Nrf2 transcription factor can protect against oxidative stress and increase lifespan in *C. elegans* by distinct mechanisms. *Aging Cell*, 16(5), 1191–1194. <https://doi.org/10.1111/accel.12627>

TABLE S2 Statistics for *C. elegans* survival assays under paraquat-induced oxidative stress. The survival time is the period that the wild-type nematodes pretreated with or without protein hydrolysate/AbaPep#07 were still alive after exposure to 50 mM paraquat. Related to [Figure 1b](#) and [1c](#).

| Repeat                      | Group   | Survival time (h) |                 |         | <i>p</i> value<br>(log-rank test) | Number of<br>nematodes |
|-----------------------------|---------|-------------------|-----------------|---------|-----------------------------------|------------------------|
|                             |         | Mean $\pm$ SD     | Median $\pm$ SD | Maximum |                                   |                        |
| Abalone protein hydrolysate |         |                   |                 |         |                                   |                        |
| #1                          | Control | 103.8 $\pm$ 2.0   | 107.3 $\pm$ 1.4 | 202.3   |                                   | 142                    |
|                             | 1 mg/mL | 115.2 $\pm$ 2.3   | 107.3 $\pm$ 2.1 | 215.0   | <0.001                            | 149                    |
|                             | 2 mg/mL | 126.6 $\pm$ 2.6   | 120.5 $\pm$ 2.7 | 215.0   | <0.001                            | 143                    |
|                             | 4 mg/mL | 135.5 $\pm$ 2.9   | 132.0 $\pm$ 2.9 | 228.0   | <0.001                            | 144                    |
| #2                          | Control | 116.3 $\pm$ 2.7   | 116.7 $\pm$ 3.7 | 200.5   |                                   | 124                    |
|                             | 1 mg/mL | 138.2 $\pm$ 3.2   | 138.8 $\pm$ 4.2 | 213.0   | <0.001                            | 114                    |
|                             | 2 mg/mL | 159.8 $\pm$ 4.0   | 165.0 $\pm$ 5.5 | 248.8   | <0.001                            | 115                    |
|                             | 4 mg/mL | 200.8 $\pm$ 4.7   | 200.5 $\pm$ 5.7 | 284.8   | <0.001                            | 128                    |
| #3                          | Control | 122.2 $\pm$ 1.9   | 126.2 $\pm$ 1.8 | 163.5   |                                   | 130                    |
|                             | 1 mg/mL | 137.7 $\pm$ 2.0   | 141.0 $\pm$ 2.9 | 190.0   | <0.001                            | 136                    |
|                             | 2 mg/mL | 141.7 $\pm$ 2.1   | 151.7 $\pm$ 3.0 | 200.2   | <0.001                            | 129                    |
|                             | 4 mg/mL | 160.6 $\pm$ 2.8   | 163.5 $\pm$ 2.8 | 239.0   | <0.001                            | 136                    |
| Abalone peptide AbaPep#07   |         |                   |                 |         |                                   |                        |
| #1                          | Control | 147.7 $\pm$ 1.7   | 151.0 $\pm$ 3.4 | 223.5   |                                   | 279                    |
|                             | 1 mM    | 198.6 $\pm$ 3.0   | 199.7 $\pm$ 1.7 | 320.6   | <0.001                            | 232                    |
|                             | 2 mM    | 196.6 $\pm$ 2.6   | 188.7 $\pm$ 3.5 | 308.3   | <0.001                            | 289                    |
| #2                          | Control | 135.8 $\pm$ 3.4   | 148.2 $\pm$ 6.7 | 194.8   |                                   | 138                    |
|                             | 1 mM    | 192.2 $\pm$ 3.0   | 194.8 $\pm$ 1.1 | 256.4   | <0.001                            | 151                    |
|                             | 2 mM    | 206.9 $\pm$ 3.0   | 208.7 $\pm$ 2.6 | 266.5   | <0.001                            | 166                    |
| #3                          | Control | 133.4 $\pm$ 2.0   | 136.0 $\pm$ 1.8 | 194.3   |                                   | 283                    |
|                             | 1 mM    | 168.5 $\pm$ 2.6   | 170.0 $\pm$ 2.1 | 303.3   | <0.001                            | 274                    |
|                             | 2 mM    | 184.5 $\pm$ 3.8   | 183.8 $\pm$ 3.3 | 327.2   | <0.001                            | 203                    |

TABLE S3 Peptides identified in abalone protein hydrolysate and tested for antioxidant capacity. The hydrolysate was subjected to activity-guided fractionation by ultrafiltration and gel filtration, and the peptide sequences in antioxidant fractions were identified by RP-nano-LC-MS/MS. After *in silico* analysis of the sequences for antioxidant potential using BIOPEP-UWM database, the peptides of interest were synthesized and tested for antioxidant activity using paraquat survival assay in *C. elegans*.

| ID        | Sequence          | MW (Da) | Antioxidant indicator <sup>*</sup> | ΔAUC% <sup>#</sup> |
|-----------|-------------------|---------|------------------------------------|--------------------|
| AbaPep#01 | NLWQVAAS          | 888.0   | LWQ; LW                            | 13.8%              |
| AbaPep#02 | TNLWQVAA          | 902.0   | LWQ; LW                            | 25.7%              |
| AbaPep#03 | TGTYADFM          | 905.0   | ADF; TY                            | 29.0%              |
| AbaPep#04 | IGVNIPWH          | 935.1   | PWH; PW                            | 15.8%              |
| AbaPep#05 | TNLWQVAAS         | 989.1   | LWQ; LW                            | 6.1%               |
| AbaPep#06 | AIGVNIPWH         | 1006.2  | PWH; PW                            | 30.0%              |
| AbaPep#07 | SETYELRK          | 1025.1  | EL; TY                             | 47.6%              |
| AbaPep#08 | TYADFMEAF         | 1094.2  | ADF; TY                            | 37.8%              |
| AbaPep#09 | KDLELAVISH        | 1124.3  | KD; EL                             | 8.7%               |
| AbaPep#10 | AIGVNIPWHK        | 1134.4  | PWH; PW                            | 33.3%              |
| AbaPep#11 | GTYADFMEAF        | 1151.2  | ADF; TY                            | 33.5%              |
| AbaPep#12 | TGTYADFMEAF       | 1252.3  | ADF; TY                            | 45.8%              |
| AbaPep#13 | TNLWQVAASIR       | 1258.4  | LWQ; IR; LW                        | 28.9%              |
| AbaPep#14 | ATNPLQSNPGTIR     | 1368.5  | IR; PLQ                            | 25.3%              |
| AbaPep#15 | DTGTYADFMEAFK     | 1495.6  | ADF; TY                            | 20.1%              |
| AbaPep#16 | VLAYEPVWAIGTGK    | 1503.8  | AY; VW                             | 5.0%               |
| AbaPep#17 | DVLPDYFEPWNR      | 1550.7  | PWN; PW                            | 21.0%              |
| AbaPep#18 | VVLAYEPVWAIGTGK   | 1602.9  | AY; VW                             | 15.2%              |
| AbaPep#19 | LADELKQEENYK      | 1607.7  | EL; LK                             | 24.5%              |
| AbaPep#20 | NFLVWVNEEDHLR     | 1670.8  | HL; VW                             | 10.9%              |
| AbaPep#21 | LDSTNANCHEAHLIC   | 1690.8  | HL; LY; AH                         | 3.7%               |
| AbaPep#22 | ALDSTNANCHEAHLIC  | 1761.9  | HL; LY; AH                         | 6.5%               |
| AbaPep#23 | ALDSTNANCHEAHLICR | 1918.1  | HL; LY; AH                         | 3.2%               |

<sup>\*</sup> Identified against a set of dipeptide and tripeptide antioxidant indicators in the BIOPEP-UWM database, which was used here for *in silico* analysis of peptide sequences.

<sup>#</sup> The relative change in area under the survival curve of *C. elegans* with *versus* without peptide treatment in paraquat survival assay, indicating a relative total survival gain or loss.

TABLE S4 Survival resilience of *C. elegans* to endogenous proteotoxic stress. Stress span is expressed as the area under the curve (AUC) of population survival curves of transgenic *C. elegans* expressing polyQ or A $\beta$  in body wall muscle cells. Life span is the AUC of population survival curves of wild-type or transgenic control *C. elegans* (without polyQ/A $\beta$  expression) in the references corresponding to the stress span. Survival resilience (S/L) is defined as the AUC ratio of stress span to life span.

| Strain                            | Stress span (AUC) | Life span (AUC) | Survival resilience (S/L) | Reference |
|-----------------------------------|-------------------|-----------------|---------------------------|-----------|
| PolyQ35 expressing strains        |                   |                 |                           |           |
| AM140                             | 1225              | 1638            | 0.748                     | [1]       |
|                                   | 1354              | 1702            | 0.796                     | [2]       |
|                                   | 1210              | 2150            | 0.563                     | [3]       |
|                                   | 1500              | 1780            | 0.843                     | [4]       |
| A $\beta$ 1-42 expressing strains |                   |                 |                           |           |
| GMC101                            | 890               | 1060            | 0.840                     | [5]       |
|                                   | 1280              | 1810            | 0.707                     | [6]       |
|                                   | 619               | 1465            | 0.423                     | [7]       |
| CL2006                            | 1175              | 2200            | 0.534                     | [8]       |
|                                   | 1563              | 2613            | 0.598                     | [9]       |
|                                   | 1175              | 1550            | 0.758                     | [10]      |
|                                   | 1690              | 2090            | 0.809                     | [11]      |
|                                   | 1330              | 2280            | 0.583                     | [12]      |
|                                   | 1240              | 1610            | 0.770                     | [13]      |
| CL2120                            | 1100              | 1540            | 0.714                     | [13]      |

References for Table S4:

- [1] Gatrell, L., Wilkins, W., Rana, P., & Farris, M. (2020). Glucose effects on polyglutamine-induced proteotoxic stress in *Caenorhabditis elegans*. *Biochemical and Biophysical Research Communications*, 522(3), 709–715. <https://doi.org/10.1016/j.bbrc.2019.11.159>
- [2] Haldimann, P., Muriset, M., Vigh, L., & Goloubinoff, P. (2011). The novel hydroxylamine derivative NG-094 suppresses polyglutamine protein toxicity in *Caenorhabditis elegans*. *Journal of Biological Chemistry*, 286(21), 18784–18794. <https://doi.org/10.1074/jbc.M111.234773>
- [3] Lin, C., Zhang, X., Zhuang, C., Lin, Y., Cao, Y., & Chen, Y. (2020). Healthspan improvements in *Caenorhabditis elegans* with traditional Chinese herbal tea. *Oxidative Medicine and Cellular Longevity*, 2020, 4057841. <https://doi.org/10.1155/2020/4057841>
- [4] Ma, X., Li, J., Cui, X., Li, F., & Wang, Z. (2019). Dietary supplementation with peptides

- from sesame cake protect *Caenorhabditis elegans* from polyglutamine-induced toxicity. *Journal of Functional Foods*, 54, 199–210. <https://doi.org/10.1016/j.jff.2019.01.002>
- [5] Huang, L., Luo, Y., Pu, Z., Kong, X., Fu, X., Xing, H., Wei, S., Chen, W., & Tang, H. (2017). Oxoisoaporphine alkaloid derivative 8-1 reduces A $\beta$ 1-42 secretion and toxicity in human cell and *Caenorhabditis elegans* models of Alzheimer's disease. *Neurochemistry International*, 108, 157–168. <https://doi.org/10.1016/j.neuint.2017.03.007>
- [6] Huang, J., Chen, S., Hu, L., Niu, H., Sun, Q., Li, W., Tan, G., Li, J., Jin, L., Lyu, J., & Zhou, H. (2018). Mitoferrin-1 is involved in the progression of Alzheimer's disease through targeting mitochondrial iron metabolism in a *Caenorhabditis elegans* model of Alzheimer's disease. *Neuroscience*, 385, 90–101. <https://doi.org/10.1016/j.neuroscience.2018.06.011>
- [7] Lima, T. I., Laurila, P. P., Wohlwend, M., Morel, J. D., Goeminne, L. J. E., Li, H., Romani, M., Li, X., Oh, C. M., Park, D., Rodríguez-López, S., Ivanisevic, J., Gallart-Ayala, H., Crisol, B., Delort, F., Batonnet-Pichon, S., Silveira, L. R., Sankabattula Pavani Veera Venkata, L., Padala, A. K., Jain, S., ... Auwerx, J. (2023). Inhibiting de novo ceramide synthesis restores mitochondrial and protein homeostasis in muscle aging. *Science Translational Medicine*, 15(696), eade6509. <https://doi.org/10.1126/scitranslmed.ade6509>
- [8] Ai, L., Yang, F., Song, J., Chen, Y., Xiao, L., Wang, Q., Wang, L., Li, H., Lei, T., & Huang, Z. (2018). Inhibition of Abeta proteotoxicity by paeoniflorin in *Caenorhabditis elegans* through regulation of oxidative and heat shock stress responses. *Rejuvenation Research*, 21(4), 304–312. <https://doi.org/10.1089/rej.2017.1966>
- [9] Lin, S., Wei, L., Ping, Y., Xia, L., & Xiao, S. (2018). Upregulated BMP6 pathway involved in the pathogenesis of A $\beta$  toxicity *in vivo*. *Neuroscience Letters*, 664, 152–159. <https://doi.org/10.1016/j.neulet.2017.11.022>
- [10] Xiao, Y., Zhang, H., Sheng, Y., Liu, F., Gao, J., Liu, G., Li, S., Jiang, N., Yu, C. & Liu, Y. (2022). Usnic acid extends healthspan and improves the neurodegeneration diseases via mTOR/PHA-4 signaling pathway in *Caenorhabditis elegans*. *iScience*, 25(12), 105539. <https://doi.org/10.1016/j.isci.2022.105539>
- [11] Tan, L., Zheng, Z. Y., Huang, L., Jin, Z., Li, S. L., Wu, G. S., & Luo, H. R. (2022). Flavonol glycoside complanatoside A requires FOXO/DAF-16, NRF2/SKN-1, and HSF-1 to improve stress resistances and extend the life span of *Caenorhabditis elegans*. *Frontiers in Pharmacology*, 13, 931886. <https://doi.org/10.3389/fphar.2022.931886>
- [12] Frandsen, J., Choi, S. R., & Narayanasamy, P. (2020). Neural glyoxalase pathway enhancement by morin derivatives in an Alzheimer's disease model. *ACS Chemical Neuroscience*, 11(3), 356–366. <https://doi.org/10.1021/acscchemneuro.9b00566>
- [13] Cogliati, S., Clementi, V., Francisco, M., Crespo, C., Argañaraz, F., & Grau, R. (2020). *Bacillus subtilis* delays neurodegeneration and behavioral impairment in the Alzheimer's disease model *Caenorhabditis elegans*. *Journal of Alzheimer's Disease*, 73(3), 1035–1052. <https://doi.org/10.3233/JAD-190837>

TABLE S5 Statistics for *C. elegans* life span assays. Life span is the days of adulthood of wild-type nematodes treated with the indicated concentrations of AbaPep#07 from L4 stage. Related to [Figure 3a](#).

| Repeat | Group   | Life span (days of adulthood) |                 |         | <i>p</i> value<br>(log-rank test) | Number of<br>nematodes |
|--------|---------|-------------------------------|-----------------|---------|-----------------------------------|------------------------|
|        |         | Mean $\pm$ SD                 | Median $\pm$ SD | Maximum |                                   |                        |
| #1     | Control | 19.4 $\pm$ 0.6                | 20.0 $\pm$ 0.4  | 38.0    |                                   | 106                    |
|        | 1 mM    | 21.8 $\pm$ 0.7                | 22.0 $\pm$ 0.8  | 40.0    | 0.004                             | 111                    |
|        | 2 mM    | 23.9 $\pm$ 0.7                | 22.0 $\pm$ 0.7  | 40.0    | <0.001                            | 120                    |
| #2     | Control | 18.8 $\pm$ 0.6                | 18.0 $\pm$ 0.7  | 36.0    |                                   | 133                    |
|        | 1 mM    | 20.0 $\pm$ 0.7                | 18.0 $\pm$ 0.7  | 42.0    | 0.175                             | 116                    |
|        | 2 mM    | 22.0 $\pm$ 0.7                | 20.0 $\pm$ 0.6  | 44.0    | 0.001                             | 131                    |
| #3     | Control | 17.1 $\pm$ 0.6                | 16.0 $\pm$ 0.8  | 34.0    |                                   | 120                    |
|        | 1 mM    | 20.4 $\pm$ 0.6                | 20.0 $\pm$ 0.7  | 40.0    | <0.001                            | 128                    |
|        | 2 mM    | 23.8 $\pm$ 0.9                | 24.0 $\pm$ 1.6  | 42.0    | <0.001                            | 113                    |

TABLE S6 Statistics for survival assays of mutant *C. elegans* under paraquat-induced oxidative stress. The survival time is the period that the nematodes pretreated with or without AbaPep#07 were still alive after exposure to 50 mM paraquat. The data for *skn-1(zu67)* (strain EU1) and *pmk-1(km25)* (strain KU25) mutants are related to [Figure 4c](#) (top panel) and [Figure S7](#), respectively.

| Repeat                             | Group   | Survival time (h) |                 |         | <i>p</i> value<br>(log-rank test) | Number of<br>nematodes |
|------------------------------------|---------|-------------------|-----------------|---------|-----------------------------------|------------------------|
|                                    |         | Mean $\pm$ SD     | Median $\pm$ SD | Maximum |                                   |                        |
| Strain EU1 ( <i>skn-1</i> mutant)  |         |                   |                 |         |                                   |                        |
| #1                                 | Control | 70.0 $\pm$ 1.1    | 65.0 $\pm$ 3.7  | 119.0   |                                   | 137                    |
|                                    | 1 mM    | 68.9 $\pm$ 1.8    | 65.0 $\pm$ 2.5  | 119.0   | 0.505                             | 155                    |
|                                    | 2 mM    | 71.2 $\pm$ 2.0    | 65.0 $\pm$ 2.9  | 119.0   | 0.548                             | 158                    |
| #2                                 | Control | 53.4 $\pm$ 2.5    | 53.2 $\pm$ 5.0  | 113.0   |                                   | 112                    |
|                                    | 1 mM    | 53.5 $\pm$ 2.4    | 65.2 $\pm$ 3.3  | 113.0   | 0.649                             | 105                    |
|                                    | 2 mM    | 51.0 $\pm$ 2.3    | 47.1 $\pm$ 4.0  | 113.0   | 0.349                             | 114                    |
| #3                                 | Control | 61.4 $\pm$ 2.0    | 54.7 $\pm$ 2.7  | 103.0   |                                   | 116                    |
|                                    | 1 mM    | 55.2 $\pm$ 2.3    | 54.7 $\pm$ 3.1  | 103.0   | 0.191                             | 126                    |
|                                    | 2 mM    | 59.2 $\pm$ 2.3    | 54.7 $\pm$ 3.3  | 103.0   | 0.894                             | 112                    |
| Strain KU25 ( <i>pmk-1</i> mutant) |         |                   |                 |         |                                   |                        |
| #1                                 | Control | 56.2 $\pm$ 1.5    | 52.3 $\pm$ 1.8  | 89.3    |                                   | 110                    |
|                                    | 1 mM    | 54.5 $\pm$ 1.3    | 52.3 $\pm$ 1.5  | 89.3    | 0.251                             | 118                    |
|                                    | 2 mM    | 58.6 $\pm$ 1.9    | 52.3 $\pm$ 2.7  | 101.3   | 0.109                             | 102                    |
| #2                                 | Control | 52.7 $\pm$ 2.0    | 53.2 $\pm$ 4.0  | 88.8    |                                   | 140                    |
|                                    | 1 mM    | 53.1 $\pm$ 1.9    | 53.2 $\pm$ 3.6  | 88.8    | 0.964                             | 147                    |
|                                    | 2 mM    | 55.0 $\pm$ 1.8    | 53.2 $\pm$ 3.5  | 88.8    | 0.658                             | 148                    |
| #3                                 | Control | 50.1 $\pm$ 2.3    | 42.5 $\pm$ 2.8  | 103.0   |                                   | 113                    |
|                                    | 1 mM    | 48.2 $\pm$ 2.2    | 54.7 $\pm$ 4.6  | 103.0   | 0.723                             | 123                    |
|                                    | 2 mM    | 45.7 $\pm$ 2.0    | 42.5 $\pm$ 3.1  | 103.0   | 0.106                             | 124                    |

TABLE S7 List of differentially expressed genes. Differentially expressed genes (DEGs) regulated by AbaPep#07 in day 10 wild-type *C. elegans*. 

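Table S7 holds the 653 genes past both thresholds, with their read counts, FPKM and TPM in the 2 libraries, the log2 ratio, the p-value and FDR of PossionDis, a functional group assigned by the authors, and the SKN-1 entries. A gene may be in more than 1 group, as *acdh-1* is. Other groups in the table include stress response, with 22 genes higher and 23 lower, and cuticle, with 3 higher and 46 lower. By the paper's entries, 144 genes have a match to TTDTCATC and 128 to WWTRTCAT, 232 (35.5%) have either motif, and 167 have a reference. A log2 ratio was computed from FPKM with 0.01 in place of 0, so that the ratio of a gene with 0 reads in 1 library depends on that substitute value and on the gene's length.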

Related to [Figure 5](#) and [Figure 6](#).

See separate Excel file for details.

TABLE S8 References for SKN-1-targeted genes. Related to [Figure 6b](#).

| Number | Reference                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|--------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| R1     | Oliveira, R. P., Porter Abate, J., Dilks, K., Landis, J., Ashraf, J., Murphy, C. T., & Blackwell, T. K. (2009). Condition-adapted stress and longevity gene regulation by <i>Caenorhabditis elegans</i> SKN-1/Nrf. <i>Aging Cell</i> , 8(5), 524–541. <a href="https://doi.org/10.1111/j.1474-9726.2009.00501.x">https://doi.org/10.1111/j.1474-9726.2009.00501.x</a>                                                                                                                                        |
| R2     | Rizki, G., Picard, C. L., Pereyra, C., & Lee, S. S. (2012). Host cell factor 1 inhibits SKN-1 to modulate oxidative stress responses in <i>Caenorhabditis elegans</i> . <i>Aging Cell</i> , 11(4), 717–721. <a href="https://doi.org/10.1111/j.1474-9726.2012.00831.x">https://doi.org/10.1111/j.1474-9726.2012.00831.x</a>                                                                                                                                                                                  |
| R3     | Mark, K. A., Dumas, K. J., Bhaumik, D., Schilling, B., Davis, S., Oron, T. R., Sorensen, D. J., Lucanic, M., Brem, R. B., Melov, S., Ramanathan, A., Gibson, B. W., & Lithgow, G. J. (2016). Vitamin D promotes protein homeostasis and longevity via the stress response pathway genes <i>skn-1</i> , <i>ire-1</i> , and <i>xbp-1</i> . <i>Cell Reports</i> , 17(5), 1227–1237. <a href="https://doi.org/10.1016/j.celrep.2016.09.086">https://doi.org/10.1016/j.celrep.2016.09.086</a>                     |
| R4     | Nhan, J. D., Turner, C. D., Anderson, S. M., Yen, C. A., Dalton, H. M., Cheesman, H. K., Ruter, D. L., Uma Naresh, N., Haynes, C. M., Soukas, A. A., Pukkila-Worley, R., & Curran, S. P. (2019). Redirection of SKN-1 abates the negative metabolic outcomes of a perceived pathogen infection. <i>Proceedings of the National Academy of Sciences of the United States of America</i> , 116(44), 22322–22330. <a href="https://doi.org/10.1073/pnas.1909666116">https://doi.org/10.1073/pnas.1909666116</a> |
| R5     | Ewald, C. Y., Landis, J. N., Porter Abate, J., Murphy, C. T., & Blackwell, T. K. (2015). Dauer-independent insulin/IGF-1-signalling implicates collagen remodelling in longevity. <i>Nature</i> , 519(7541), 97–101. <a href="https://doi.org/10.1038/nature14021">https://doi.org/10.1038/nature14021</a>                                                                                                                                                                                                   |
| R6     | Park, S. K., Tedesco, P. M., & Johnson, T. E. (2009). Oxidative stress and longevity in <i>Caenorhabditis elegans</i> as mediated by SKN-1. <i>Aging Cell</i> , 8(3), 258–269. <a href="https://doi.org/10.1111/j.1474-9726.2009.00473.x">https://doi.org/10.1111/j.1474-9726.2009.00473.x</a>                                                                                                                                                                                                               |
| R7     | Glover-Cutter, K. M., Lin, S., & Blackwell, T. K. (2013). Integration of the unfolded protein and oxidative stress responses through SKN-1/Nrf. <i>PLoS Genetics</i> , 9(9), e1003701. <a href="https://doi.org/10.1371/journal.pgen.1003701">https://doi.org/10.1371/journal.pgen.1003701</a>                                                                                                                                                                                                               |
| R8     | Keshet, A., Mertenskötter, A., Winter, S. A., Brinkmann, V., Dölling, R., & Paul, R. J. (2017). PMK-1 p38 MAPK promotes cadmium stress resistance, the expression of SKN-1/Nrf and DAF-16 target genes, and protein biosynthesis in <i>Caenorhabditis elegans</i> . <i>Molecular Genetics and Genomics</i> , 292(6), 1341–1361. <a href="https://doi.org/10.1007/s00438-017-1351-z">https://doi.org/10.1007/s00438-017-1351-z</a>                                                                            |

TABLE S9 List of primers used for quantitative real-time PCR analysis.

| Gene            | Primer type | Sequence (5'→3')          | Reference |
|-----------------|-------------|---------------------------|-----------|
| <i>acdH-1</i>   | Forward     | GCAAATGCAGATCCTAGCC       | [1]       |
|                 | Reverse     | GTTTGTCTTCCTCCTTATCTACAG  |           |
| <i>hphd-1</i>   | Forward     | GATATTCCGAACAATGCCAG      | [1]       |
|                 | Reverse     | TCCAAAGTCTCGCATATAACC     |           |
| <i>pgp-5</i>    | Forward     | ATCCGGTCTGTTGGACTCTTGG    | [2]       |
|                 | Reverse     | TACCGTTCAACTTCTTGCTGCTG   |           |
| <i>pgp-7</i>    | Forward     | TGCTGCTACCGAAACGTCTATCC   | [2]       |
|                 | Reverse     | CCAACGCTTCAATCGCAGTTC     |           |
| <i>fmo-2</i>    | Forward     | ATAATGAACACGCGTTTCTTC     | [3]       |
|                 | Reverse     | GATGTTTGGCTTGATTCTGA      |           |
| <i>cyp-35B2</i> | Forward     | TCTCGCAAGATCAGAATTGT      | [4]       |
|                 | Reverse     | ACGATCCATGTGGTCTGATA      |           |
| <i>ugt-26</i>   | Forward     | AGGATTTTCAGCTCAGTTCCTACTC | [5]       |
|                 | Reverse     | GGCGAGACTTGCTTTTGTTT      |           |
| <i>ugt-29</i>   | Forward     | TATATGCCAAAGAAATGGAGAAAC  | [6]       |
|                 | Reverse     | CGAATACTGATAGTCGGGGATC    |           |
| <i>irg-5</i>    | Forward     | TCTTACTCTCCTGAACTTGTACC   | [7]       |
|                 | Reverse     | TCGTACTTCTTCACCGCAG       |           |
| <i>clcc-265</i> | Forward     | AACTTTGCAGTTGGAGAACC      | [8]       |
|                 | Reverse     | CTGAGCATACCAGTATCCGT      |           |
| <i>act-1</i>    | Forward     | CTCTTGCCCCATCAACCATG      | [1]       |
|                 | Reverse     | CTTGCTTGGAGATCCACATC      |           |

References for Table S9:

- [1] Watson, E., Olin-Sandoval, V., Hoy, M. J., Li, C. H., Louisse, T., Yao, V., Mori, A., Holdorf, A. D., Troyanskaya, O. G., Ralser, M., & Walhout, A. J. (2016). Metabolic network rewiring of propionate flux compensates vitamin B12 deficiency in *C. elegans*. *eLife*, 5, e17670. <https://doi.org/10.7554/eLife.17670>
- [2] Guerrero, G. A., Derisbourg, M. J., Mayr, F. A., Wester, L. E., Giorda, M., Dinort, J. E., Hartman, M. D., Schilling, K., Alonso-De Gennaro, M. J., Lu, R. J., Benayoun, B. A., & Denzel, M. S. (2021). NHR-8 and P-glycoproteins uncouple xenobiotic resistance from longevity in chemosensory *C. elegans* mutants. *eLife*, 10, e53174. <https://doi.org/10.7554/eLife.53174>
- [3] Wani, K. A., Goswamy, D., Taubert, S., Ratnappan, R., Ghazi, A., & Irazoqui, J. E. (2021).

- NHR-49/PPAR- $\alpha$  and HLH-30/TFEB cooperate for *C. elegans* host defense via a flavin-containing monooxygenase. *eLife*, 10, e62775. <https://doi.org/10.7554/eLife.62775>
- [4] Peltonen, J., Aarnio, V., Heikkinen, L., Lakso, M., & Wong, G. (2013). Chronic ethanol exposure increases cytochrome P-450 and decreases activated in blocked unfolded protein response gene family transcripts in *Caenorhabditis elegans*. *Journal of Biochemical and Molecular Toxicology*, 27(3), 219–228. <https://doi.org/10.1002/jbt.21473>
- [5] Kato, M., Kashem, M. A., & Cheng, C. (2016). An intestinal microRNA modulates the homeostatic adaptation to chronic oxidative stress in *C. elegans*. *Aging*, 8(9), 1979–2005. <https://doi.org/10.18632/aging.101029>
- [6] Wong, R. R., Kong, C., Lee, S. H., & Nathan, S. (2016). Detection of Burkholderia pseudomallei toxin-mediated inhibition of protein synthesis using a *Caenorhabditis elegans* ugt-29 biosensor. *Scientific Reports*, 6, 27475. <https://doi.org/10.1038/srep27475>
- [7] Amrit, F. R. G., Naim, N., Ratnappan, R., Loose, J., Mason, C., Steenberge, L., McClendon, B. T., Wang, G., Driscoll, M., Yanowitz, J. L., & Ghazi, A. (2019). The longevity-promoting factor, TCER-1, widely represses stress resistance and innate immunity. *Nature Communications*, 10(1), 3042. <https://doi.org/10.1038/s41467-019-10759-z>
- [8] Wu, Z., Isik, M., Moroz, N., Steinbaugh, M. J., Zhang, P., & Blackwell, T. K. (2019). Dietary restriction extends lifespan through metabolic regulation of innate immunity. *Cell Metabolism*, 29(5), 1192–1205.e8. <https://doi.org/10.1016/j.cmet.2019.02.013>

How the deposited data were processed for this re-analysis (not part of the article)

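RNA of whole wild-type *C. elegans* at Day 10 of adulthood was measured in 2 libraries, 1 of untreated nematodes (Control) and 1 of nematodes given 2 mM AbaPep#07 from L4. The conditions were taken from the sample labels and the paper's methods, which name the same groups. Both libraries were mapped to a condition, and 0 columns of values per sample were left unused.

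The authors cleaned the reads with SOAPnuke (v1.5.2), aligned them to the coding gene set with Bowtie2 (v2.2.5) and estimated expression with RSEM (v1.2.12), naming WBcel235 as the genome build. Their deposited table holds estimated counts of reads per gene without normalization, which RSEM divides among genes of similar sequence. It also holds FPKM and TPM values made by the authors and rounded to 2 decimals. The deposited log2 ratio is that of the FPKM values with 0.01 in place of 0, which was checked to within 4.9e-07 for all genes. The deposited p-value is that of PossionDis. The deposited FDR is not held to 1, as 885 genes have values above it and the largest is 1.02, so its unit was treated as a number of its own and the FDR was recomputed.

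The test of the 2 read counts of a gene is the one the paper's methods name, after Audic and Claverie. It was computed on counts rounded down to whole reads, with the lower tail including the observed count and the upper tail excluding it. The methods do not give this form of the tails, which was worked out from the p-values of Table S7. Benjamini-Hochberg adjustment covered 18510 genes, and a gene was called differentially expressed at an FDR of 0.05 or less and an FPKM ratio of at least 2 or at most 0.5. The quasi-likelihood test of edgeR and DESeq2 need replicates and could not be fitted with 1 library per condition. Their scaling factors were computed on counts rounded to the nearest whole read, with edgeR 4.0.16 and DESeq2 1.42.0 in R 4.3.3. The TMM factors were 1.004 and 0.996 and the DESeq2 size factors 1.004 and 0.996 for Control and AbaPep#07. The rest was computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

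Precision comes from counting alone. A ratio of reads has an exact 95% interval from the binomial split of the reads between the libraries, and the median over a family or list has an interval from 1000 Poisson draws of its counts. A count of 0 was read as up to 3 reads. No p-value is given across genes, since genes are not replicates. A family or list is described by the percentile of its median, or of its number of calls, among 10000 lists in which each gene was replaced by 1 of the 200 genes nearest to it in reads. Families were taken from the annotation in the deposited table, and the groups of genes under immune defense, lipid metabolism and detoxification from Table S7.

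The genes named in the text were fixed before the data were examined, as were the tests and the alternatives in the section on processing. They are the genes that the paper names in its transcriptome results and discussion or shows in Figure 6a to c and Figure S9b, the 5 genes of highest and the 5 of lowest FPKM ratio among differentially expressed genes with at least 100 reads, the members of preset lists that are past 2-fold, and *nhr-10*, *nhr-68*, *skn-1* and *daf-16*. The values of the paper's genes in Table S7 had been seen when this rule was written. The preset lists cover canonical SKN-1 targets, canonical DAF-16 targets, the methionine cycle, the canonical propionate pathway, yolk proteins, sperm, oocytes, early embryos, moulting and reference genes. Other genes named below, among them collagen and heat-shock genes, were chosen after their values were seen.

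Alternatives covered the form of the tails, the unit of the ratio (reads scaled by the library total, or TPM), TMM and DESeq2 scaling, a minimum of 20 reads, 1 FPKM added to both values, Bonferroni adjustment, and edgeR's exact test with an assumed biological coefficient of variation of 0.1, 0.2 or 0.4. The calls by the recomputed PossionDis test and by edgeR's exact test with a coefficient of 0.2 were tested on simulated counts with 200 changed genes. The test of edgeR with a coefficient of 0.2 recovered 199 of 200 genes changed 8-fold and called 9 unchanged genes when the simulated counts varied by that coefficient, with 18510 genes tested. Its changed genes were drawn from genes of higher read count, and the FDR threshold alone was applied. Positions came from the RefSeq annotation of WBcel235, in which 18505 of the gene identifiers (99.97%) were found. The search of upstream regions for SKN-1 motifs was not repeated, because a genome sequence was not used here, and sites are those of Table S7. The transcripts of *pmk-1* and *msp-74* were not analysed here, and *Y45F10D.4* was matched under the name *iscu-1*.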

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

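All tests in this part were chosen after the ratios were seen.

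Among the 5 genes of highest FPKM ratio with at least 100 reads, the paper discusses *acdh-1* only. The other genes show a signal in the AbaPep#07 library far above the Control library. Their log2 ratios were 9.07 for C55B7.3, 7.00 for *vmo-1*, 6.55 for *folt-2* and 5.58 for C23H5.8. In reads they went from 51.7 to 27775, from 1 to 129, from 41 to 3834 and from 121 to 5577.

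Scaling between the libraries is argued against, since the smallest ratio of these genes under any scaling was 46.5. An exchange of the library labels is argued against by the paper's quantitative PCR on 3 independent experiments, read by eye from Fig. 6c. Of the 10 genes measured, all chosen as higher in the library labelled AbaPep#07, 8 were higher with AbaPep#07 in the PCR by more than the SEM and 0 lower, where exchanged labels would make them fall. Reads divided between near-identical genes left no sign at *folt-2* and *vmo-1*, as both genes (2 of 2) have whole read counts in both libraries. Shared reads given almost wholly to 1 gene would leave no fraction either, so whole counts do not exclude them. For C55B7.3 a division of reads cannot be told apart from a true rise. Its neighbour *acdh-1* rose too, and the deposited totals do not show how many reads were divided. For C23H5.8 the Control count is whole (121), and 3 genes have a fraction that completes its AbaPep#07 count. Summed with 1 of these, the reads went from 121 to 5581 (C33F10.4 or *che-6*) or from 418 to 5871 (*nth-1*). Division with any 1 of them is thus argued against as the source of its rise. Division among several genes at once is not covered. Variation between cultures of the same condition also stays open. All 4 genes were past the thresholds even with an assumed coefficient of variation of 0.4, but 1 library per condition holds no measure of the true variation, and a single unusual culture could give the same values. A response to AbaPep#07, the condition that the design varies, is among the open explanations and was not tested further.

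In the annotation used here C55B7.3 lies 417 bp downstream of *acdh-1* on the same strand. The genes rose by nearly the same FPKM ratio. The length behind the authors' FPKM of C55B7.3 seems to exceed its annotated transcript of 1139 bases. In the AbaPep#07 library it had 27775 reads at 586 FPKM. There *folt-2*, with a longer transcript of 1647 bases, had fewer reads per FPKM (3834 at 146). The authors' model of C55B7.3 may thus differ from the annotation, and an overlap with *acdh-1* is not excluded. Transcripts of *acdh-1* that run on past its end could be counted as C55B7.3, and this cannot be told apart from a rise of C55B7.3 itself. C55B7.3 had 1.57 times the FPKM of *acdh-1* in the AbaPep#07 library, but reads are divided between these genes, since their fractions add up to whole reads in both libraries (71 and 35008), and the division sets that value in part. A regulatory response shared by the neighbours stays open and was not tested.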

How the results depend on the processing

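All alternatives in this part are those set beforehand, apart from the division of the cuticle genes at 1000 reads, which was chosen after seeing the data, as was the comparison of family counts with random lists with 1 FPKM added. No paired analysis was possible because each condition has 1 library. For the same reason no library can be left out in turn and no other split of the samples exists.

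With both tails including the observed count, reads scaled by the library total, TPM, TMM factors, DESeq2 size factors or a minimum of 20 reads, the number of genes called higher stayed between 341 and 432 and the number called lower between 240 and 265. At least 336 of the 388 higher genes and 231 of the 265 lower genes were the same genes in each case, and the share of higher genes lay between 56.3% and 63.5%. The counts for immune defense, lipid metabolism and detoxification stayed within 1.5 times of those reported.

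Other alternatives lowered the counts by more. With 1 FPKM added to both values, 182 genes were called higher and 136 lower. Of the groups, 53 immune defense genes (42 higher), 12 lipid metabolism genes (10 higher) and 17 detoxification genes (14 higher) were called. By construction this shrinks the ratios of genes of low FPKM. Bonferroni adjustment gave 172 and 96 genes, with 48 immune defense genes (40 higher), 13 lipid metabolism genes (11 higher) and 21 detoxification genes (19 higher), again by construction, since its limit is stricter. An assumed coefficient of variation of 0.1 between cultures gave 215 and 146 genes, with 56 immune defense and 25 detoxification genes. With 0.2 there were 45 and 40 genes, with 18 immune defense genes (15 higher), 7 lipid metabolism genes (6 higher) and 6 detoxification genes (6 higher). With 0.4 there were 6 genes higher and 1 lower, with 1 immune defense gene (1 higher), 1 lipid metabolism gene (1 higher) and 0 detoxification genes (0 higher). These coefficients are assumptions, and which is closest to cultures of aged nematodes could not be measured with 1 library per condition. The genes left under 0.4 include *acdh-1*'s neighbour C55B7.3, *vmo-1*, *folt-2* and C23H5.8.

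The median log2 ratio of the lipogenesis genes changed sign, from -0.05 to 0.0086 with TPM. TPM moves all genes alike, by 0.06 on the log2 scale (0.058 to 0.062 over 8085 genes with at least 10 FPKM in both libraries), and relative to the median of all genes the lipogenesis median was -0.02 in both units. The median of the propionate shunt genes moved by less than its counting interval under every alternative. The medians of the cuticle, oxidoreductase, CUB-like, C-type lectin and monooxygenase genes kept their direction. The phospholipase A2 median of -0.05 did not, at between 0.0038 and 0.02 with reads scaled by the library total, TPM, TMM factors and DESeq2 size factors. The cuticle median moved to -0.25, the CUB-like median to 0.48 and the C-type lectin median to 0.13 with 1 FPKM added, and the oxidoreductase median to 0.10 and the monooxygenase median to 0.19 with TPM. The moves with TPM are the shift common to all genes. The split of the cuticle genes held under every alternative, from 0.40 to 0.46 for the abundant genes and from -0.81 to -0.39 for the others.

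For the 76 named genes, 437 values were computed under the alternatives. Of these, 405 lay within the counting interval of the reported value, and 32 lay outside. The sign changed for 3 values of 2 genes near 0, *fat-4* and *act-1*, and for 0 of the genes past the thresholds. Of the other medians, 158 of 174 stayed within their counting interval, and 16 moved. The sign changed for 10 values of 3 medians, those of phospholipase A2, of the ShKT domain and of the canonical propionate pathway, whose counting intervals cover 0. Further, 88 of 102 counts of called genes in a family stayed within 1.5 times. The count fell with 1 FPKM added from 15 to 8 for the CUB-like genes, from 28 to 13 for oxidoreductase activity and from 11 to 3 for monooxygenase activity. The same random lists then held at most 6, 23 and 10, so the first count alone of the 3 stayed above all of them. The search for SKN-1 motifs and its alternatives, including other upstream regions, each motif alone and the coding strand alone, were not run, since a genome sequence was not used here. Depth limits the genes of few reads, as 86 calls rest on fewer than 20 reads and the ratios of 37 called genes with 0 reads in 1 library depend on the value put in place of 0.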

Differences from the paper's values

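The paper's values for 10 genes in Fig. 6c come from quantitative PCR on 3 experiments, given as mean ± SEM, and were read by eye. The values here come from RNA-seq with 1 library per condition, so the assay differs and so do the cultures, at least in part. The alternatives were set before the data were examined. Where 1 FPKM is named, it was added to both values. The values of *fmo-2*, *ugt-26* and *ugt-29* lay within 1.5 times of each other, and for *cyp-35B2*, about 68 in Fig. 6c (SEM about 66) against 3.88 here, the gap lay within the paper's error, and with 1 FPKM added (1.40) outside it. The other 6 genes differed.

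For *clec-265* the paper's fold change is about 2 in Fig. 6c (SEM about 0.7), read by eye, and the ratio here was 3.16. It was 2.82 with 1 FPKM added, within the paper's error, and outside it with reads scaled by the library total, TPM, TMM factors, DESeq2 size factors and a minimum of 20 reads. For *acdh-1* the paper's value is about 150 in Fig. 6c (SEM about 85), and the ratio here was 548.5. With 1 FPKM added it was 223, within the paper's error, and the other 5 settings kept it outside. The paper's value for *pgp-7*, read by eye, is about 1.4 in Fig. 6c (SEM about 0.6), although its text lists the gene among those increased more than 1.5-fold. The ratio here was 2.24, so its place among the genes that differ depends on the reading by eye. With 1 FPKM added the ratio was 1.42, within the paper's error, while the other settings stayed outside.

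None of the alternatives brought the remaining differences within the paper's error. The paper's value for *irg-5* is about 1.6 in Fig. 6c (SEM about 0.3), against 4.94 here. That for *hphd-1* is about 1.6 in Fig. 6c (SEM about 0.4), against 13.5 here. That for *pgp-5* is about 1.1 in Fig. 6c (SEM about 0.3), against 3.15 here.

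The paper lists *gsto-1* among the regulated genes of Figure 6b. Here its ratio was 1.96 and it did not reach the fold threshold, while it did with reads scaled by the library total (2.001), TPM (2.05) and TMM factors (2.02). The other 18 genes of that figure met the thresholds. The paper's text gives fewer genes than its Table S7 for the lipid metabolism group, which has 27 in the table, and for the immune defense genes with a SKN-1 site, which number 27 in the table.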

Other observations

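Of the tests in this part, those on gene length and on divided reads among the cuticle genes, on transcripts per gene and on sites by direction were written down before their results were seen. The tests on scaling, low reads, moulting larvae, the abundant cuticle genes, rounding, the propionate shunt, heat-shock transcripts and canonical SKN-1 targets were chosen after the results were seen.

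The cuticle genes were lower in the AbaPep#07 library as a family, with 99 of 160 lower, yet the abundant members went the other way. Among those with at least 1000 reads, *col-181* went from 11017 to 16217 reads, *col-122* from 7843 to 12254 and *col-106* from 7558 to 10410, while *col-119* fell from 8251 to 6567 and *col-19* from 5018 to 3267. The 27 abundant genes together had 1.27 times the Control reads and the 133 others 0.564 times. The paper does not report this division. Scaling is argued against, since 1 factor for all genes can neither set the family apart from all genes nor move its members in opposite directions. With FPKM replaced by reads or TPM, the median of the family stayed below that of all genes by 0.36 or more (smallest difference -0.36). Gene length is argued against, as 0% of 10000 lists matched on reads and transcript length had a median as low. So are low read counts, because cuticle genes with at least 100 reads still lay 0.31 below all such genes (a difference of -0.31). The 130 genes with whole counts, which show no sign of divided reads, gave a difference of -0.33. Whole counts do not exclude shared reads given almost wholly to 1 gene, so such reads are not covered. A trend with read number common to all genes is argued against for both parts, the median of the abundant cuticle genes being above 100% of lists with similar reads and that of the others below all such lists. Fewer moulting larvae in the AbaPep#07 culture cannot be told apart from a change within adults. Summed over 25 moulting genes the ratio of reads was 1.12 (1.09 to 1.14), but the members went both ways, with 14 higher and 10 lower. Some of the lower ones, such as *dpy-5* and *sqt-3*, are cuticle genes themselves and cannot test the explanation. Of the others, *noah-1*, *noah-2*, *fbn-1* and *let-653* rose, which goes against it (1.57, 1.55, 1.85 and 1.79 by reads). In contrast, *mlt-9*, *nas-36*, *nas-37* and *qua-1* were lower (0.708, 0.830, 0.844 and 0.841). The adult level of these genes is not known. A candidate explanation is that sets of collagens made at different stages or by different tissues respond differently to AbaPep#07 or to a small shift in age between the cultures, and none of these was tested.

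The rise of the propionate shunt genes was examined further. Scaling between the libraries is argued against by the smallest median ratio under any scaling, 3.40. A division of reads of *acdh-1* with its paralog *acdh-2* left no sign. The paralog, the more abundant of the pair in Control by FPKM (1.23 against 0.68), had whole read counts in both libraries (2 of 2). The reads of *acdh-1* and of *ech-6* are divided in part with their neighbours C55B7.3 and T05G5.5. Division that leaves fractions is argued against as the source of the rise of the shunt. The 3 genes with whole counts, *hphd-1*, *hach-1* and *alh-8*, had a median ratio of 3.40 or more under every scaling. Shared reads given almost wholly to 1 gene leave no fraction and are not covered, for these genes or for *acdh-2*. For *acdh-1* alone, its own ratio cannot be told apart from that of C55B7.3 by these totals, which together rose 497-fold. The paper names high propionate as the state that activates the shunt, in nematodes on a diet deficient in vitamin B12. Low vitamin B12 might also act on the methionine cycle. The summed reads of 11 methionine cycle genes had a ratio of 0.907 (0.895 to 0.919), with a median log2 ratio of -0.13, so no rise of that cycle as a whole was seen. Its members went both ways, 4 higher and 7 lower, and the median lay within the range of matched lists (-0.15 to 0.09). Low vitamin B12 is therefore not ruled out. A change in propionate itself stays open, as do a difference in food or bacteria and any other variation between the cultures. The size of the rise is uncertain too. In the paper's quantitative PCR, read by eye from Fig. 6c, *hphd-1* was at about 1.6 (SEM about 0.4), against 13.5 here. For *acdh-1* the value was about 150 (SEM about 85), against 548.5 here. Both genes were higher with AbaPep#07 in both assays. The 5 genes of the canonical propionate pathway had a median of -0.04, at percentile 46.9 (0.02 with TPM).

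For 9 differentially expressed genes with at least 20 reads in all and reads in both libraries, the log2 ratios by FPKM and by reads differed by more than 0.5. They were R04A9.9, *acdh-1*, *clec-85*, *ntl-11*, F36F12.1, F32D8.12, F52E10.4, Y50D4C.5 and Y71F9B.6. R04A9.9 went the other way, with a log2 ratio of -4.74 by FPKM and 0.90 by reads. In all, 14 differentially expressed genes were under 2-fold by reads. Rounding of low FPKM values is argued against, since for all 9 genes the difference (at least 0.53) exceeded what rounding to 2 decimals can make (at most 0.04). In the annotation 100% of these genes (exact 95% interval 66.4 to 100) have 2 or more transcripts. The share was 21.5% (18.2 to 25.2) of the other 553 such genes, the 5 with 0 reads in 1 library left out. As FPKM scales reads by transcript length, a gene with 1 transcript could hardly show such a difference, so these shares follow largely from the selection. They cannot decide whether a shift between transcripts of different length in the authors' estimate made the differences. Such a shift may be a change of transcript use or uncertainty in the estimate, and without the reads the 2 cannot be told apart.

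SKN-1 activity was looked at through 17 canonical targets fixed beforehand. Their median log2 ratio was 0.11, at percentile 89.0, with 9 genes higher, 7 lower and 0 past both thresholds. The most changed, *gst-14*, had 2 and 7 reads. Among the targets, *gsto-1* is also in Figure 6b. Higher SKN-1 activity at these genes cannot be told apart from no change, since the members go both ways and the median lies within the range of matched lists (-0.19 to 0.22). Nor do the sites of Table S7 decide, as 34.0% of the higher genes and 37.7% of the lower genes have a listed site and the intervals overlap. The targets of DAF-16, which the paper finds not to be activated, had a median of -0.25 (percentile 0.12), 9 of 12 being lower, and *hsp-12.6* fell from 403 to 136 reads. No explanation was tested for it.

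Heat-shock transcripts were among the most abundant in both libraries, which the paper does not mention. The 8 genes *hsp-70*, F44E5.4, F44E5.5, *hsp-16.1*, *hsp-16.2*, *hsp-16.11*, *hsp-16.41* and *hsp-16.48* took 2.51% of the Control reads and 2.60% of the AbaPep#07 reads, and *hsp-16.48* had the 4th highest FPKM in both. Their log2 ratios lay between -0.27 and 0.27. They do not set the ratios of other genes, whose log2 ratio moves by 0.0013 without these reads. Whether age, culture or handling before freezing raised them was not tested, since both libraries show it.

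The other preset lists had median log2 ratios of 0.14 for yolk genes (percentile 97.2; 4 of 6 higher, while their summed reads fell from 1841182 to 1739775), -0.18 for sperm genes (11.3), -0.22 for oocyte genes (0.17), 0.00 for early embryo genes (30.3), 0.14 for moulting genes (96.6) and 0.05 for reference genes (89.1). The sperm genes had 355 and 349 reads in sum and the early embryo genes 63.4 and 72.1, too few to compare gene by gene. The oocyte genes fell together, with 11 of 13 lower, from 177401 to 157722 reads. For these lists no explanation was tested.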
